# Plasticity of Lgr5-Negative Cancer Cells Drives Metastasis in Colorectal Cancer

**DOI:** 10.1016/j.stem.2020.02.008

**Published:** 2020-04-02

**Authors:** Arianna Fumagalli, Koen C. Oost, Lennart Kester, Jessica Morgner, Laura Bornes, Lotte Bruens, Lisa Spaargaren, Maria Azkanaz, Tim Schelfhorst, Evelyne Beerling, Maria C. Heinz, Daniel Postrach, Danielle Seinstra, Anieta M. Sieuwerts, John W.M. Martens, Stefan van der Elst, Martijn van Baalen, Debajit Bhowmick, Nienke Vrisekoop, Saskia I.J. Ellenbroek, Saskia J.E. Suijkerbuijk, Hugo J. Snippert, Jacco van Rheenen

**Keywords:** cancer stem cells, colorectal cancer, plasticity, metastasis, intravital microscopy, Lgr5, circulating tumor cells, microenvironment

## Abstract

Colorectal cancer stem cells (CSCs) express Lgr5 and display extensive stem cell-like multipotency and self-renewal and are thought to seed metastatic disease. Here, we used a mouse model of colorectal cancer (CRC) and human tumor xenografts to investigate the cell of origin of metastases. We found that most disseminated CRC cells in circulation were Lgr5^−^ and formed distant metastases in which Lgr5^+^ CSCs appeared. This plasticity occurred independently of stemness-inducing microenvironmental factors and was indispensable for outgrowth, but not establishment, of metastases. Together, these findings show that most colorectal cancer metastases are seeded by Lgr5^−^ cells, which display intrinsic capacity to become CSCs in a niche-independent manner and can restore epithelial hierarchies in metastatic tumors.

## Highlights

• The majority of disseminating cells of colorectal cancer are Lgr5^−^
• Lgr5^−^ cancer cells are the main seeds of colorectal cancer metastatic lesions
• Long-term metastatic growth from Lgr5^−^ cells requires appearance of Lgr5^+^ cells
• Lgr5^−^ metastases have the intrinsic capacity to re-establish the cellular hierarchy

## Introduction

Epithelial tissues are hierarchically organized: a small pool of replicative immortal and self-renewing stem cells (SCs) give rise to a large population of more specialized cells that are replicative mortal (Beck and Blanpain, 2013). During development, SCs drive long-term growth, while during adult life they sustain tissues by driving turnover of short-lived specialized cells (Donati and Watt, 2015, Soteriou and Fuchs, 2018). This hierarchical organization is proposed to be maintained in tumors (Batlle and Clevers, 2017, Beck and Blanpain, 2013, Nassar and Blanpain, 2016). Indeed, cell-sorting and transplantation experiments showed that only a small pool of cancer cells, often referred to as cancer SCs (CSCs), have the ability to grow tumors in mice (Al-Hajj et al., 2003, Bonnet and Dick, 1997, Ricci-Vitiani et al., 2007). More recently, lineage-tracing experiments provided proof of the existence of CSCs in unperturbed tumors, including glioblastoma (Chen et al., 2012), squamous skin tumors (Driessens et al., 2012), colorectal cancer (CRC) (Cortina et al., 2017, Schepers et al., 2012, Shimokawa et al., 2017) and breast cancer (Zomer et al., 2013). In addition to the role in tumor growth and homeostasis, CSCs are thought to be important for metastasis. The essential role of CSCs in the metastatic process is reinforced by studies showing that metastasizing cells acquire SC properties, for example, through epithelial-to-mesenchymal transition (Guo et al., 2012, Mani et al., 2008, Ye et al., 2015). Indeed, selective depletion of CSCs in primary tumors protects from the appearance of distant metastases (de Sousa e Melo et al., 2017). The role of CSCs in metastasis would be particularly crucial if the tumor cell hierarchy is a rigid one-way route, from SCs to more specialized cells (Meacham and Morrison, 2013). However, epithelial hierarchical organization can be dynamic (Medema, 2013). For example, in healthy tissues, upon damage or selective ablation of the SC population, more specialized cells can acquire SC traits (Ritsma et al., 2014, Tetteh et al., 2016, Tian et al., 2011, van Es et al., 2012). This process of cellular plasticity ensures repopulation of impaired SC niches and reestablishment of tissue homeostasis. Whether cellular plasticity also plays an important role in metastasis is unknown. In this study, we dissect the different steps of the metastatic cascade (cell migration, intravasation, metastatic seeding, and outgrowth) and uncover the roles of CSCs, non-CSCs, and cellular plasticity in metastasis.

## Results

### Lgr5^eGFP^ Labels Functional Stem Cells in Colorectal Tumors

CRC models provide a unique opportunity to clarify the role of CSCs and non-CSCs in the metastatic process, because hierarchical organization is maintained during disease progression and functional CSCs are marked by Lgr5 expression (Cortina et al., 2017, de Sousa e Melo et al., 2017, Schepers et al., 2012, Shimokawa et al., 2017). To study the role of CSCs in metastasis, we combined the VillinCre-ER^T2^; APC^fl/fl^; KRAS^LSL^^−G12D^; TP53^KO/KO^ colorectal tumor mouse model with Lgr5^DTR/eGFP^ (de Sousa e Melo et al., 2017) and Confetti (Snippert et al., 2010) fluorescent mouse models (Figure 1A). Upon injection of tamoxifen, the entire intestinal tract of these mice becomes tumorigenic, and these animals reach the humane endpoint before metastases are formed. Just before the humane endpoint, we isolated the tumorigenic colons of these mice and established primary CRC organoids that consist of cancer cells expressing RFP-Confetti and of CSCs that additionally express Lgr5-driven eGFP and diphtheria toxin receptor (DTR) (referred as CRC Lgr5^eGFP^ organoids; Figures S1A and S1B). As previously described, orthotopic transplantation of these murine CRC organoids led to the formation of a single colorectal primary tumor that spontaneously metastasizes to liver and lungs (Figures S1C–S1E) (Fumagalli et al., 2017, Fumagalli et al., 2018, Roper et al., 2017, Tauriello et al., 2018). In line with previous findings (Cortina et al., 2017, de Sousa e Melo et al., 2017, Shimokawa et al., 2017), we found that Lgr5 is a good marker of the functional SCs both in organoids and tumors, because selective ablation of the Lgr5^+^ CSCs by diphtheria toxin (DT) (Figures S1F–S1I) caused organoids to collapse and prevented tumor growth and metastasis (Figures 1B–1D). Next, we developed a flow cytometry strategy to isolate Lgr5^+^ CSCs and Lgr5^−^ cancer cells from both organoids and primary tumors (Figures S1J–S1M). 

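Cancer cells were sorted by their level of Lgr5-eGFP and sequenced one by one with Sort-seq, in which each cell is sorted into its own well and each transcript carries a cell barcode and a unique molecular identifier (UMI). The cells came from CRC Lgr5 eGFP organoids, which are mutant for APC, KRAS and P53 and express eGFP from the Lgr5 locus, and from the tumors that these organoids formed after orthotopic transplantation. Of 5596 wells with a tissue in their label, 5225 held at least 1000 unique transcripts, the minimum in the paper's methods, and were used. Organoids from 2 cultures gave 843 Lgr5+ cells, 701 Lgr5- cells and 703 cells of a class labeled Int. The labels do not explain this class, which is called intermediate here. Primary tumors of 5 mice gave 812 Lgr5+ and 741 Lgr5- cells. Liver metastasis of 2 of these mice gave 294 Lgr5+ and 487 Lgr5- cells. The paper's heatmap shows 2 biological replicates of organoids and of primary tumors (Fig. 1F), and its text does not say which mice these were, so all 5 mice were used. The median number of transcripts per cell was 24280 in Lgr5+ and 20402 in Lgr5- organoid cells, 16515 and 14805 in primary tumors, and 11464 and 11779 in liver metastasis.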

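The authors mapped the reads to the mouse transcriptome and deposited estimated counts of transcripts per gene and cell, corrected for molecules that share a UMI by chance. Cells of 1 culture or 1 mouse are not independent replicates, so their transcripts were summed by class and rounded to whole numbers before any test. The sums for Lgr5+ cells held 11541720 and 11637381 transcripts in the organoid cultures, and those for Lgr5- cells 8367453 and 7313175. In primary tumors the Lgr5+ sums held 2277132 to 6773542 transcripts (median 5514858, n = 5 mice) and the Lgr5- sums 1658030 to 6140054 (median 4187530, n = 5 mice). The liver metastasis sums held 1855083 and 4423657 transcripts for Lgr5+ cells and 510079 and 8537160 for Lgr5- cells of mice 1 and 3. A single well of 731735 transcripts held 39.4% of the Lgr5+ sum of mouse 1, and it was not in the deepest cluster described below. Lgr5+ and Lgr5- sums were compared within each culture or mouse with edgeR's quasi-likelihood test after TMM normalization, and genes passed at an adjusted p under 0.05. Levels are given as TMM-normalized CPM, that is transcripts scaled to a common total. A sum gives most weight to its deepest wells. In primary tumors, 116 of 1553 cells formed a cluster with a median of 58068 transcripts, against 14594.5 in the other cells, and held 28.9% of all tumor transcripts. Fibroblast marker genes took a median of 0.139% of the transcripts in these wells and 0.008% in the other cells, and goblet cell genes 0.42% and 0.11%. Of the cells in this cluster, 29 Lgr5- and 44 Lgr5+ were of mouse 4, where they held 61.4% and 62.0% of the sums. Mouse 3 had 1 and 0 such cells. A single well of 1528790 transcripts outside this cluster held 27.7% of its Lgr5+ sum, and leaving out the cluster keeps that well. Counts of changed genes without the cells of this cluster are given as an alternative chosen after seeing the data.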

Analysis of DT-treated CRC Lgr5^eGFP^ organoids, in which Lgr5^+^ CSCs are selectively depleted, and post-sort confocal microscopy on untreated CRC Lgr5^eGFP^ organoids confirmed that our gating strategy allowed to reliably isolate Lgr5^+^ and Lgr5^−^ cancer cells (Figures S1N and S1O). Clonogenic assays confirmed isolation of functional Lgr5^+^ CSCs, as these cells were twice as clonogenic as Lgr5^−^ cancer cells (Figure 1E). Moreover, isolated Lgr5^+^ CSCs showed higher expression of known intestinal SC markers and lower expression of differentiated markers than the Lgr5^−^ cancer cells (Figure 1F) (de Sousa e Melo et al., 2017, Shimokawa et al., 2017). 

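In organoids, Lgr5+ cells had higher levels of most stem cell genes that the paper marks and of goblet cell and cell cycle genes than Lgr5- cells, and lower levels of genes of hypoxia and glycolysis and of fetal-like or regenerative epithelium. The sort reporter eGFP was at 323 ± 35.2 CPM (SD, n = 2 cultures) in Lgr5+ cells and 106 ± 24.8 in Lgr5- cells. Lgr5, the R-spondin receptor that marks intestinal stem cells, was at 126 ± 17.5 and 59.2 ± 18.4 CPM, a log2 fold change of 1.11 (standard error 0.13, adjusted p = 8.27e-16 from edgeR's quasi-likelihood test). Lgr5 lies on chromosome 10 of GRCm38.p6 from 115450314 to 115587780. Smoc2, a secreted matrix protein of the stem cell signature on chromosome 17 from 14279490 to 14404790, rose by 1.03 on the log2 scale (standard error 0.12, adjusted p = 2.51e-14 from edgeR). Of the 10 tested stem cell genes that the paper marks in green in Fig. 1F and Fig. 3C, 7 were higher in Lgr5+ cells, none was lower and 3 did not pass, with 7 higher when adjusted over the list alone. Aqp1 (1.51), Prelp (1.19), Sox9 (0.63), Ephb3 (0.51) and Sord (0.49) were the others that rose on the log2 scale, while Lrig1 (0.11), Sema7a (0.21) and Pabpc1 (−0.23) did not pass. These genes were chosen by the study on these samples, so their direction is not independent evidence. As a set they stood above other genes in camera with a preset correlation (adjusted p = 2.84e-04), with adjusted p = 0.598 with an estimated correlation. The wider intestinal stem cell list had 7 genes higher, 3 lower and 12 not passed of 22, with 8 higher and 3 lower when adjusted over the list alone, and did not pass in camera (adjusted p = 0.18).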

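Markers of differentiated cells went both ways in organoids. Of the 4 tested genes marked in red in Fig. 1F and Fig. 3C, the keratins Krt7 and Krt19 were lower in Lgr5+ cells, and Car2 (log2 fold change −0.04) and Trpm5 (0.40) did not pass, with 2 lower when adjusted over the list alone and a camera adjusted p of 0.178. Krt7, on chromosome 15 from 101412403 to 101427806 of GRCm38.p6, was at 475 ± 27.1 CPM (SD, n = 2 cultures) in Lgr5+ and 743 ± 124 in Lgr5- cells (log2 fold change −0.64, standard error 0.13, adjusted p = 2.23e-05 from edgeR's quasi-likelihood test). Krt20, a keratin of mature intestinal cells, fell by 2.41 on the log2 scale, while Fabp2, a fatty acid binding protein of enterocytes, rose by 1.63, and over the 9 tested enterocyte or colonocyte genes 2 were higher, 4 were lower and 3 did not pass (camera adjusted p = 0.481). The goblet cell list, by contrast, had 11 of 14 members higher, none lower and 3 not passed, with 11 when adjusted over the list alone (camera adjusted p = 1.28e-07, and adjusted p = 0.598 with an estimated correlation). Part of this comes from 20 of 843 Lgr5+ cells that are rich in Paneth cell transcripts (at least 0.5%), with Muc2 at 1330 CPM in them and 5.21 in the other Lgr5+ cells. Without the cells of either class past this share, Muc2 (0.265) and Spink4 (0.905) did not pass in edgeR, while Reg4 (2.62) and Tff3 (2.57) did on the log2 scale. Reg4, a secreted lectin, was at 167 ± 35.2 and 13.6 ± 4.63 CPM, and Tff3, the goblet cell trefoil factor, at 58.1 ± 0.925 and 5.36 ± 2.48 CPM. All 19 S phase genes and 18 of 20 G2M phase genes were higher in Lgr5+ cells, with 19 and 19 when adjusted over the list alone (camera adjusted p = 2.41e-09 and 6.67e-09, and adjusted p = 0.598 for both with an estimated correlation). All 15 tested genes of hypoxia and glycolysis were lower, among them Adm (−2.74), Ndrg1 (−2.25) and Bnip3 (−1.50), with 15 when adjusted over the list alone (camera adjusted p = 1.32e-11, and adjusted p = 0.598 with an estimated correlation). Of 20 genes of fetal-like or regenerative epithelium, 15 were lower, among them Anxa1 (−1.75) and Anxa3 (−1.59), Cyr61 was higher (0.54) and 4 did not pass, with 16 lower and 1 higher when adjusted over the list alone (camera adjusted p = 9.25e-09, and adjusted p = 0.598 with an estimated correlation). The largest fall was that of Sprr2h, a small proline-rich protein of a gene family whose members may share reads (−5.20, standard error 0.18, adjusted p = 1.19e-181 from edgeR). Wnt target genes did not move as 1 group, with Ephb3 higher and Notum (−1.07), Wif1 (−1.13), Nkd1 (−0.65) and Lef1 (−1.31) lower among 18 tested and 13 not passed, the same 1 and 4 when adjusted over the list alone (camera adjusted p = 0.18). Over all 11243 genes tested, 1006 were higher and 1092 lower in Lgr5+ cells. DESeq2 called 199 higher and 261 lower, and when the 2 cultures were not kept as a block edgeR called 0 genes, with 1184 at an unadjusted p under 0.05.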

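In primary tumors, the genes that rose in Lgr5+ cells included Itln1, Ang4 and Mmp7 of the Paneth cell list and Creb3l1 of the goblet cell list. Those that fell included annexins, Ly6a and the glycolytic enzymes Pgk1 and Ldha. Over 11369 genes tested, 10 were higher and 7 lower in Lgr5+ cells, each of the 17 in the same direction in 5 of 5 mice. Itln1, an intelectin of secretory cells on chromosome 1 of GRCm38.p6 from 171518123 to 171535325, was at 550 ± 511 CPM (SD, n = 5 mice) in Lgr5+ and 50.1 ± 52.6 in Lgr5- cells (log2 fold change 3.47, standard error 0.37, adjusted p = 0.0467 from edgeR's quasi-likelihood test). Ang4, an antimicrobial ribonuclease of Paneth cells on chromosome 14 from 51763892 to 51773590 whose paralogs may share its reads, was at 53.4 ± 23.1 and 4.14 ± 2.18 CPM (log2 fold change 3.45, standard error 0.42, adjusted p = 0.0467 from edgeR). Mmp7, the protease that activates Paneth cell defensins, on chromosome 9 from 7692090 to 7699585, was at 1769 ± 436 and 785 ± 240 CPM (1.18, standard error 0.14, adjusted p = 0.0467 from edgeR). Gkn3 (1.82), the transcription factor Creb3l1 (1.71), Myl9 (1.31), Bcas1 (1.15), Ifitm1 (1.05), Tox3 (0.84) and Rab3d (0.61) were the others that rose on the log2 scale. Anxa1, an annexin on chromosome 19 from 20373434 to 20390671, was at 493 ± 206 and 925 ± 209 CPM (−0.97, standard error 0.14, adjusted p = 0.0499 from edgeR), and Arhgap29 (−1.17), Anxa3 (−0.91), Ly6a (−0.86), Pgk1 (−0.69), Cxcl16 (−0.67) and Ldha (−0.52) also fell.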

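The stem cell genes that the paper marks had higher levels in tumor Lgr5+ cells, but none passed over all genes tested in edgeR with every cell and the filter on low counts used. Of these 11 genes, 5 passed with DESeq2, 9 with limma on mean log-normalized values and 8 in edgeR without the filter, Lgr5, Smoc2, Wnt3 and Ephb3 among them in each. Lgr5 was at 110 ± 36.1 CPM (SD, n = 5 mice) in Lgr5+ and 61.5 ± 27.5 in Lgr5- cells (log2 fold change 0.87, standard error 0.15, adjusted p = 0.0649 from edgeR's quasi-likelihood test), and eGFP at 147 ± 58.5 and 53.9 ± 20.9 CPM (1.42, standard error 0.26, adjusted p = 0.0662 from edgeR), each higher in Lgr5+ cells of 5 of 5 mice. Smoc2 was at 222 ± 69.6 and 113 ± 44.5 CPM (adjusted p = 0.0546 from edgeR) and Wnt3, a Wnt ligand made by Paneth cells, at 6.17 ± 4.23 and 0.565 ± 0.838 CPM (adjusted p = 0.0546 from edgeR). Of 11 tested stem cell genes, none passed over all genes, and 10 were higher and none lower when adjusted over the list alone, which is not independent evidence since the study chose them on these samples (camera adjusted p = 3.52e-08, and adjusted p = 0.110 with an estimated correlation). Of 6 differentiation genes, none passed over all genes and 2 were lower when adjusted over the list alone (camera adjusted p = 0.00311, and adjusted p = 0.209 with an estimated correlation). Krt7 was at 698 ± 111 and 1013 ± 151 CPM (−0.54, standard error 0.10, adjusted p = 0.0700 from edgeR), and Car2 (−0.36), Spib (−0.99), Dclk1 (−0.75), Trpm5 (−0.85) and Krt19 (−0.24) did not pass. With the 116 cells of the deepest cluster left out, 246 genes were higher and 311 lower of 10325 tested, all 17 among them, and Lgr5 (1.04, adjusted p = 0.0041), eGFP (1.59, adjusted p = 0.0048), Smoc2 (1.17), Ephb3 (1.36) and Lrig1 (0.48) rose and Krt7 (−0.65) and Car2 (−0.52) fell in edgeR. With each cell thinned to at most 20000 transcripts, also chosen after seeing the data, 257 genes were higher and 209 lower, again with all 17 among them. The 17 genes rest on the whole set of mice, since edgeR called 0 genes without mouse 1 or 2, 2 without mouse 3 and 3 without mouse 5, but 88 without mouse 4. At the same setting with every mouse, 1663 genes had an unadjusted p under 0.05, DESeq2 called 190 genes and limma on mean log-normalized values 398, each with all 17 among them.

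**Figure D1:**
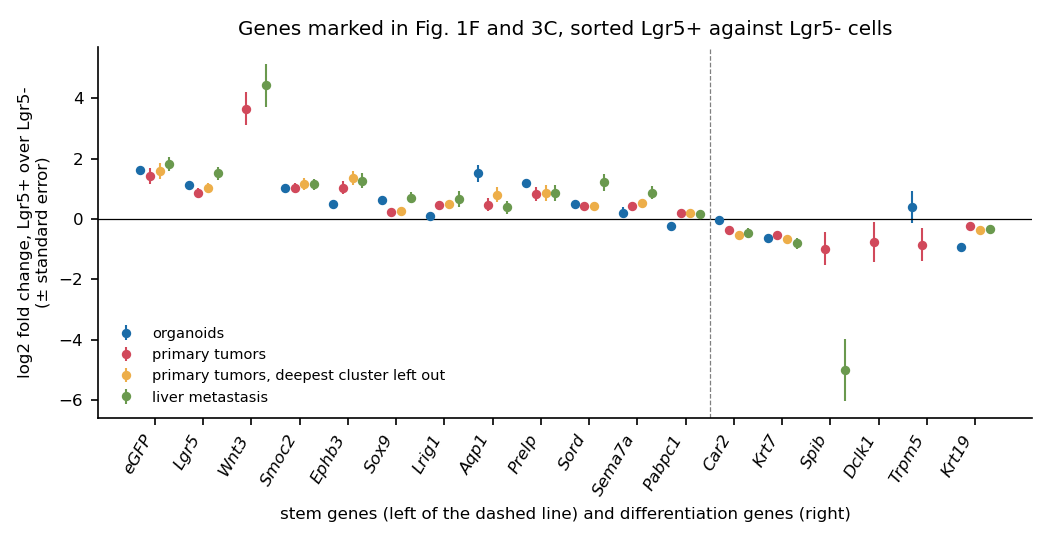
Log2 fold changes of Lgr5+ over Lgr5- cells for the genes marked in Fig. 1F and Fig. 3C, in organoids (2 cultures), primary tumors (5 mice, with and without the cells of the deepest cluster) and liver metastasis (2 mice). Points are edgeR's fitted values and bars their standard errors. In primary tumors eGFP lies at 1.42 and Krt7 at −0.54.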

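In tumor Lgr5+ cells, lists of Paneth and goblet cell genes stood above other genes in camera with a preset correlation. Those of regeneration, hypoxia and lipid synthesis stood below them. Over all genes 3 of 5 Paneth cell genes passed, but few or no members of the other 4 lists. With an estimated correlation 0 of 23 lists passed (3 with each cell thinned to at most 20000 transcripts, those of the marked stem cell, goblet cell and Paneth cell genes). Counts below are from edgeR with every cell, and without the cells of the deepest cluster more members passed over all genes, namely 4 of 5 Paneth cell and 10 of 14 goblet cell genes higher, and 10 of 20 of fetal-like or regenerative epithelium, 12 of 15 of hypoxia and glycolysis, 8 of 15 of lipid and sterol synthesis, 5 of 11 immune cell and 3 of 4 neutrophil genes lower. Of 5 tested Paneth cell genes, 3 were higher, none lower and 2 did not pass, with 5 higher when adjusted over the list alone (camera adjusted p = 1.21e-06, and adjusted p = 0.110 with an estimated correlation). Of 16 goblet cell genes, Creb3l1 alone was higher over all genes, and 10 were when adjusted over the list alone (camera adjusted p = 2.95e-09, and adjusted p = 0.110 with an estimated correlation). Of 20 G2M phase genes, none passed over all genes and 17 were higher when adjusted over the list alone (camera adjusted p = 1.82e-09, and adjusted p = 0.290 with an estimated correlation). Of 20 genes of fetal-like or regenerative epithelium, 3 were lower and 17 did not pass, with 10 lower when adjusted over the list alone (camera adjusted p = 2.12e-07, and adjusted p = 0.110 with an estimated correlation). Of 15 genes of hypoxia and glycolysis, 2 were lower, and 13 when adjusted over the list alone (camera adjusted p = 2.29e-10, and adjusted p = 0.209 with an estimated correlation). Of 15 genes of lipid and sterol synthesis, none passed over all genes and 11 were lower when adjusted over the list alone (camera adjusted p = 2.56e-09, and adjusted p = 0.110 with an estimated correlation). The intestinal stem cell list, which shares 5 genes with the marked ones, had Gkn3 higher among 23 tested, and 5 when adjusted over the list alone (camera adjusted p = 1.01e-04, and adjusted p = 0.122 with an estimated correlation). Tuft cell genes had 0 of 12 past the threshold in edgeR and 3 lower when adjusted over the list alone (camera adjusted p = 0.00348, and adjusted p = 0.410 with an estimated correlation). Markers of other cells also differed, with camera adjusted p = 1.01e-04 for 12 immune cell genes, 1.35e-04 for 6 neutrophil genes and 2.17e-04 for 8 endothelial cell genes, none of them past the threshold over all genes in edgeR and none at an adjusted p under 0.05 with an estimated correlation.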

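Part of the Lgr5+ cells of primary tumors carried many Paneth cell transcripts together with the Lgr5 reporter. In 100 of 812 Lgr5+ cells and 16 of 741 Lgr5- cells, at least 0.5% of all transcripts came from the Paneth cell list. Per mouse this was 15.1% ± 8.51 (SD, n = 5 mice) of Lgr5+ cells and 2.33% ± 1.59 of Lgr5- cells, higher in Lgr5+ cells of 5 of 5 mice (two-sided exact sign-flip permutation test, p = 0.0625, the smallest p that 5 pairs allow). The Lgr5+ cells rich in Paneth cell transcripts had eGFP at 335 CPM and Lgr5 at 181 CPM over all mice, against 126 and 108 CPM in the other Lgr5+ cells. Wnt3 was at 74.8 CPM in them and 0.84 in the others, the goblet cell mucin Muc2 at 4293 and 702, and the proliferation marker Mki67 at 77.7 and 126. The share is a range without a gap, and 35 Lgr5+ cells lay between 0.4% and 0.6%. The 16 Lgr5- cells were unlike the 100 Lgr5+ ones. Wnt3 and Spdef were at 0 CPM in them, and a median of 0.081% of their transcripts came from goblet cell genes, against 2.436%. The cells past 0.5% are thus not of 1 kind in both classes. With all of them left out, edgeR called 0 genes, and 1442 had an unadjusted p under 0.05. With every cell thinned to at most 20000 transcripts as well, it called 249 genes.

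**Figure D2:**
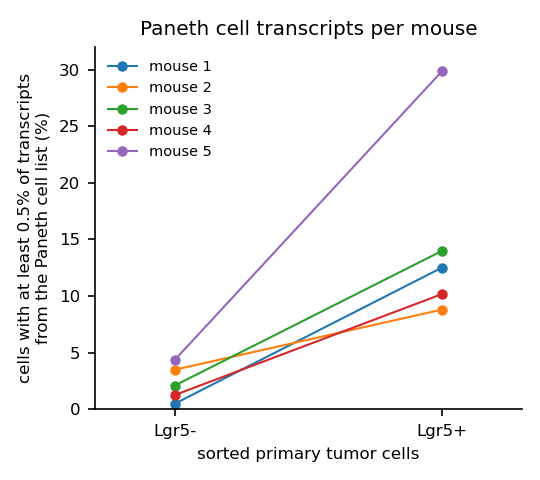
Percent of cells with at least 0.5% of their transcripts from Paneth cell genes, in Lgr5- and Lgr5+ primary tumor cells of each of 5 mice (points, joined by a line for each mouse). The Lgr5+ values lie between 8.79% and 29.9%, above the Lgr5- value of the same mouse in 5 of 5 mice.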

Of note, we found a very significant overlap in significantly differentially expressed genes between Lgr5^+^ and Lgr5^−^ cells from organoids and orthotopic primary tumors (hypergeometric test p value < 10^−100^), indicating that Lgr5^+^ and Lgr5^−^ cancer cells maintain their specific cellular identity when analyzed either *in vitro* or *in vivo*.

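Genes that separated Lgr5+ from Lgr5- cells in primary tumors did so in organoids more often than chance would give, above all those lower in Lgr5+ cells. All 7 genes that fell in tumors and were tested in both also fell in organoids, namely Anxa1, Anxa3, Arhgap29, Cxcl16, Ldha, Ly6a and Pgk1, against 0.703 expected. Of 8 genes that rose in tumors, Ang4, Bcas1, Creb3l1 and Itln1 also rose in organoids, against 0.742 expected. No gene passed in opposite directions. The background was the 10569 genes tested in both, of which 980 rose and 1062 fell in organoids. The one-sided hypergeometric p was 3.79e-03 for genes that rose, 1.02e-07 for genes that fell and 8.62e-06 for the 11 genes changed either way. Across these genes the log2 fold changes in organoids and tumors had a Pearson correlation of 0.425 and a Spearman correlation of 0.345, and genes are not independent replicates. Mmp7, Ifitm1, Tox3 and Rab3d rose in tumors and did not pass in organoids, and Myl9 and Gkn3 were not tested there. With the cells of the deepest cluster left out of both, 92 genes rose in both against 22.6 expected and 154 fell in both against 26.5 expected, while 1 and 9 moved in opposite directions. The one-sided hypergeometric p, an exact test, was then 1.12e-34 for genes that rose and 1.14e-87 for genes that fell. The either-way p was 1.10e-29 at an adjusted p under 0.1, 0.251 with at least 2000 transcripts per cell, 0.0372 without mouse 3, 6.71e-20 without mouse 4 and 0.0968 without mouse 5, and without mouse 1 or 2 no tumor gene passed. From the overlap of the genes changed in organoids and in primary tumors, the paper concludes that Lgr5+ and Lgr5- cancer cells keep their own identity in vitro and in vivo.

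**Figure D3:**
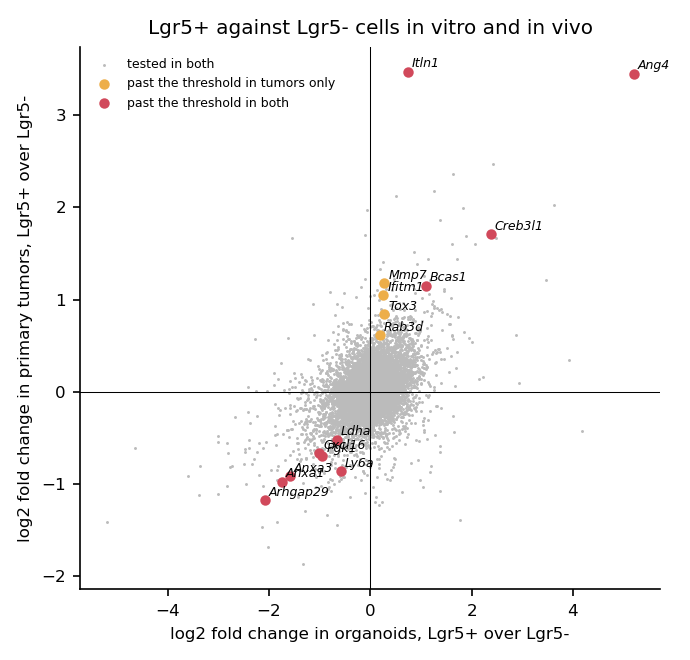
Log2 fold change of Lgr5+ over Lgr5- cells in primary tumors (5 mice, y axis) against organoids (2 cultures, x axis), 1 point per gene tested in both. Named genes passed in tumors, and those in red, 4 higher and 7 lower in Lgr5+ cells, in organoids too.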

**Figure 1:**
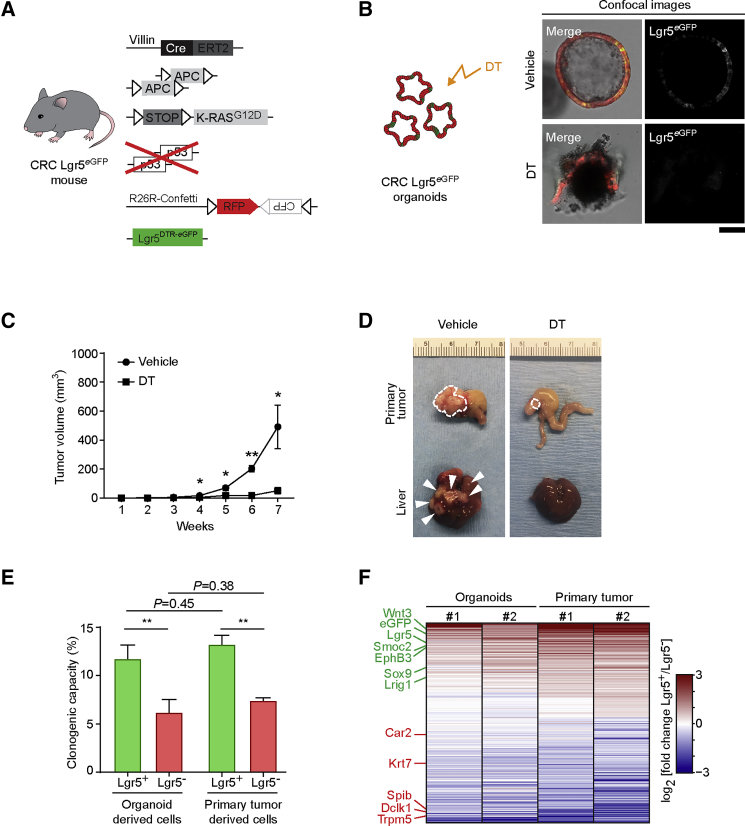
Generation of a Colorectal Cancer Mouse Model to Visualize Lgr5^+^ CSCs (A) Schematic overview of the inducible fluorescent CRC mouse model generated to visualize Lgr5^+^ CSCs. (B) Diphtheria toxin (DT) treatment of CRC Lgr5^eGFP^ organoids. Representative confocal images of the effect of vehicle or DT on organoid growth. Scale bar, 100 μm. (C) Prolonged diphtheria toxin (DT) treatment of mice orthotopically transplanted with CRC Lgr5^eGFP^ organoids. Average tumor growth upon vehicle or DT treatment (n = 5). ^∗^p < 0.05 and ^∗∗^p < 0.001. Data are presented as mean ± SEM; p values were calculated using the Mann-Whitney U test. (D) Representative examples of primary tumors and livers of mice subjected to either vehicle or DT treatment for 8 weeks. Dashed lines highlight primary tumor edges, arrowheads indicate macroscopic metastatic lesions. (E) Clonogenicity assay of sorted Lgr5^+^ CSCs and Lgr5^−^ cancer cells derived from CRC organoid cultures and orthotopic colorectal primary tumors. Data were collected 6 days after plating (n = 3 independent experiments). Values are presented as mean ± SEM; p values calculated using the unpaired t test with Welch’s correction. (F) Heatmap of differentially expressed transcripts in cancer cells derived from two independent biological replicates of organoids and orthotopic primary tumors. Genes marked in green are known to be upregulated in intestinal stem cells; genes marked in red are known intestinal differentiated cell markers.

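Every culture and every mouse had more of the reporter and of Lgr5 in its Lgr5+ than in its Lgr5- cells, by amounts that differed between mice. The log2 ratio of eGFP was 1.75 and 1.49 in the organoid cultures, and 0.98, 1.77, 0.29, 1.63 and 2.51 in the primary tumors of mice 1 to 5. For Lgr5 the ratio was 0.935 in culture 1 and 1.29 in culture 2, and 0.48, 1.12, 0.40, 0.90 and 1.58 in mice 1 to 5. Smoc2 ratios lay between 0.53 in mouse 1 and 1.68 in mouse 5. Ephb3, a receptor of stem and Paneth cells, had a ratio of 2.43 in mouse 5 and of 0.55 to 0.94 in the other mice. Among the differentiation markers, Krt7 had ratios of −0.28 in mouse 3 to −0.95 in mouse 5, and Car2 lay at 0.18 in mouse 3 and between −0.62 and −0.32 in the other mice. The smallest primary tumor sum, the Lgr5- cells of mouse 3, came from 48 cells. The heatmap's 2 replicates per source compare with 2 cultures and 5 mice here.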

### The Majority of Migratory Tumor Cells Are Lgr5 Negative

Using the developed orthotopic transplantation mouse model, we addressed whether Lgr5^+^ CSCs and Lgr5^−^ cancer cells have differential metastatic behavior. In order to metastasize, cancer cells first need to acquire traits that enable them to leave the primary tumor (Hanahan and Weinberg, 2011). To test which cancer cells escape from the primary site, we filmed the behavior of Lgr5^+^ CSCs and Lgr5^−^ cancer cells *in vivo* using multiphoton microscopy (Figure 2; Videos S1, S2, S3, and S4). Consistent with other tumor models (Beerling et al., 2016, Hirata et al., 2015, Patsialou et al., 2013), in some tumor lobes no migration was observed, whereas in other lobes individual and clusters of Lgr5^+^ CSCs and Lgr5^−^ cancer cells invaded into the non-labeled stroma (n = 9 mice, 73 movies, 1,064 migratory events; Figures 2A–2C; Figure S2A; Videos S1, S2, S3, and S4). Analysis of the migratory cells (i.e., cells that displaced more than half a cell diameter in 4 h; Figures 2D and 2E) revealed that Lgr5^+^ CSCs and Lgr5^−^ cancer cells mainly escaped as single cells and less frequently as cell clusters (Figure 2F). Moreover, Lgr5^−^ cancer cells might have a slightly higher displacement and velocity than Lgr5^+^ CSCs (Figures 2G and 2H; Figures S2B and S2C). Surprisingly, of the 1,064 migratory cells that escaped from the primary tumors, the majority were Lgr5^−^ (Figures 2E and 2I; 90.3% ± 2.8%, p < 0.0001), suggesting that most of the escaping cells are in a more differentiated state.

**Figure 2:**
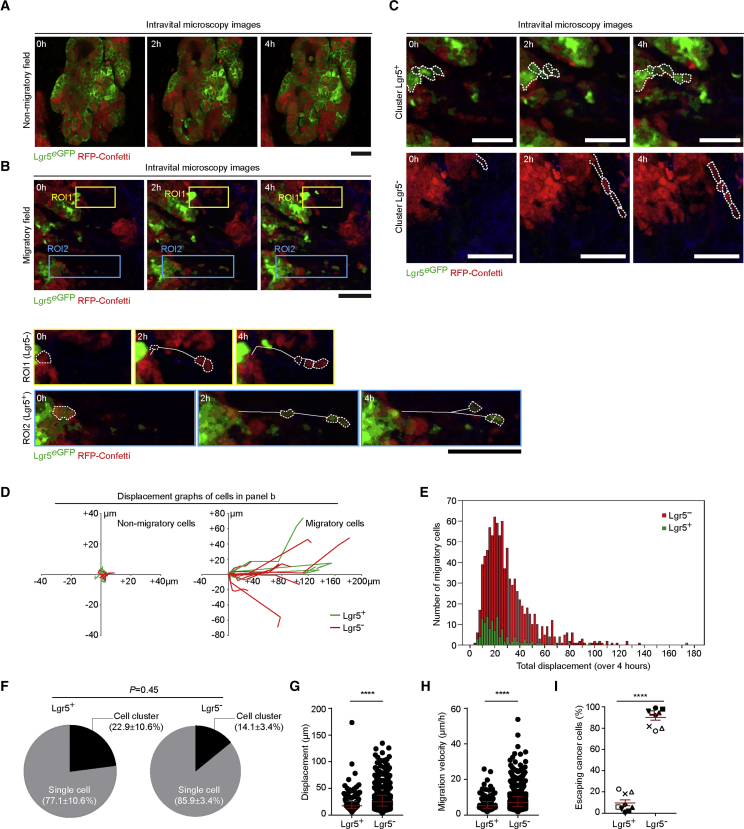
The Majority of Cells Escaping the Primary Colorectal Tumors Are Lgr5^−^ (A) Representative time-lapse intravital images of a non-migratory field within a CRC primary tumor. Note that the resolution of *in vivo* images is lower than of *ex vivo* images because of great depth of imaging in living animals. Scale bar, 50 μm. (B) Time-lapse intravital images of a migratory field showing primary tumor cell migration of Lgr5^−^ and cancer cells (ROI, region of interest 1) and Lgr5^+^ CSCs (ROI2). Dashed lines highlight the migratory cells, continuous lines mark the migratory tracks overtime. Scale bars, 50 μm. See also Videos S1 and S2. (C) Representative time-lapse intravital images of Lgr5^+^ CSCs (upper panel) and Lgr5^−^ cancer cells (lower panel) moving as cell clusters (see also Videos S3 and S4). Scale bars, 50 μm. (D) Display of the migratory tracks of Lgr5^+^ CSCs and Lgr5^−^ cancer cells observed in (A) (left) and in (B) (right). (E) Distribution of total displacement of Lgr5^+^ (green) and Lgr5^−^ (red) migratory cells over a period of 4 h. (F) Characterization of Lgr5^+^ CSCs and Lgr5^−^ cancer cells migratory mode (i.e., cells escaping as single cells or as cell clusters (i.e., maintaining cell-cell contact). Data are presented as mean ± SEM (n = 9); p values were calculated using the unpaired t test with Welch’s correction. (G and H) *In vivo* displacement (G) and velocity (H) of escaping Lgr5^+^ CSCs and Lgr5^−^ cancer cells. Each data point represents a cell. ^∗∗∗∗^p < 0.0001. Red lines indicate median ± interquartile range; p values were calculated using the Mann-Whitney U test. (I) Fraction of escaping Lgr5^+^ CSCs and Lgr5^−^ cancer cells observed *in vivo* in individual mice. Different shapes represent different animals (n = 9). Each data point indicates the average value per animal. ^∗∗∗∗^p < 0.0001. Red lines indicate mean ± SEM; p value was calculated using the unpaired t test.

Video S1. Intravital Imaging of Single Escaping Lgr5^+^ Cancer Stem Cells, Related to Figure 2B (ROI1) Lgr5^+^ cancer stem cells were followed *in vivo*, in real-time for 4 h. All tumor cells express Confetti-RFP (red), and Lgr5^+^ CSCs additionally express eGFP (green). Escaping Lgr5^+^ cancer stem cells are highlighted with dashed lines. White solid lines mark the migratory tracks over time. Scale bar 50 μm.

Video S2. Intravital Imaging of Single Escaping Lgr5^−^ Cancer Cells, Related to Figure 2B (ROI2) Lgr5^-^ cancer cells were followed *in vivo*, in real-time for 4 h. All tumor cells express Confetti-RFP (red), and Lgr5^+^ CSCs additionally express eGFP (green). Escaping Lgr5^-^ cancer cells are highlighted with dashed lines. White solid lines mark the migratory tracks overtime. Scale bar 50 μm.

Video S3. Intravital Imaging of Escaping Lgr5^+^ Cancer Stem Cells as Tumor Cell Clusters, Related to Figure 2C Lgr5^+^ cancer stem cells were followed *in vivo*, in real-time for 4 h. All tumor cells express Confetti-RFP (red), and Lgr5^+^ CSCs additionally express eGFP (green). Escaping Lgr5^+^ cancer stem cells are highlighted with dashed lines. Scale bar 50 μm.

Video S4. Intravital Imaging of Escaping Lgr5^−^ Cancer Cells as Tumor Cell Clusters, Related to Figure 2C Lgr5^-^ cancer cells were followed *in vivo*, in real-time for 4 h. All tumor cells express Confetti-RFP (red), and Lgr5^+^ CSCs additionally express eGFP (green). Escaping Lgr5^-^ cancer cells are highlighted with dashed lines. Scale bar 50 μm.

### The Vast Majority of Disseminating Cells in the Circulation Are Lgr5 Negative

To determine whether both Lgr5^+^ CSCs and Lgr5^−^ cancer cells were able to enter the blood circulation, we drew blood from the portal vein of mice bearing metastatic CRC to analyze CTCs directly draining from the primary tumor using flow cytometry (Figure 3A; Figure S3A). In all animals (n = 4) we detected only Lgr5^−^ circulating cancer cells (Figure 3B; Figure S3B). We extended the analysis by collecting systemic oxygen-poor blood from the right ventricle of the heart of a second batch of metastatic CRC mice to analyze CTCs coming from metastases and observed that also in this case the vast majority of circulating cancer cells were Lgr5^−^ (98.4% ± 0.6%, n = 5; Figures S3C–S3E). Importantly, single-cell mRNA sequencing validated that the CTCs displayed an expression profile closely related to Lgr5^−^ cancer cells and did not show enriched expression of other CSC marker genes, such as Prom1 (i.e., CD133), CD44, Aldh1a, and Bmi1 (Figure 3C; Figures S3F and S3G). 

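CTCs were sequenced with the same method from blood of tumor-bearing mice. Of 204 wells, 201 had been sorted as Lgr5- and 3 as Lgr5+, and 104 held at least 1000 unique transcripts. Mouse 2 gave 100 of these cells, 99 sorted as Lgr5- and 1 as Lgr5+, mouse 1 gave 3 and mouse 4 gave 1. Only mouse 2 had enough cells for a sum, so there is no replicate check on any CTC value and no p-value is given. The sum of its 100 CTCs held 766423 transcripts and was set beside the sums of the Lgr5- and Lgr5+ primary tumor cells of the same mouse, with 4187530 and 5334905 transcripts. A CTC had a median of 2216 transcripts, against 11271 in an Lgr5- tumor cell of this mouse. Ratios of summed counts are given with exact 95% intervals, which cover counting error only. The 2 deepest wells held 37.6% of all CTC transcripts.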

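On the genes that separated the tumor classes, CTCs lay near the Lgr5- primary tumor cells of their own mouse. Stem cell reporter and marker transcripts were at the Lgr5- level or below it, with eGFP at 61.3 CPM (45.1 to 81.5) in CTCs, 73.6 in Lgr5- and 244 in Lgr5+ tumor cells, and Lgr5 at 62.6, 78.6 and 166 CPM. Since 99 of these 100 CTCs were themselves sorted as Lgr5-, low eGFP and Lgr5 are not independent evidence of their class. The 2 deepest wells held 78.8% of the eGFP transcripts of CTCs, and without them eGFP and Lgr5 were both at 20.9 CPM (10.0 to 38.4), from 10 counts each. Smoc2 was at 56.1 CPM in CTCs and 168 in Lgr5- cells, and Ephb3 at 17.0 and 41.3. Of Wnt3 no transcript was counted in CTCs, which allows up to 4.81 CPM, against 13.5 CPM in Lgr5+ tumor cells. The keratins Krt7 (862 CPM in CTCs, 939 in Lgr5-) and Krt19 (1470 and 2118) were both expressed. Over 11368 genes the CTC sum had a Pearson correlation of 0.903 with the Lgr5- sum and of 0.862 with the Lgr5+ sum of mouse 2, and the correlations with Lgr5- sums of 5 mice had an SD of 0.020 (genes are not independent replicates). An axis was formed from the 17 genes that separated tumor Lgr5+ and Lgr5- cells, as the mean of log2(CPM + 1) over the genes that rose minus that over the genes that fell. CTCs lay at −3.17 on it, between −3.51 for Lgr5- and −0.83 for Lgr5+ tumor cells of mouse 2, while Lgr5- cells of 5 mice had −3.85 ± 0.49 (SD) and Lgr5+ cells −1.36 ± 0.36. CTCs thus stood at 0.126 of the way from Lgr5- to Lgr5+, with an SD of Lgr5- cells of 0.183 on that scale. The sign rests on single wells, since on the same genes it was −0.133 without the 2 deepest CTC wells, −0.0403 without the 7 wells of blood cell transcripts and −0.178 with each cell thinned to 1000 transcripts. The place also depends on the genes: it was 0.629 of the way with the stem and differentiation genes that the paper marks, 0.329 with these genes and without the 2 deepest CTC wells, and −0.679 with the genes changed in organoids.

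**Figure D4:**
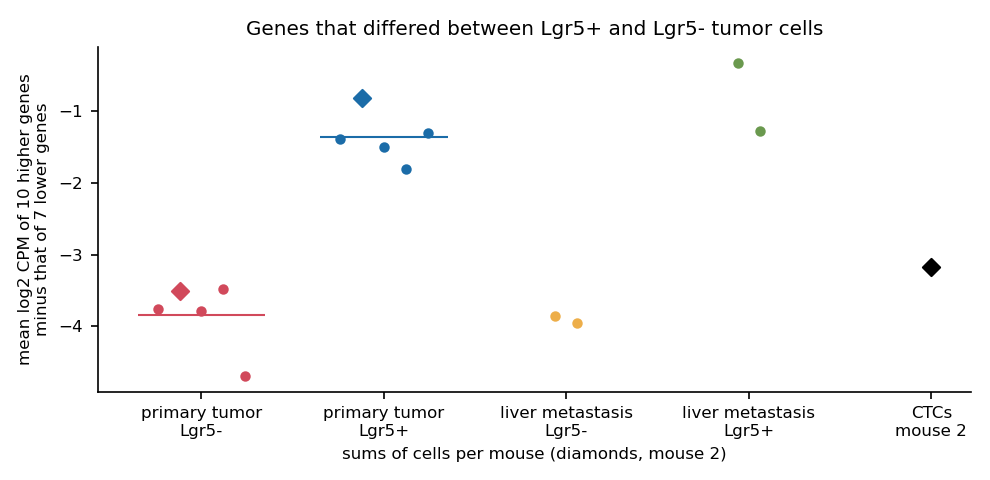
Mean log2 CPM of genes higher minus genes lower in Lgr5+ primary tumor cells, for the sums of Lgr5- and Lgr5+ primary tumor and liver metastasis cells of each mouse (points, with diamonds for mouse 2 and a line at the primary tumor mean) and for the CTCs of mouse 2. CTCs lie at −3.17, and Lgr5- sums of the tumors between −4.69 and −3.48.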

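Several epithelial programs were lower in CTCs than in Lgr5- tumor cells of the same mouse, and blood cell genes were far higher. The 16 goblet cell genes together were at 0.362 of the Lgr5- level (0.330 to 0.395) and 0.145 of the Lgr5+ level (0.132 to 0.158), and the Paneth cell genes at 0.916 and 0.324. G2M phase genes were at 0.459 of the Lgr5- level, S phase genes at 0.731, and the epithelial list of keratins, claudins and cadherins at 0.741. The marked stem cell genes were at 0.650 of the Lgr5- level (0.624 to 0.676) and 0.492 of the Lgr5+ level, and the marked differentiation genes at 0.711 and 0.885. Both are lists the study chose on these samples. Genes of epithelial-mesenchymal transition were at 1.35 times the Lgr5- level (1.28 to 1.43), but at 0.787 (0.719 to 0.860) without the 2 deepest wells and at 0.475 (0.345 to 0.642) with each cell thinned to 1000 transcripts, so their direction rests on these wells. Those of fetal-like or regenerative epithelium were at 0.977. The marked stem cell genes were at 0.413 of the Lgr5- level without the 2 deepest wells. With each cell thinned to 1000 transcripts the ratio to Lgr5- cells was 0.362 for the marked stem cell genes, 0.373 for the marked differentiation genes, 0.430 for the epithelial list, 0.421 for Paneth cell, 0.734 for goblet cell and 0.579 for fetal-like or regenerative epithelium genes, and 0.776 (0.561 to 1.06) for G2M phase genes. Neutrophil genes were at 36.5 times the Lgr5- level (33.9 to 39.3), platelet genes at 38.0 and erythroid genes at 65.6 (16.3 to 572, from 24 and 2 counts). S100a8, a calcium-binding protein abundant in neutrophils, was at 2101 CPM in CTCs and 10.7 in Lgr5- tumor cells. Of the 100 wells, 7 held over 2% of blood cell transcripts, and these 7 held 93.6% of the neutrophil transcripts and 9.68% of all transcripts. Fibroblast genes were at 2.30 times the Lgr5- level, with 95.1% of their transcripts in the 2 deepest wells, and at 0.182 without these. In the other 93 wells a median of 49.2% of transcripts were mitochondrial or from the ribosomal RNA gene Rn45s, against 14.7% in Lgr5- tumor cells.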

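The exact interval of the share of CTCs with a transcript lay above that of Lgr5- tumor cells for 0 of the 6 other CSC marker genes. This count cannot show that enrichment is missing. Thinning kept mitochondrial and Rn45s transcripts, a median of 49.2% in 93 of the CTC wells and 14.7% in Lgr5- tumor cells. A CTC thus kept fewer other transcripts, which lowers its shares, and without thinning CTCs were shallower than tumor cells. With each cell thinned to 1000 transcripts, Prom1 (CD133) was found in 10.0% of CTCs (exact interval 4.90% to 17.6%, 100 cells), 20.9% of Lgr5- and 16.5% of Lgr5+ tumor cells. Cd44 was found in 12.0% of CTCs, 10.9% of Lgr5- and 11.4% of Lgr5+ cells, and Bmi1, a Polycomb protein, in 3.00%, 2.61% and 3.30%. Aldh1a1 was found in 0 of 100 CTCs at this depth, and in 6.00% of CTCs and 1.304% of Lgr5- cells without thinning. Read as summed levels, where deep wells weigh most, Prom1 was at 195.7 CPM (166 to 230) in CTCs and 315 (298 to 332) in Lgr5- tumor cells, and Bmi1 at 30.0 and 30.1. Cd44 was at 337 CPM (297 to 380) in CTCs and 184 (171 to 197) in Lgr5- cells, and at 142 (115 to 173) with the 7 wells of blood cell transcripts left out, which held 62.0% of its transcripts. Aldh1a2 was at 56.1 CPM (40.6 to 75.6) and 18.1, and at 2.09, from 1 count, without the 2 deepest wells. Aldh1a1 was at 13.0 CPM from 10 counts and 1.67 from 7, and Aldh1a3 at 13.0 and 12.7. Summed over the 6 markers the ratio to Lgr5- cells was 1.15 (1.04 to 1.27), and 0.845 (0.750 to 0.949) with the 7 wells of blood cell transcripts left out, for a list the study chose. From the CTC profile and the missing enrichment of these markers, together with its flow cytometry, the paper proposes that Lgr5- cancer cells dominate the disseminating population.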

Combined these data suggest that the disseminating population of cancer cells is dominated by Lgr5^−^ cancer cells. Indeed, when we analyzed the livers of these mice, all single-cell metastases were Lgr5^−^ (n = 6 mice; Figures 3D and 3E; Figure S3H).

**Figure 3:**
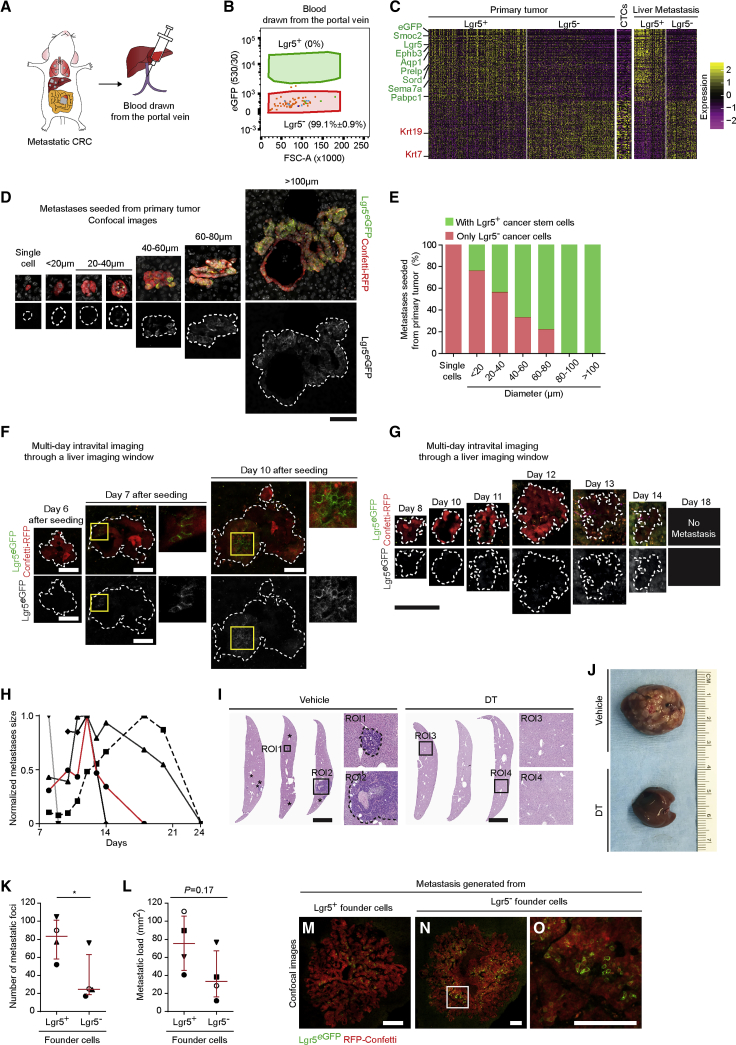
Lgr5^−^ Cancer Cells Are the Disseminating Cells in CRC (A) Experimental setup: mice bearing metastatic CRC were used to sample blood from the portal vein. Blood was analyzed using FACS for the presence of circulating tumor cells. (B) Cumulative FACS profile of circulating Lgr5^+^ CSCs and Lgr5^−^ cancer cells (n = 4). The color coding links individual circulating tumor cells to the corresponding blood sample in Figure S3B. (C) Heatmap of differentially expressed genes in Lgr5^+^ and Lgr5^−^ cancer cells isolated from primary tumors, CTCs, and liver metastasis. Genes marked with green are known to be upregulated in intestinal stem cells; genes marked in red indicate known intestinal differentiated cell markers. (D) Representative confocal images of spontaneous liver metastases grouped per diameter range. Dashed lines highlight the metastasis edges. Scale bar, 100 μm. (E) Metastases are subdivided in lesions composed of only Lgr5^−^ cancer cells (red) or lesions containing Lgr5^+^ CSCs (green) and grouped per diameter range (the analysis includes 132 metastatic lesions, n = 6). (F) Intravital multi-day imaging of liver metastases hatching from Lgr5^−^ cancer cells. Dashed lines highlight metastasis edges. Yellow boxed areas are enlarged next to the corresponding panels. Scale bars, 50 μm. (G) Representative images of a liver metastasis followed overtime by intravital imaging demonstrating growth and regression upon depletion of Lgr5^+^ CSCs via diphtheria toxin (DT) administration. Dashed lines highlight metastasis border. Scale bar, 100 μm. (H) Size of DT-treated metastatic lesions followed by intravital imaging (n = 5), normalized to the first time point. The red line represents the example shown in (G). (I) Representative histochemistry images of livers of mice subjected mesenteric vein injection of FACS-sorted Lgr5^−^ cancer cells and treated with either vehicle or DT treatment for 4 weeks. ROI, region of interest. Asterisks indicate metastatic foci; dashed lines highlight metastasis edges. Boxed areas are enlarged next to the corresponding overview images. Scale bars, 500 μm. (J) Representative examples of livers of mice of mice subjected mesenteric vein injection of CRC Lgr5^eGFP^ and treated with either vehicle or DT treatment for 4 weeks. (K) Number of metastatic foci derived from mesenteric vein injection of Lgr5^+^ CSCs or Lgr5^−^ cancer cells. (L) Metastatic load upon injection of Lgr5^+^ CSCs or Lgr5^−^ cancer cells. Similar shapes represent paired experiments (n = 4). Data are presented as median with interquartile range; p values were calculated using the paired t test (^∗^p < 0.05). (M–O) Representative examples of metastases generated from Lgr5^+^ CSCs (M) and Lgr5^−^ cancer cells (N), boxed area enlarged in (O). Scale bars, 100 μm.

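In liver metastasis, Lgr5+ cells had more transcripts of Lgr5, eGFP, Smoc2 and Wnt3 and of many Paneth and goblet cell genes than Lgr5- cells, and fewer transcripts of some immune cell genes. Lgr5 was at 134.5 ± 28.8 CPM (SD, n = 2 mice) in Lgr5+ and 47.9 ± 12.5 in Lgr5- cells (log2 fold change 1.51, standard error 0.20, adjusted p = 0.00895 from edgeR's quasi-likelihood test). eGFP was at 141 ± 15.5 and 43.5 ± 9.77 CPM (1.82, standard error 0.23, adjusted p = 0.00613 from edgeR), and Smoc2 at 234 ± 20.3 and 108 ± 10.5 CPM (1.15, standard error 0.19, adjusted p = 0.0303 from edgeR). Wnt3 rose by 4.43 on the log2 scale, from 0.175 ± 0.247 to 19.1 ± 18.7 CPM. Of 11 tested stem cell genes marked in Fig. 1F and Fig. 3C, 3 were higher, none lower and 8 did not pass, with 9 higher when adjusted over the list alone, for genes that the study chose on these samples (camera adjusted p = 3.16e-07, and adjusted p = 0.484 with an estimated correlation). Of 4 tested differentiation genes none passed and all 4 were lower when adjusted over the list alone (camera adjusted p = 6.17e-04, and adjusted p = 0.484 with an estimated correlation). All 5 tested Paneth cell genes and 9 of 16 goblet cell genes were higher, 5 and 14 when adjusted over the list alone (camera adjusted p = 4.15e-08 and 1.90e-12, and adjusted p = 0.484 for both with an estimated correlation). Ang4 was at 418 ± 424 and 9.63 ± 10.2 CPM (5.52, standard error 0.24, adjusted p = 2.73e-06 from edgeR), and Spdef (4.64), the transcription factor of secretory cells, Itln1 (4.23), Reg4 (3.21), Tff3 (2.86) and Muc2 (2.68) rose on the log2 scale. Of 12 immune cell genes, 2 were lower, and 12 when adjusted over the list alone (camera adjusted p = 1.70e-09, and adjusted p = 0.484 with an estimated correlation). Among the genes that fell were Chi3l3 (−7.90), a macrophage chitinase-like protein whose paralogs may share reads, the neutrophil granule gene Ngp (−6.79), Cd74 (−2.91) and Anxa3 (−1.81). Cells with over 2% of blood cell transcripts were in these sums, 6 of 487 Lgr5- and 0 of 294 Lgr5+ cells. The cut is strict, since over all tissues 21 of the 117 cells of a neutrophil-like cluster were over it. More such cells may thus be in the sums, and the falls of immune cell genes may in part come from such cells.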

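Over 10872 genes tested in the liver metastasis of mice 1 and 3, 34 were higher and 25 lower in Lgr5+ cells. Of 20 genes of fetal-like or regenerative epithelium 5 were lower, and of 15 of hypoxia and glycolysis 3, with 13 and 11 when adjusted over the list alone (camera adjusted p = 4.66e-07 and 4.15e-08, and adjusted p = 0.484 for both with an estimated correlation). Pgk1 (−1.08), Ly6a (−0.99) and Arhgap29 (−1.82), which fell in primary tumors, also fell here, and so did Bnip3 (−1.35). Interferon and MHC class I genes had 0 of 13 past the threshold in edgeR, and a camera adjusted p of 1.62e-04 (adjusted p = 0.484 with an estimated correlation). Hepatocyte genes had 0 of 10 past it and 2 lower when adjusted over the list alone (camera adjusted p = 0.0114, and adjusted p = 0.484 with an estimated correlation). Without the deepest cluster, 6 endothelial cell genes had a median log2 fold change of −1.195, 0 past the threshold and 4 lower when adjusted over the list alone. The camera adjusted p was 2.84e-04, and 0.47 with an estimated correlation. Lyz1, a lysozyme of Paneth cells that shares reads with its copy Lyz2, rose by 1.53, and had a log2 fold change of −0.73 with the cells rich in Paneth cell transcripts left out, a group of 85 of 294 Lgr5+ and 7 of 487 Lgr5- cells. Wnt3 was at 72.5 CPM in the former and 0 CPM in the latter. The 7 Lgr5- cells had a median of 0.064% of transcripts from the epithelial list, against 0.565% in the other Lgr5- cells. With the cells of the deepest cluster left out 104 genes were higher and 166 lower, all 59 among them. That leaves the well with 39.4% of the mouse 1 Lgr5+ sum in place, and with each cell thinned to at most 20000 transcripts, which limits it, 303 genes were called. Without the mouse as a block edgeR called 0 genes, with 597 at an unadjusted p under 0.05, while with the block DESeq2 called 60 genes and limma 216.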

### Stem Cell Plasticity Is Required for Metastatic Seeding in the Liver

To understand whether escaping Lgr5^−^ cancer cells could initiate metastatic lesions, we analyzed larger metastases in the livers. Although all single-cell and the majority of smaller metastases were devoid of Lgr5^*+*^ CSCs, all larger metastases (lesions larger than 80 μm in diameter) contained a population of Lgr5^+^ CSCs (Figures 3D and 3E; Figure S3H). To test whether Lgr5^−^ cancer cells could give rise to full-blown metastatic lesions, we monitored the real-time outgrowth of Lgr5^−^ cancer cells seeding in the liver, by tracking the same metastatic lesions with repeated multi-day intravital imaging through an abdominal imaging window (Figure 3F). In all small lesions initially containing only Lgr5^−^ cancer cells, we observed that some of the Lgr5^−^ tumor cells underwent plasticity and acquired Lgr5^eGFP^ expression over time (Figure 3F). Next, we neutralized this plasticity by ablating newly formed Lgr5^+^ CSCs in early metastatic lesions and observed by intravital imaging that metastasis composed by only Lgr5^−^ cancer cells stopped growing over time and ultimately regressed (Figures 3G and 3H; Figure S3I). Indeed, after 4 weeks of DT treatment, no metastases could be observed (Figures 3I and 3J). Combined this shows that the appearance of Lgr5^+^ CSCs is indispensable for the outgrowth of metastases founded by Lgr5^−^ cancer cells.

To compare the efficiency of Lgr5^−^ cancer cells and Lgr5^+^ CSCs to initiate metastases, we injected equal amounts of sorted Lgr5^+^ CSCs and Lgr5^−^ cancer cells into the mesenteric vein, which are transported through the portal vein to the liver. Four weeks later we found that, in addition to Lgr5^+^ CSCs, Lgr5^−^ cancer cells were able to form metastases that displayed similar morphology, though with slightly lower efficiency (Figures 3K–3O; Figures S3J and S3K; n = 4 mice). Given that most disseminating cells were Lgr5^−^ and had the ability to initiate metastatic growth, our data reveal that the majority of metastases are seeded by Lgr5^−^ cancer cells.

### Lgr5^−^ Clones Have the Intrinsic Capacity to Restore the Cellular Hierarchy

Because growth of metastases seeded by Lgr5^−^ cancer cells requires cells to become Lgr5^+^, we next addressed what is driving this plasticity. It has been suggested that cancer cells can acquire SC properties when they are surrounded by a SC niche, such as fibroblasts and immune cells, that provides stemness-inducing signals (Sato and Clevers, 2013). To test whether SC-inducing microenvironmental factors are deterministic for cancer cell plasticity, we set up an organoid-forming assay. In these pure epithelial culture systems, the three-dimensional (3D) microenvironment was mimicked by Basement Membrane Extract (BME) and medium providing all the essential SC-inducing factors present in the intestinal SC niche, such as Wnt, R-spondin, and EGF (Sato and Clevers, 2013). By simply removing one or more of these niche factors, it is possible to test whether intestinal epithelial cells and their dynamics are dependent on essential microenvironmental signals (Drost et al., 2015, Fujii et al., 2016). We isolated single Lgr5^−^ circulating cancer cells from the blood and tested whether they could be cultured in medium without any SC-inducing factors. Interestingly, in this minimal medium we were able to grow organoids from Lgr5^−^ circulating cancer cells, and also here we observed the appearance of Lgr5^+^ CSCs over time (Figures 4A and 4B). Moreover, these Lgr5^+^ cancer cells were functional SCs, as selective ablation of these cells by acute or chronic DT treatment in both organoid-derived and primary tumor-derived cells abolished organoid outgrowth (Figures 4C; Figures S4A–S4F). To exclude that residual growth factors in the BME matrix could trigger cancer cell plasticity in our culture system, we confirmed these data in an engineered 3D matrix consisting of growth factor-free synthetic hydrogel (Figures 4D and 4E). Finally, to test whether plasticity can be enhanced by microenvironmental factors that are released by cancer associated fibroblasts, we cultured Lgr5^−^ cells in minimal medium supplemented with HGF, FGF, IL4, and IL13 (Chen et al., 2018, Knuchel et al., 2015, Lenos et al., 2018, Todaro et al., 2007, Todaro et al., 2014). Indeed, we observed enhanced plasticity (i.e., appearance of Lgr5^+^ cells) in medium supplemented with HGF and FGF compared with a basal level of plasticity in minimal CRC medium (Figure 4F). These data suggest that clones seeded by Lgr5^−^ cancer cells have the intrinsic capacity to re-establish the cellular hierarchy, even in conditions devoid of microenvironmental SC-inducing signals, and that this plasticity can be further enhanced by microenvironmental factors such as HGF and FGF.

**Figure 4:**
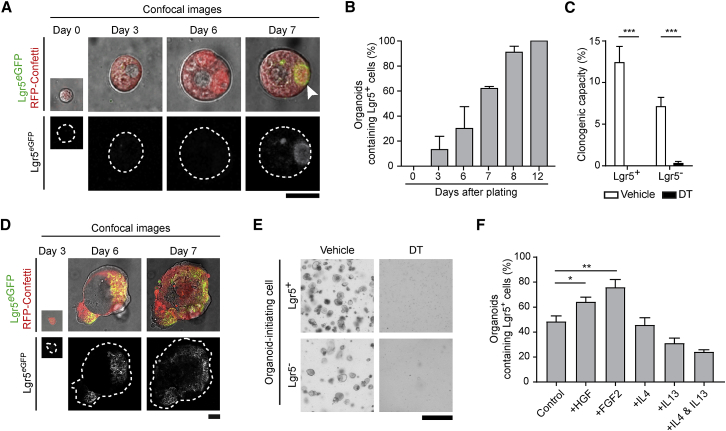
Disseminating Lgr5^−^ Cancer Cells Undergo Niche-Independent Cellular Plasticity (A) Representative example of organoid formation assay of sorted Lgr5^−^ circulating cancer cells. Dashed lines highlight organoids edges. Arrowhead indicates the appearance of a Lgr5^+^ CSC. Scale bar, 20 μm. (B) Quantification of cancer cell plasticity (i.e., emergence of Lgr5^+^ CSCs) in the organoid-forming assay of sorted Lgr5^−^ circulating cancer cells grown in minimal CRC medium. Data are presented as mean ± SEM (n = 3 independent experiments). (C) Clonogenicity assay in minimal CRC medium of sorted Lgr5^+^ CSCs and Lgr5^−^ cancer cells derived from CRC organoid cultures. Single cells were subjected to either vehicle or diphtheria toxin (DT) treatment (n = 3 independent experiments). Data were collected 6 days after plating. Values are presented as mean ± SEM; ^∗∗∗^p < 0.0001, calculated using the unpaired t test with Welch’s correction. (D) Representative example of organoid formation assay of sorted Lgr5^−^ cancer cells cultured in synthetic hydrogel. Dashed lines highlight organoids edges. Scale bar, 50 μm. (E) Representative images of the effect of vehicle or diphtheria toxin (DT) on sorted Lgr5^+^ CSCs and Lgr5^−^ cancer cells cultured in synthetic hydrogel 6 days after plating (n = 3 independent experiments). Scale bar, 200 μm. (F) Quantification of cancer cell plasticity (i.e., emergence of Lgr5^+^ CSCs) of sorted Lgr5^−^ cancer cells grown in either minimal CRC medium (control) or medium containing FGF-2 (10 ng/mL), HGF (75 ng/mL), IL4 (20 ng/mL), IL13 (100 ng/mL), and IL4 and IL13. n = 3 independent experiments. ^∗^p < 0.05 and ^∗∗^p < 0.001, calculated using the unpaired t test. Data are represented as mean ± SEM.

## Discussion

Although epithelial hierarchy is often seen as a static, one-directional route from SCs to differentiated cells, our study draws a more dynamic picture of CRC, particularly of the metastatic setting. We showed that, in addition to CSCs, non-CSCs are also capable of giving rise to colorectal liver metastases. Although CSCs are present in the primary tumor and in the migratory population (Figure 2), we did not detect them in circulation. As already shown for healthy intestine (Sato et al., 2011, Serra et al., 2019), CSCs may lose Lgr5 expression and stemness once they are not supported by the surrounding SC niche and therefore may be forced into a Lgr5^−^ state. Regardless of the origin of the disseminating non-CSCs, non-CSCs are in fact the major seeding cells, while conversion to CSCs at the metastatic site is required for efficient metastatic outgrowth. Therefore, cancer cell plasticity, rather than seeding of CSCs, is a key step in the formation of CRC metastases. To confirm the occurrence of plasticity in human tissues, we orthotopically transplanted human tumor organoids characterized by SC Ascl2 reporter that labels Lgr5^+^ CSCs (i.e., STAR probe; see Oost et al., 2018) (Figure S4G). Similar to their murine counterpart, these experiments showed that the major disseminating population (CTCs) was Lgr5^−^ (Figure S4H). Moreover, human Lgr5^−^ cells efficiently seed metastases that contained Lgr5^+^ CSCs (Figures S4I and S4J). Plasticity in human cancer cells can happen independently of SC-inducing factors, as Lgr5^+^ CSCs appeared in organoids that were seeded by Lgr5^−^ cells and cultured in minimal CRC medium (Figure S4K). These experiments showed that differentiated cancer cells are able to form metastases, are plastic, and can re-establish the cellular hierarchy also in the human setting (Figures S4H–S4K). Cellular plasticity of epithelial cells has already been reported in healthy intestine (Ritsma et al., 2014, Tetteh et al., 2016, Tian et al., 2011, van Es et al., 2012) and as recently reviewed by de Sousa e Melo and de Sauvage (2019). Upon targeted depletion of the healthy Lgr5^+^ SC population, more specialized Lgr5^−^ cells enter the SC niche and are instructed to revert to Lgr5^+^ SCs, thereby restoring tissue homeostasis (Ritsma et al., 2014, Tetteh et al., 2016, Tian et al., 2011, van Es et al., 2012). The intestinal SC niche consists of supporting cells producing stemness-inducing factors, such as Wnt, R-spondin, and EGF. Similar plasticity processes have been observed in primary CRC tumors, and various microenvironmental signals have been highlighted as responsible for the switch of non-CSCs to CSCs (Lenos et al., 2018, Schwitalla et al., 2013, Vermeulen et al., 2010). However, our data also suggest that cancer cell plasticity can be triggered independently of stemness-inducing factors provided by SC niches. Nevertheless, we also show that factors released by fibroblasts, such as FGF and HGF, can enhance plasticity. Regardless of this enhancement, our data suggest that specifically targeting CSCs and/or the SC-inducing niche, as previously proposed (de Sousa e Melo and de Sauvage, 2019), may not be enough to completely prevent metastatic disease, which is the leading cause of cancer-related death. Instead, endogenous cellular plasticity should be co-targeted to inactivate any potential seeds of metastasis, and future studies should aim to uncover microenvironment-independent mechanisms leading to cell plasticity.

## STAR★Methods

### Key Resources Table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Mouse monoclonal anti-β-catenin	BD Biosciences	Cat# 610154; RRID: AB_397555
Goat polyclonal anti-GFP	Abcam	Cat# ab6673; RRID: AB_305643
Rabbit polyclonal anti-RFP	Rockland	Cat# 600-401-379; RRID: AB_2209751
Mouse monoclonal CD41a, Biotin	Thermo Fisher Scientific	Cat# 13-0411-82; RRID: AB_763484
Mouse monoclonal CD45, Biotin	Thermo Fisher Scientific	Cat# 13-0451-85; RRID: AB_466447
Alexa fluor 488 donkey anti-goat	Abcam	Cat# ab150129; RRID: AB_2687506
Alexa fluor 568 donkey anti-rabbit	Abcam	Cat# ab175470; RRID: AB_2783823
Alexa fluor 647 streptavidin	Thermo Fisher Scientific	Cat# S-21374; RRID: AB_2336066

**Chemicals, Peptides, and Recombinant Proteins**		

Tamoxifen	Merk	Cat# T5648
Advanced DMEM F/12	Thermo Fisher Scientific	Cat# 12634-010
B27	Thermo Fisher Scientific	Cat# 17504-044
BME	R&D Systems	Cat# 3533-005-02
Buprenorphine	Multidosis-Astfarma	N/A
Collagenase II	Thermo Fisher Scientific	Cat# 17101015
Diptheria Toxin	Merk	Cat# D0564
DNase I	Merk	Cat# 4716728001
Fetal Bovine Serum	Merk	Cat# F7524
FGF	Thermo Fisher Scientific	Cat# PHG0021
HGF	R&D Systems	Cat# 294-HG
Hyaluronidase	Merk	Cat# HX0514-1
IL13	Peprotech	Cat# 214-13
IL4	Peprotech	Cat# 214-14
Matrigel	Corning	Cat# 356231
N-acetylcysteine	Merk	Cat# A9165
Normal Goat Serum	Monosan	Cat# monx10961
Puramatrix Hydrogel	Corning	Cat# 354250
Purified fibronectin	Merk	Cat# FC010
Purified laminin-111	Merk	Cat# L2020
Rat Tail High Concentrated Type I Collagen	Corning	Cat# 354249
Recombinant human Noggin	PeproTech	Cat# 120-10C
Tissue-Tek OCT	Sakura	Cat# 4583
TryplE	Thermo Fisher Scientific	Cat# 12605-010
Y-27632	Abmole	Cat# M1817
Dapi	Thermo Fisher Scientific	Cat# D1306

**Deposited Data**		

Single cell mRNA sequencing	This study	GSE143988

**Experimental Models: Cell Lines**		

Murine_VillinCre-ER^T2^; APC^fl/fl^; KRAS^LSL-G12D/+^; P53^KO/KO^; R26R-Confetti; Lgr5^DTR-eGFP^	This study	N/A
Human CRC	van de Wetering et al., 2015	p19bT

**Experimental Models: Organisms/Strains**		

*Mus musculus*_B6.Cg-Tg(Vil1-cre/ERT2)23Syr/J	The Jackson Laboratory	Cat# 020282
*Mus musculus* _APCtmTno (580S flox)	APB	Cat# 5416
*Mus musculus* _B6.129S4-Kras*™*^*4Tyj*^/J	The Jackson Laboratory	Cat# 008179
*Mus musculus* _B6.129S2-Trp53^*tm1Tyj*^/J		
*Mus musculus* _Gt(ROSA)26Sor*^tm1(CAG-^^Brainbow2.1)Cle^*/J	The Jackson Laboratory	Cat# 013731
*Mus musculus*_Lgr5DTR-eGFP	Genentech (Tian et al., 2011)	N/A
*Mus musculus* _NOD.Cg-Prkdc^*scid*^ Il2rg^*tm1Wjl*^/SzJ	The Jackson Laboratory	Cat# 005557

**Software and Algorithms**		

FlowJo 10.6.1	BD Biosciences	https://www.flowjo.com/
GraphPad Prism	GraphPad Software	https://www.graphpad.com/scientific-software/prism/
Fiji (ImageJ)	Schneider et al., 2012	https://imagej.nih.gov/ij/
Jvr Jittering Corrector		N/A
Match motion compensation software	Noordmans et al., 2006	N/A
R software	GNU project	https://www.r-project.org/

### Lead Contact and Materials Availability

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Jacco van Rheenen ().

All unique/stable reagents generated in this study are available from the Lead Contact with a completed Materials Transfer Agreement.

### Experimental Model and Subject Details

#### Generation of a colorectal cancer genetic mouse model

The VillinCre-ER^T2^ mouse model (The Jackson Laboratory, cat. no. 20282) was combined with the APC^fl/fl^, KRAS^LSL-G12D/+^, TP53^KO/KO^ mouse model in order to generate a VillinCre-ER^T2^; APC^fl/fl^; KRAS^LSL-G12D/+^; TP53^KO/KO^, a Tamoxifen-inducible triple mutant genetic mouse model. The color randomizer R26R-Confetti (gifted by the Clevers laboratory, Hubrecht Institute, NL (Snippert et al., 2010) allele and stem cell fluorescent reporter Lgr5^DTR-eGFP^ (gifted by De Sauvage laboratory, Genentech, USA (Tian et al., 2011)) were bred in to finally generate the VillinCre-ER^T2^; APC^fl/fl^; KRAS^LSL-G12D/+^; TP53^KO/KO^; R26R-Confetti; Lgr5^DTR-eGFP^ genetic mouse model in a mixed background. In these mice Lgr5^+^ cells (e.g., the stem cells in the intestine) are labeled with membrane-bound eGFP. Activation of the inducible Cre upon administration of Tamoxifen initiates formation of tumors which are restricted to the intestine and promotes the expression of one of the four Confetti colors, thereby specifically color-coding the tumor cells. Since tumors develop throughout the whole intestinal tract, these mice reach the humane endpoint 5 to 6 days after high dose (200mg/kg) Tamoxifen (Merk cat. no. T5648) injection.

#### Isolation and culturing of mouse organoids

8 weeks old VillinCre-ER^T2^; APC^fl/fl^; KRAS^LSL-G12D/+^; TP53^KO/KO^; R26R-Confetti; Lgr5^DTR-eGFP^ transgenic mice were injected with 200mg/kg Tamoxifen and sacrificed 4 days after induction. Colorectal cancer organoids were isolated from two independent VillinCre-ER^T2^; APC^fl/fl^; KRAS^LSL-G12D/+^; TP53^KO/KO^; R26R-Confetti; Lgr5^DTR-eGFP^ transgenic mice as previously described(Sato et al., 2009). Minimal colorectal cancer organoid culture medium (minimal CRC medium) contained advanced DMEM/F12 medium (adDMEM/F12; Thermo Fisher Scientific, cat. no. 12634-010), B27 2% (Thermo Fisher Scientific, cat. no. 17504-044), N-acetylcysteine 1.25 mM (Merk, cat. no. A9165) and Noggin 1% (PeproTech, cat. no. 120-10C). In order to discriminate between CSCs (Lgr5^DTR-eGFP^) and Lgr5^-^ tumor cells, RFP-Confetti labeled cells were isolated by flow cytometry and expanded in culture as tumor organoid lines.

#### Acceptor mice for transplantation experiments

8 – 14 weeks old male and/or females NOD.Cg-Prkdc^*scid*^ Il2rg^*tm1Wjl*^/SzJ (NSG, The Jackson Laboratory cat. no. 005557) mice were used as acceptors for subcutaneous injection, orthotopic transplantation and mesenteric vein injection. All experiments were performed in accordance with the Animal Welfare Committees of the Royal Netherlands Academy of Arts and Sciences and the Netherlands Cancer Institute, the Netherlands. Animals were kept at the Hubrecht animal facility in Utrecht or at the Netherlands Cancer Institute facility in Amsterdam, the Netherlands. For every experimental condition, at least 4 mice were used. No animals were excluded from analyses. When experiments consisted of multiple conditions, either males or females of the same litter were randomly assigned to each group.

#### Human organoids

The experiments were performed with patient-derived P19bT human organoids (van de Wetering et al., 2015), mutated in TP53, PIK3CA, BRAF, ERBB3, RNF43) constitutively labeled with H2B-mNeonGreen while cancer stem cells specifically express singleTomato-NLS driven by a ASCL2-responsive minigene (STAR, (Oost et al., 2018)).

### Method Details

#### Orthotopic transplantation of murine organoids

Orthotopic transplantation of colorectal cancer organoids was performed as previously described (Fumagalli et al., 2017, Fumagalli et al., 2018). In brief, the day before transplantation organoids were collected and dissociated into small cell clumps. About 250,000 cells were plated in 15 μl drops neutralized Rat Tail High Concentrated Type I Collagen (Corning, cat. no. 354249) and let to recover overnight at 37°C, 5% CO_2_ in CRC medium containing 100 μM Y-27632 (Abmole, cat. no. M1817). At the day of transplantation, acceptor mice were sedated using isoflurane inhalation anesthesia (~2% isoflurane/O_2_ mixture). Before surgery, the mice were treated subcutaneously with a single dose of buprenorphine (Buprecare, Multidosis-Astfarma, 3μg per mouse). The cecum was exposed through a midline abdominal incision and a collagen drop containing tumor cells was surgically transplanted in the caecal submucosa. The tumor growth was monitored weekly by abdominal palpation.

#### Orthotopic transplantation of human organoids

Transplantations were performed as described above using 1.5 10^5^ human organoid-derived cells embedded in Rat Tail High Concentrated Type I Collagen (Corning, cat. no. 354249).

#### Flow cytometry on organoids

Colorectal cancer organoids were collected and mechanically dissociated with a fire-pointed glass pipet. Subsequently cells were incubated in in TryplE (Thermo Fisher Scientific, cat. no. 12605-010) mix containing 100 μM Y-27632 (Abmole Bioscience, cat. no. M1817), 4μg/ml DNase I (Sigma-Aldrich, cat. no. 10104159001) for 10 minutes at 37°C and spun down. Cells were resuspended in FACS buffer containing 2% B27 (Thermo Fisher Scientific, cat. no. 17504-044), 1.25 mM N-acetylcysteine (Sigma-Aldrich, cat. no. A9165), 1% Noggin (PeproTech, cat. no. 120-10C), 100 μM Y-27632 (Abmole Bioscience, cat. no. M1817), 4μg/ml DNase I (Merk, cat. no.4716728001), 0.01% FCS (Merk, cat. no. F7524) in PBS and filtered through a 100 μm and 35 μm strainers (BD Falcon). DAPI 1ng/ml (Thermo Fisher Scientific, cat. no. D1306) was added right before sorting. Cells were sorted on a FACS AriaII Special Ordered Research Product or a FACS Aria Fusion (BD Biosciences). The sort strategy is illustrated in Figures S1J–S1N. A broad FSC/SSC gate was followed by gates excluding doublets and selection of DAPI^-^-living cells. RFP-Confetti^+^ tumor cells were subdivided in (Lgr5)eGFP^+^ and (Lgr5)eGFP^-^ using stringent gating. For each experiment, the quality of the sorting was assessed by examination of the sorted cells at a confocal microscope (as in Figure S1O).

#### Flow cytometry on primary mouse material

Orthotopic colorectal cancer tumors were collected and minced on ice using sterile scalpels. The tumor mass was digested at 37°C for about 1 hour in 5mg/ml Collagenase II brown powder (Thermo Fisher Scientific, cat. no. 17101015) dissolved in advanced DMEM/F12 medium (adDMEM/F12; Thermo Fisher Scientific, cat. no. 12634-010) containing 100 μM Y-27632 (Abmole Bioscience, cat. no. M1817), 4μg/ml DNase I (Merk, cat. no. 4716728001), 20 μg/ml Hyaluronidase (Merk, cat. no. HX0514-1). Digested cell clumps were incubated in TryplE (Thermo Fisher Scientific, cat. no. 12605-010) mix containing 100 μM Y-27632 (Abmole Bioscience, cat. no. M1817), 4μg/ml DNase I (Merk, cat. no. 4716728001) for 15 minutes at 37°C and spun down. The cell pellet was resuspended in FACS buffer (composition described above) and filtered through a 35 μm strainer (BD Falcon). DAPI 1ng/ml (Thermo Fisher Scientific, cat. no. D1306) was added right before sorting.

Blood was collected from mice bearing metastatic CRC either via portal vein puncture or right-ventricle cardiac puncture, 7-10 weeks after orthotopic colorectal cancer organoids transplantation. The red blood cells were depleted by NH_4_Cl treatment. The remaining circulating tumor cells and immune cells were spun down (4 minutes 500 RCF at RT). Tumor cells and blood cells were blocked in 80% FACS buffer / normal goat serum (Monosan, monx10961) for 10 minutes on ice before labeling with the following antibodies: biotin-conjugated anti-mouse CD41 clone eBioMWReg30 (Thermo Fisher Scientific, cat. no. 13-0411-82) and anti-mouse CD45 clone 30-F11 (Thermo Fisher Scientific, cat. no. 13-0451-85). Secondary labeling was performed using streptavidin-conjugated AF647 (Thermo Fisher Scientific. no. S-32357). Cells were filtered through a 35 μm strainer (BD Falcon). DAPI 1ng/ml (Thermo Fisher Scientific, cat. no. D1306) was added right before sorting.

Cells were sorted on a FACS AriaII Special Ordered Research Product or a FACS Aria Fusion (BD Biosciences). The sort strategy is illustrated in Figures S1J and S1L and Figures S3A and S3D. A broad FSC/SSC gate was followed by gates excluding doublets and selection of DAPI^-^-living cells. Afterward, immune cells and megakaryocytes were excluded in a dump channel. RFP-Confetti^+^ tumor cells were subdivided in Lgr5-eGFP^+^ and Lgr5-eGFP^-^ using stringent gating. The quality of the sorting was assessed afterward by examination of the cells at a confocal microscope.

#### Flow cytometry on human xenografts

Blood was collected from mice bearing human metastatic CRC either via right-ventricle cardiac puncture, 7-10 weeks after orthotopic colorectal cancer organoids transplantation. Samples were prepared and analyzed at the FACS as described above for experiments with the murine CRC model.

H2B-mNeonGreen^+^ tumor cells were subdivided in STAR-NLS-singleTomato^+^ and STAR-NLS-singleTomato^-^ using stringent gating. The quality of the sorting was assessed by post-sort purity check and examination of the cells at a confocal microscope.

#### Immunohistochemistry and fluorescent imaging

Tissues were fixed periodate-lysine-4% paraformaldehyde (PLP)(McLean and Nakane, 1974) buffer overnight at 4°C, incubated in 30% sucrose overnight at 4°C and embedded in Tissue-Tek (Sakura, cat. no. 4583). Organs were cryosectioned and staining were performed on 20-30 μm sections. The stainings were performed with the following primary antibodies: anti-β-catenin clone 14 (BD Bioscience, cat. no. 610154), anti-GFP (Abcam, cat. no. ab6673), anti-RFP (Rockland, cat. no. 600-401-379). Stained sections were imaged with inverted Leica TCS SP5 and TCS SP8 confocal microscopes (Mannheim, Germany). All images were collected in 12 bit with 25X water immersion (HC FLUOTAR L N.A. 0.95 W VISIR 0.17 FWD 2.4 mm) or 20X dry (HCX IRAPO N.A. 0.70 WD 0.5 mm) objectives.

#### *In vivo* time-lapse imaging of primary tumors

About 250,000 VillinCre-ER^T2^; APC^fl/fl^; KRAS^LSL-G12D/+^; TP53^KO/KO^; RFP-Confetti; Lgr5^DTR-eGFP^ organoid-derived cells were mixed in 100 μl Matrigel (Corning, cat. no. 356231) and injected subcutaneously into the flank of recipient NSG mice. Experiments were performed on 9 NSG mice with organoid lines isolated from two independent VillinCre-ER^T2^; APC^fl/fl^; KRAS^LSL-G12D/+^; TP53^KO/KO^; R26R-Confetti; Lgr5^DTR-eGFP^ transgenic mice. Specifically, 4 NSG were injected with the organoid line derived from the first GEMM donor, 5 NSG with organoid line derived from the second GEMM donor. Time-laps intravital imaging was performed on tumors of about 125 mm^3^. During the entire procedure mice were sedated using isoflurane inhalation anesthesia (1.5% isoflurane/ O_2_ mixture). The tumor was surgically exposed, and the mouse was placed in a custom designed imaging box with its head in a facemask constantly delivering anesthesia. The imaging box and the microscope were adjusted at 36.5°C using a climate chamber. Intravital images were acquired with an inverted Leica TCS SP5 or TCS SP8 AOBS two-photon microscope (Mannheim, Germany) with a chameleon Ti:Sapphire pumped Optical Parametric Oscillator (Coherent Inc. Santa Clare, CA, USA). The microscopes are equipped with 2 non-descanned and 2 hybrid detectors: GFP and RFP were simultaneously excited at 940 nm and detected with hybrid detectors. Second harmonic generation (Collagen I stroma) was detected with a non-descanned detector. Images were collected every hour for a period of 4 to 8 hours during which the mouse was kept sedated and alive, constantly hydrated with subcutaneous infusion of glucose and electrolytes (NutriFlex special 70/240, Braun, 100 μl/h). All images were collected in 12 bit and acquired with a 25X water immersion (HC FLUOTAR L N.A. 0.95 W VISIR 0.17 FWD 2.4 mm) objective.

#### Multi-day imaging of liver metastasis

Lgr5^-^ cancer cells were seeded into the liver parenchyma of acceptor mice either by mesenteric vein injection (of about 400,000 Lgr5^-^ sorted cells) or direct liver parenchyma injection (of about 60,000 Lgr5^-^ sorted cells). For the diphtheria toxin experiment mice were treated every other day with 50 μg/kg Diphtheria Toxin (Merk, cat. no. D0564) administered via intraperitoneal injection every other day. 6-8 days after cells seeding, an abdominal imaging window was applied on the liver of the acceptor mice (Ritsma et al., 2013). Before surgery the mice were treated with a sub-cutaneous injection of buprenorphine (Buprecare, Multidosis-Astfarma, 3mg per mouse). The surgery was performed under aseptic conditions. Animals were sedated with ~2% isoflurane/compressed air mixture. After surgery, the mice were kept at 37°C until fully recovered. For every imaging session, mice were sedated using isoflurane inhalation anesthesia (~1.0% isoflurane/ compressed air mixture). The mice were placed in a custom designed imaging box while kept under constant anesthesia. The imaging box and the microscope were adjusted at 36.5°C using a climate chamber. Between the imaging sessions, mice were let recover in their cage. Intravital images were acquired with an inverted Leica SP8 Dive system (Mannheim, Germany) with a MaiTai eHP DeepSee laser (Spectra-Physics). The imaging areas were retraced in subsequent imaging sessions by storing the stage coordinates, and by visual landmarks such as blood vessels as described in^43^. The microscope is equipped with a 4Tune non-descanned detector configured with 4 hybrid detectors: Lgr5-DTR^eGFP^, Confetti-RFP were simultaneously excited at 940 nm and detected with non-descanned hybrid detectors, together with second harmonic generation (Collagen I, stroma). All images were collected in 12 bit and acquired with a 25x water immersion objective with a free working distance of 2.40 mm (HC FLUOTAR L 25x/0.95 W VISIR 0.17).

#### Mesenteric vein injection

FACS-sorted cells were resuspended in 100 μl of sterile PBS and injected in the mesenteric vein of acceptor mice as previously described(van der Bij et al., 2010). Mice were sedated isoflurane inhalation anesthesia (~2% isoflurane/ O_2_ mixture). Before surgery, the mice were treated with a sub-cutaneous dose of buprenorphine (Buprecare, Multidosis-Astfarma, 3mg per mouse). After surgery, the mice were kept at 37°C until fully recovered.

#### Intrahepatic injection

FACS-sorted cells were resuspended in 100 μl of sterile Matrigel (Corning, cat no. 356231) and PBS mix (2.5:1) and injected the liver parenchyma. The surgical procedure was performed under isoflurane inhalation anesthesia (~2% isoflurane/ O_2_ mixture). Before surgery, the mice were treated with a sub-cutaneous dose of buprenorphine (Buprecare, Multidosis-Astfarma, 3mg per mouse). After surgery, the mice were kept at 37°C until fully recovered.

#### Organoid formation assays

Lgr5^+^ cancer stem cells, Lgr5^-^ cancer cells from either organoids or primary tumors and Lgr5^-^ circulating tumor cells were isolated by FACS according to their eGFP expression level as described before. Lgr5^+^ cancer stem cells, Lgr5^-^ cancer cells from either organoids or primary tumors were seeded in 20 μl BME (R&D systems, cat. no. 3533-005-02) drops containing 500 cells/drop while Lgr5^-^ circulating tumor cells were seeded in 20 μl BME drops containing 100 cells/drop. Cells were cultured in CRC medium (see above) containing 100 μM Y-27632 (Abmole Bioscience, cat. no. M1817). Cells were imaged daily with an inverted Leica TCS SP5 confocal microscopes (Mannheim, Germany). All images were collected in 12bit with a 25X water immersion (HC FLUOTAR L N.A. 0.95 W VISIR 0.17 FWD 2.4 mm) or with a 20X dry (HCX IRAPO N.A. 0.70 WD 0.5 mm) objective. Enhancement of plasticity by microenvironmental factors was tested by collecting 10000 viable Lgr5^-^ single cells via FACS and plating them in BME (R&D systems, cat. no. 3533-005-02) over three wells with a density of 50-300 cells per well of a glass-bottom 384-well plate (Corning, cat. no. 4581). Organoids were supplemented with either minimal culture medium (control), or medium including 75 ng/ml HGF (R&D Systems, cat. No. 294-HG), 10ng/ml FGF-2 (Thermo Fisher Scientific, cat. no. PHG0021), 20ng/ml IL4 (Peprotech, cat. no. 214-14), 100 ng/mL IL13 (Peprotech, cat. no. 214-13). Organoids were imaged live using a Leica-based spinning disk confocal microscope equipped with an Andor Dragonfly system, using a water 25x objective (HC-Fluotar, N.A. 0.95) with the Argon-laser of 488nm and the Diode-laser of 561nm using a 40μm pinhole and Andor sCMOS Zyla 4 2p camera. while kept at 37°C and and 5% CO2 overflow. Organoids were scored at day 0 and after 5 (Figure 4F) or10 days (Figure S4K) of culture for expression of Lgr5^eGFP^.

#### *In vitro* Diphtheria Toxin treatment

Lgr5^+^ cancer stem cells, Lgr5^-^ cancer cells from either organoids or primary tumorrs were seeded in BME as described above. Diphtheria Toxin (100ng/ml, Merk, cat. no. D0564) or vehicle (demi-water) were added to the CRC culture medium (see above) containing 100 μM Y-27632 (Abmole Bioscience, cat. no. M1817). The medium was refreshed every other day.

#### *In vivo* Diphtheria Toxin treatment

50 μg/kg Diphtheria Toxin (Merk, cat. no. D0564) or vehicle (demi-water) were administered via intraperitoneal injection every other day.

#### Hydrogel assay

Organoid-derived Lgr5+ and Lgr5- were sorted as described above, resuspended in 20% sucrose and mixed with Puramatrix Hydrogel (3mg/ml, Corning, cat. no. 354250), purified fibronectin (0.25mg/ml, Merck, cat. no. FC010), purified laminin-111 (50 μg/ml, Merk, cat. no. L2020) The mixture was plated as a drop and gelation of the hydrogel was initiated by carefully adding advanced DMEM/F12 medium (adDMEM/F12; Thermo Fisher Scientific, cat. no. 12634-010). Hydrogels were allowed to form for 30 min at 37C after which the medium was changed to full organoid growth medium with 100 μM Y-27632 (Abmole Bioscience, cat. no. M1817). Organoid medium was refreshed every two-three days.

#### Comparison of Lgr5^+^ and Lgr5^-^ metastatic efficiency

Lgr5^+^ and Lgr5^-^ cells were isolated from 4 different murine primary tumors with stringent gating (sorted strategy described above, Figure S1J and Figure S3A) and post-sort purity was assessed by resorting a fraction of every sorted sample. Only samples above 98% purity used for further *in vivo* experiments. Cells were inoculated via mesenteric vein injection as described above. Every *in vivo* biological replicate included: 1. a recipient mouse injected with 50,000 Lgr5^-^ cells; 2. a recipient mouse injected with 50,000 Lgr5^+^ cells; 3. when the purity control is between 98%–100%, a recipient mouse injected with a purity control (Lgr5^+^ cells), established via the percentage of cells falling out from the stringent Lgr5^-^ gate during post-sort purity analysis (i.e., cells that might have mistakenly been sorted as Lgr5^-^). Four weeks after injection the mice were sacrificed and the livers were inspected for presence of metastases under a fluorescence-stereo microscope (Leica). Importantly, none of the mice injected with purity controls showed formation of metastases. Tissues were fixed periodate-lysine-4% paraformaldehyde (PLP) buffer (McLean and Nakane, 1974) overnight at 4°C, incubated in 30% sucrose overnight at 4°C and embedded in Tissue-Tek (Sakura, cat. no. 4583).

#### Comparison of STAR^+^ and STAR^-^ metastatic efficiency

Experiments were performed as described above for murine cancer cells. Human STAR^+^ and STAR^-^ cells were isolated by FACS and post-sort purity was assessed by resorting a fraction of every sorted sample. 50,000 STAR^+^ or STAR^-^ were injected in the mesenteric vein of acceptor mice and a mouse injected with a purity control (STAR^+^ cells), established via the percentage of cells falling out from the stringent STAR^-^ gate during post-sort purity analysis was also included every time that the experiment was performed. Four weeks after injection the mice were sacrificed and the livers were inspected for presence of metastases under a fluorescence-stereo microscope (Leica). Importantly, none of the mice injected with purity controls showed formation of metastases. Tissues were fixed periodate-lysine-4% paraformaldehyde (PLP) buffer (McLean and Nakane, 1974) overnight at 4°C, incubated in 30% sucrose overnight at 4°C and embedded in Tissue-Tek (Sakura, cat. no. 4583).

### Quantification and Statistical Analysis

Statistics was performed using GraphPad Prism. Paired or unpaired t test (with Welsh correction) was used when data showed normal distribution (verified with normality tests, provided by GraphPad Prism), whereas Mann-Whitney U test was used for data that did not display normal distribution. Adoption of one statistical test or the other is indicated for each experiment in the figure legend.

#### Flow cytometry

Data were manually analyzed using FlowJo 10.6.1 (https://www.flowjo.com/).

#### Fluorescent images (fixed samples)

Images were converted to RGB using Fiji (https://imagej.nih.gov/ij/) and only if necessary, corrected for bleed through, smoothened, cropped, rotated and contrasted linearly. Images were quantified using Fiji.

#### Intravital imaging of primary tumors

Videos were corrected for XYZ drift using a custom-made software (written in Visual Studio 2010 in the .NET framework for Visual Basics. Codes are available on request from J.v.R.) and if needed additionally with match motion compensation software program to correct for rigid and elastic tissue deformation as extensively described by Noordmans and colleagues (Verdaasdonk, 2006). The Z correction of each time point was done manually and the XY correction was done automatically as follows: all images over time were corrected to the image of the first time point. The correction is based on finding the highest spatial correlation between the images. The spatial correlation for pixels in which the gray value in both images are > 0 were analyzed with the Pearson’s correlation coefficient. Then, the imaged that needs to be corrected was moved one pixel to the left, and the correlation was recalculated. If this led to a higher correlation, all pixels in the image were moved one pixel to the left. The correlation was calculated for a move of the corrected image to the left, right, up or down. This procedure was repeated iteratively until the coefficient no long increased. After the full correction, the correctness of the XY correction was visually inspected and manually adjusted if required. To experimentally test the success of the XYZ correction, the position of randomly picked cells were tracked, and if the movement is less than half a cell diameter in 4 hours, we called the correction successful (see examples in Figure 2D).

Images were further processed using Fiji. Frames were converted to RGB and only if necessary, corrected for bleed through with AND/OR function, smoothened, cropped, rotated and contrasted linearly. Migration was quantified manually using Fiji. Statistical analysis was performed in GraphPad Prism using non-parametric Mann-Whitney U test or unpaired t test with Welch’s correction.

#### Intravital imaging of liver metastasis

Images were processed and analyzed using Fiji. Frames were converted to RGB and only if necessary, corrected for bleed through with AND/OR function, smoothened, cropped, rotated and contrasted linearly.

#### Organoid formation assays

Organoids were counted manually by scoring them using a stereomicroscope. Fluorescent images were processed using Fiji. Frames were converted to RGB and only if necessary, corrected for bleed through with AND/OR function, smoothened, cropped, rotated and contrasted linearly. Lgr5-eGFP expression was scored manually.

#### Metastasis scoring

Whole livers were sectioned in 50 μm thick slices and metastasis imaged with an inverted Leica TCS SP5 or a Leica TCS SP8 confocal microscope (Mannheim, Germany). All images were collected in 12 bit with 25X water immersion (HC FLUOTAR L N.A. 0.95 W VISIR 0.17 FWD 2.4 mm). Images were converted to RGB using Fiji and only if necessary, corrected for bleed through, smoothened, cropped, rotated and contrasted linearly. Images were quantified using Fiji. Quantification was blinded concerning to the data group allocation. Statistical analysis was performed with GraphPad Prism.

#### Single-cell mRNA sequencing

Single-cell mRNA sequencing was performed using Sort-seq as described in Muraro et al. (Muraro et al., 2016). Single-cell libraries were sequenced on Illumina NextSeq500 with 75bp paired end reads. Read1 contains the cell barcode and Unique Molecule Identifier, read2 was mapped to the mm10 RefSeq transcriptome using Burrows-Wheeler Aligner with standard parameters. Seurat (R package Seurat (Stuart et al., 2019)) was used for analyzing the single cell data. Single cell transcriptomes were filtered for cells that had at least 1,000 unique transcripts and subsequently log-normalized to 10,000 transcripts per cell. Clustering was performed on the first 13 principal components and clusters were identified with a resolution of 1. 

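Clustering of all 5225 cells on 13 principal components at a resolution of 1 gave 17 clusters, several of which were led by genes of 1 cell type or of the cell cycle. A cluster of 663 cells was led by G2M phase genes such as Plk1 and Ccnb1, and 49.3% of it were organoid Lgr5+ cells. A Paneth-like cluster of 200 cells was led by Ang4, Clps, Lyz1 and Wnt3, and liver metastasis Lgr5+ cells made up 43.5% of it. A tuft-like cluster of 35 cells was led by genes such as Spib and Trpm5, which the paper marks as differentiation genes, and 54.3% of it were Lgr5- primary tumor cells. A neutrophil-like cluster of 117 cells was led by S100a8 and S100a9. A cluster of 351 cells led by Sprr2h, Cbr2 and Selenbp1 was 65.0% organoid Lgr5- cells. Hepatocyte genes such as Alb were among the leading genes of a cluster of 300 cells, of which 47.0% were liver metastasis Lgr5- cells, and this cluster stays unnamed. A cluster of 64 cells led by Clec4g, Gpihbp1, Lyve1 and Stab2 also stays unnamed, since its leading genes held no member of the fixed lists. Of its cells, 50.0% were liver metastasis Lgr5- cells, and these stayed in the sums. Whether the lower endothelial cell genes in liver metastasis Lgr5+ cells come from these wells was not tested. The cluster with the most transcripts per cell had 134 cells and a median of 55769 transcripts, with Zg16, Fcgbp, Car1 and Col1a2 among its leading genes. In primary tumors this cluster held 52.1% of the transcripts of the enterocyte or colonocyte list, 54.0% of those of the goblet cell list and 88.4% of those of the fibroblast list. Of the 100 CTCs of mouse 2, 39.0% (exact interval 29.4% to 49.3%) fell in a cluster with a median of 2957 transcripts. Its leading genes held no member of the fixed lists and included the mitochondrial genes mt-Rnr1 and mt-Rnr2. In its cells a median of 32.55% of transcripts were mitochondrial and 15.43% came from Rn45s. The highest share of these CTCs in 1 cluster was 48.0% at a resolution of 0.5 and 40.0% with 20 components. No doublet caller was run.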

Differential gene expression analysis was performed with the roc test. Cell type identification was performed based on the differentially expressed genes between the clusters.

### Data and Code Availability

The accession number for the single cell transcriptomic data reported in this paper is GEO: GSE143988.GSE143988

## Supplemental Information

Document S1. Figures S1–S4

Document S2. Article plus Supplemental Information

# Supplementary material for: Plasticity of Lgr5-Negative Cancer Cells Drives Metastasis in Colorectal Cancer
**Source:** Cell Stem Cell. 2020 Apr 2;26(4):569–578.e7. doi: 10.1016/j.stem.2020.02.008
**Supplement:** Document S2. Article plus Supplemental Information

Plasticity of Lgr5-Negative Cancer Cells Drives Metastasis in Colorectal Cancer

Graphical Abstract

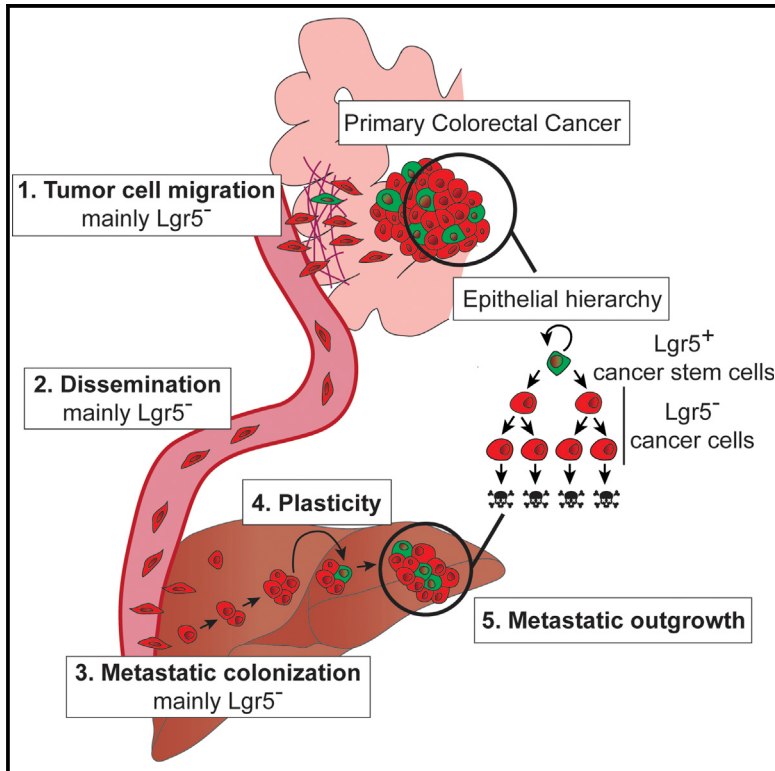

Authors

Arianna Fumagalli, Koen C. Oost, Lennart Kester, ..., Saskia J.E. Suijkerbuijk, Hugo J. Snippert, Jacco van Rheenen

In Brief

Van Rheenen and colleagues study Lgr5⁺ cancer stem cells during colorectal cancer metastasis. They demonstrate that the majority of metastases are seeded by Lgr5⁻ cells, which upon arrival seed metastases in which Lgr5⁺ cells appear. This plasticity can occur independently of stemness-inducing factors and is indispensable for long-term metastatic growth.

Highlights

- The majority of disseminating cells of colorectal cancer are Lgr5⁻
- Lgr5⁻ cancer cells are the main seeds of colorectal cancer metastatic lesions
- Long-term metastatic growth from Lgr5⁻ cells requires appearance of Lgr5⁺ cells
- Lgr5⁻ metastases have the intrinsic capacity to re-establish the cellular hierarchy

Plasticity of Lgr5-Negative Cancer Cells Drives Metastasis in Colorectal Cancer

Arianna Fumagalli,^{1,7,8} Koen C. Oost,^{1,2,7} Lennart Kester,¹ Jessica Morgner,¹ Laura Bornes,¹ Lotte Bruens,^{1,2} Lisa Spaargaren,¹ Maria Azkanaz,¹ Tim Schelfhorst,¹ Evelyne Beerling,¹ Maria C. Heinz,² Daniel Postrach,¹ Danielle Seinsträ,¹ Anieta M. Sieuwerts,⁴ John W.M. Martens,⁴ Stefan van der Elst,⁵ Martijn van Baalen,³ Debajit Bhowmick,³ Nienke Vrisekoop,⁶ Saskia I.J. Ellenbroek,¹ Saskia J.E. Suijkerbuijk,¹ Hugo J. Snippert,² and Jacco van Rheenen^{1,9,*}

⁷These authors contributed equally

⁹Lead Contact

<https://doi.org/10.1016/j.stem.2020.02.008>

SUMMARY

Colorectal cancer stem cells (CSCs) express Lgr5 and display extensive stem cell-like multipotency and self-renewal and are thought to seed metastatic disease. Here, we used a mouse model of colorectal cancer (CRC) and human tumor xenografts to investigate the cell of origin of metastases. We found that most disseminated CRC cells in circulation were Lgr5[−] and formed distant metastases in which Lgr5⁺ CSCs appeared. This plasticity occurred independently of stemness-inducing microenvironmental factors and was indispensable for outgrowth, but not establishment, of metastases. Together, these findings show that most colorectal cancer metastases are seeded by Lgr5[−] cells, which display intrinsic capacity to become CSCs in a niche-independent manner and can restore epithelial hierarchies in metastatic tumors.

INTRODUCTION

Epithelial tissues are hierarchically organized: a small pool of replicative immortal and self-renewing stem cells (SCs) give rise to a large population of more specialized cells that are replicative mortal (Beck and Blanpain, 2013). During development, SCs drive long-term growth, while during adult life they sustain tissues by driving turnover of short-lived specialized cells (Donati and Watt, 2015; Soteriou and Fuchs, 2018). This hierarchical organization is proposed to be maintained in tumors (Batlle and Clevers, 2017; Beck and Blanpain,

2013; Nassar and Blanpain, 2016). Indeed, cell-sorting and transplantation experiments showed that only a small pool of cancer cells, often referred to as cancer SCs (CSCs), have the ability to grow tumors in mice (Al-Hajj et al., 2003; Bonnet and Dick, 1997; Ricci-Vitiani et al., 2007). More recently, lineage-tracing experiments provided proof of the existence of CSCs in unperturbed tumors, including glioblastoma (Chen et al., 2012), squamous skin tumors (Driessens et al., 2012), colorectal cancer (CRC) (Cortina et al., 2017; Schepers et al., 2012; Shimokawa et al., 2017) and breast cancer (Zomer et al., 2013). In addition to the role in tumor growth and homeostasis, CSCs are thought to be important for metastasis. The essential role of CSCs in the metastatic process is reinforced by studies showing that metastasizing cells acquire SC properties, for example, through epithelial-to-mesenchymal transition (Guo et al., 2012; Mani et al., 2008; Ye et al., 2015). Indeed, selective depletion of CSCs in primary tumors protects from the appearance of distant metastases (de Sousa e Melo et al., 2017). The role of CSCs in metastasis would be particularly crucial if the tumor cell hierarchy is a rigid one-way route, from SCs to more specialized cells (Meacham and Morrison, 2013). However, epithelial hierarchical organization can be dynamic (Medema, 2013). For example, in healthy tissues, upon damage or selective ablation of the SC population, more specialized cells can acquire SC traits (Ritsma et al., 2014; Tetteh et al., 2016; Tian et al., 2011; van Es et al., 2012). This process of cellular plasticity ensures repopulation of impaired SC niches and reestablishment of tissue homeostasis. Whether cellular plasticity also plays an important role in metastasis is unknown. In this study, we dissect the different steps of the metastatic cascade (cell migration, intravasation, metastatic seeding, and outgrowth) and uncover the roles of CSCs, non-CSCs, and cellular plasticity in metastasis.

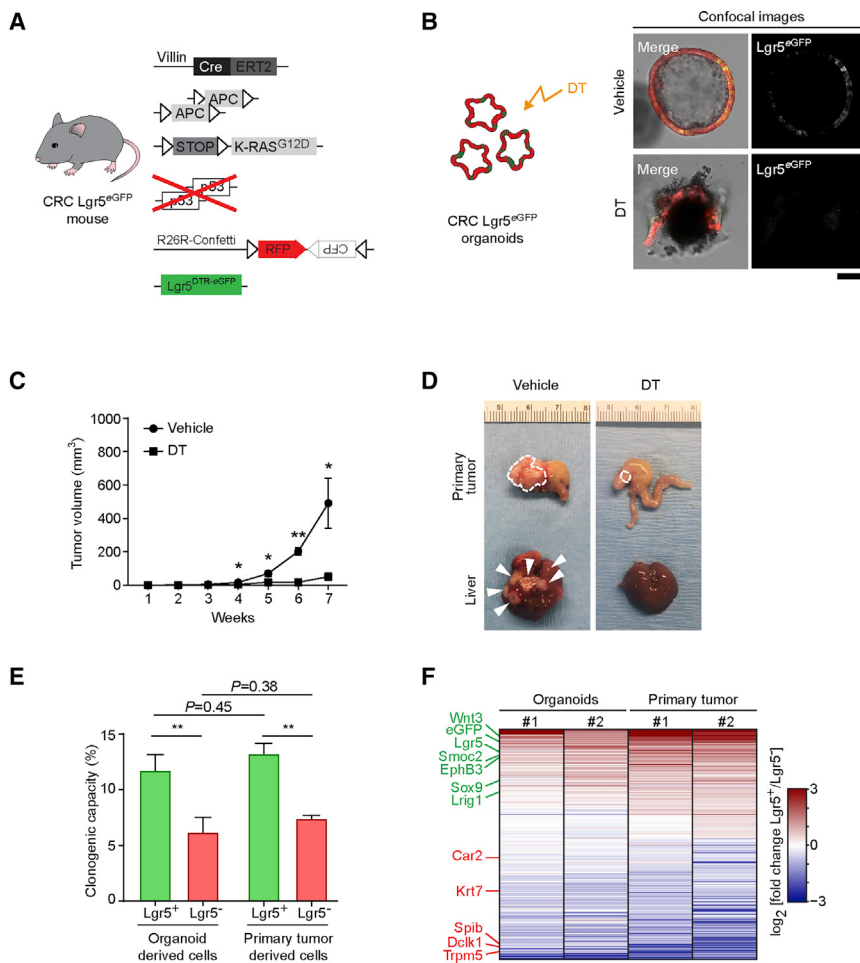

Figure 1. Generation of a Colorectal Cancer Mouse Model to Visualize Lgr5⁺ CSCs

(A) Schematic overview of the inducible fluorescent CRC mouse model generated to visualize Lgr5⁺ CSCs.

(B) Diphtheria toxin (DT) treatment of CRC Lgr5^{eGFP} organoids. Representative confocal images of the effect of vehicle or DT on organoid growth. Scale bar, 100 μ m.

(C) Prolonged diphtheria toxin (DT) treatment of mice orthotopically transplanted with CRC Lgr5^{eGFP} organoids. Average tumor growth upon vehicle or DT treatment (n = 5). *p < 0.05 and **p < 0.001. Data are presented as mean $\pm$ SEM; p values were calculated using the Mann-Whitney U test.

(D) Representative examples of primary tumors and livers of mice subjected to either vehicle or DT treatment for 8 weeks. Dashed lines highlight primary tumor edges; arrowheads indicate macroscopic metastatic lesions.

(E) Clonogenicity assay of sorted Lgr5⁺ CSCs and Lgr5⁻ cancer cells derived from CRC organoid cultures and orthotopic colorectal primary tumors. Data were collected 6 days after plating (n = 3 independent experiments). Values are presented as mean $\pm$ SEM; p values calculated using the unpaired t test with Welch's correction.

(F) Heatmap of differentially expressed transcripts in cancer cells derived from two independent biological replicates of organoids and orthotopic primary tumors. Genes marked in green are known to be upregulated in intestinal stem cells; genes marked in red are known intestinal differentiated cell markers.

RESULTS

Lgr5^{eGFP} Labels Functional Stem Cells in Colorectal Tumors

CRC models provide a unique opportunity to clarify the role of CSCs and non-CSCs in the metastatic process, because hierarchical organization is maintained during disease progression and functional CSCs are marked by Lgr5 expression (Cortina et al., 2017; de Sousa e Melo et al., 2017; Schepers et al., 2012; Shimokawa et al., 2017). To study the role of CSCs in metastasis, we combined the VillinCre-ER^{T2}, APC^{fl/fl}, KRAS^{LSL-G12D}, TP53^{KO/KO} colorectal tumor mouse model with Lgr5^{DTR/eGFP} (de Sousa e Melo et al., 2017) and Confetti (Snippert et al., 2010) fluorescent mouse models (Figure 1A). Upon injection of tamoxifen, the entire intestinal tract of these mice becomes tumorigenic, and these animals reach the humane endpoint before metastases are formed. Just before the humane endpoint, we isolated the tumorigenic colons of these mice and established primary CRC organoids that consist of cancer cells expressing RFP-Confetti and of CSCs that additionally express Lgr5-driven eGFP and diphtheria toxin receptor (DTR) (referred as CRC Lgr5^{eGFP} organoids; Figures S1A and S1B). As previously described, orthotopic transplantation of these murine CRC organoids led to the formation of a single colorectal primary tumor

that spontaneously metastasizes to liver and lungs (Figures S1C–S1E) (Fumagalli et al., 2017, 2018; Roper et al., 2017; Tauriello et al., 2018). In line with previous findings (Cortina et al., 2017; de Sousa e Melo et al., 2017; Shimokawa et al., 2017), we found that Lgr5 is a good marker of the functional SCs both in organoids and tumors, because selective ablation of the Lgr5⁺ CSCs by diphtheria toxin (DT) (Figures S1F–S1I) caused organoids to collapse and prevented tumor growth and metastasis (Figures 1B–1D). Next, we developed a flow cytometry strategy to isolate Lgr5⁺ CSCs and Lgr5⁻ cancer cells from both organoids and primary tumors (Figures S1J–S1M). Analysis of DT-treated CRC Lgr5^{eGFP} organoids, in which Lgr5⁺ CSCs are selectively depleted, and post-sort confocal microscopy on untreated CRC Lgr5^{eGFP} organoids confirmed that our gating strategy allowed to reliably isolate Lgr5⁺ and Lgr5⁻ cancer cells (Figures S1N and S1O). Clonogenic assays confirmed isolation of functional Lgr5⁺ CSCs, as these cells were twice as clonogenic as Lgr5⁻ cancer cells (Figure 1E). Moreover, isolated Lgr5⁺ CSCs showed higher expression of known intestinal SC markers and lower expression of differentiated markers than the Lgr5⁻ cancer cells (Figure 1F) (de Sousa e Melo et al., 2017; Shimokawa et al., 2017). Of note, we found a very significant overlap in significantly differentially expressed genes between Lgr5⁺ and Lgr5⁻ cells from organoids and orthotopic

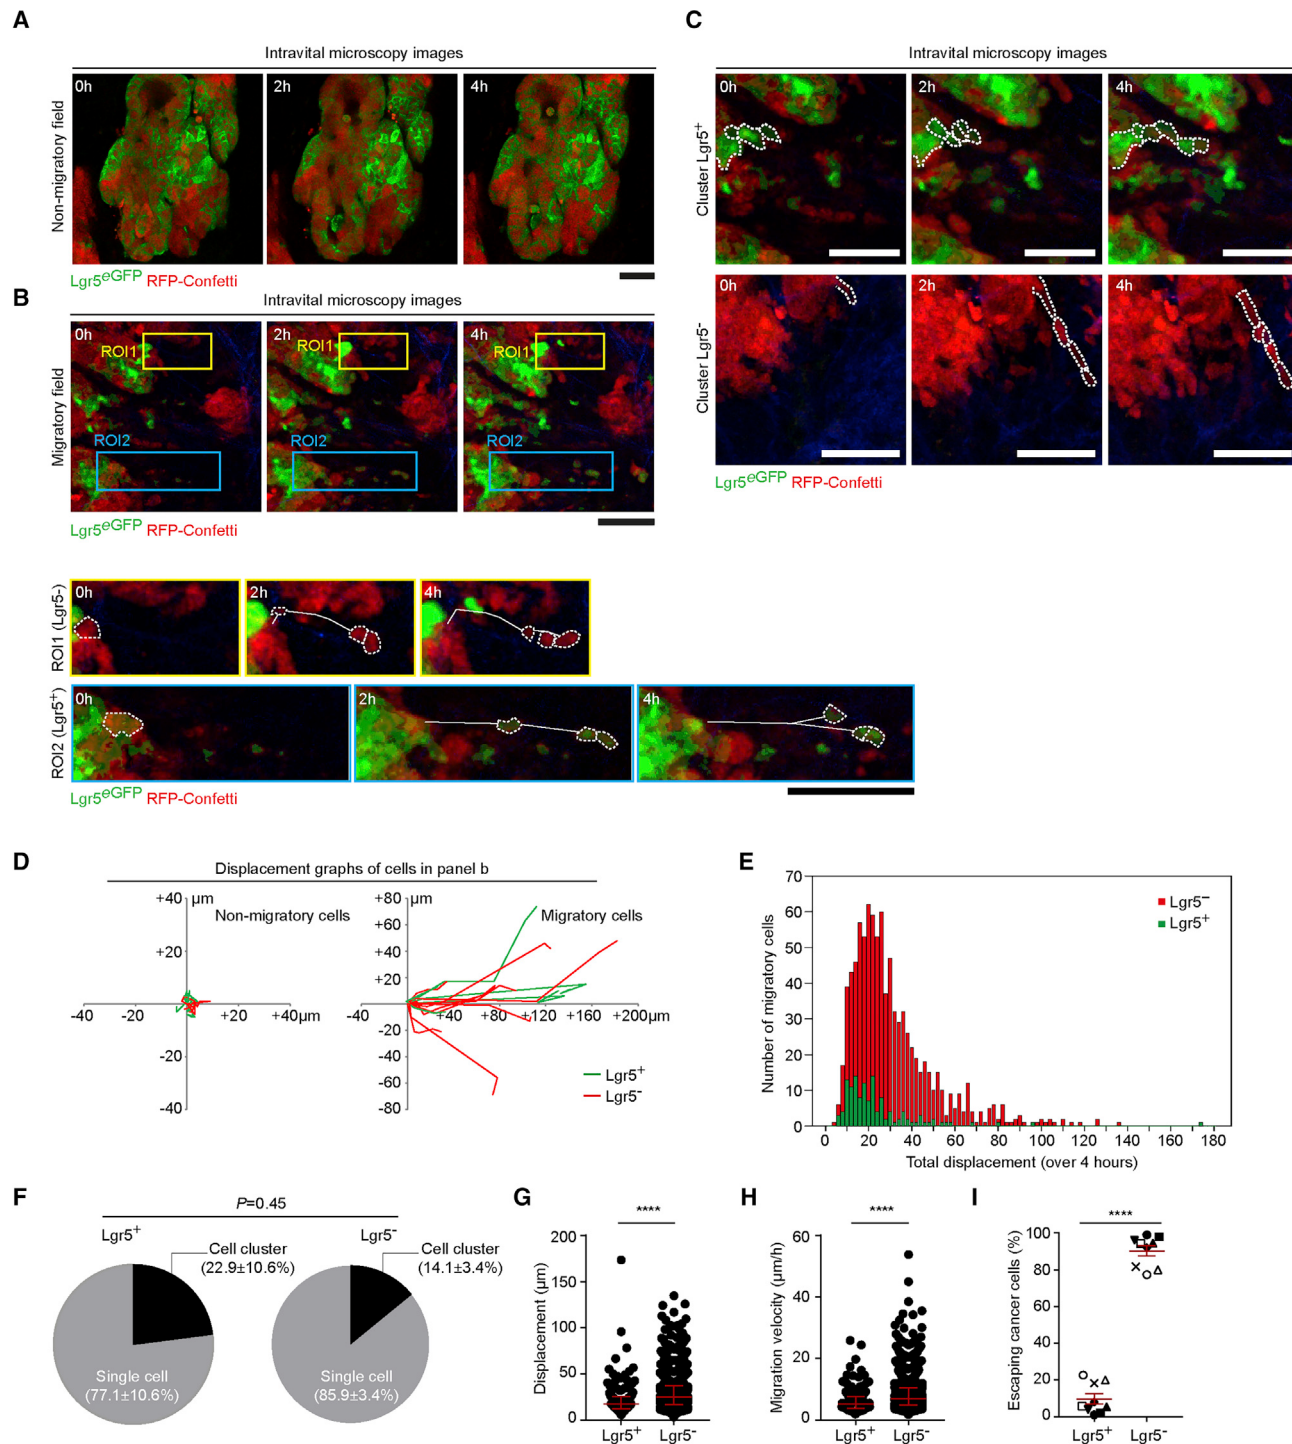

Figure 2. The Majority of Cells Escaping the Primary Colorectal Tumors Are Lgr5⁻

(A) Representative time-lapse intravital images of a non-migratory field within a CRC primary tumor. Note that the resolution of *in vivo* images is lower than of *ex vivo* images because of great depth of imaging in living animals. Scale bar, 50 μ m.

(B) Time-lapse intravital images of a migratory field showing primary tumor cell migration of Lgr5⁻ and cancer cells (ROI, region of interest 1) and Lgr5⁺ CSCs (ROI2). Dashed lines highlight the migratory cells, continuous lines mark the migratory tracks overtime. Scale bars, 50 μ m. See also Videos S1 and S2.

(C) Representative time-lapse intravital images of Lgr5⁺ CSCs (upper panel) and Lgr5⁻ cancer cells (lower panel) moving as cell clusters (see also Videos S3 and S4). Scale bars, 50 μ m.

(D) Display of the migratory tracks of Lgr5⁺ CSCs and Lgr5⁻ cancer cells observed in (A) (left) and in (B) (right).

(E) Distribution of total displacement of Lgr5⁺ (green) and Lgr5⁻ (red) migratory cells over a period of 4 h.

(legend continued on next page)

primary tumors (hypergeometric test p value $< 10^{-100}$), indicating that Lgr5⁺ and Lgr5⁻ cancer cells maintain their specific cellular identity when analyzed either *in vitro* or *in vivo*.

The Majority of Migratory Tumor Cells Are Lgr5 Negative

Using the developed orthotopic transplantation mouse model, we addressed whether Lgr5⁺ CSCs and Lgr5⁻ cancer cells have differential metastatic behavior. In order to metastasize, cancer cells first need to acquire traits that enable them to leave the primary tumor (Hanahan and Weinberg, 2011). To test which cancer cells escape from the primary site, we filmed the behavior of Lgr5⁺ CSCs and Lgr5⁻ cancer cells *in vivo* using multiphoton microscopy (Figure 2; Videos S1, S2, S3, and S4). Consistent with other tumor models (Beerling et al., 2016; Hirata et al., 2015; Patsialou et al., 2013), in some tumor lobes no migration was observed, whereas in other lobes individual and clusters of Lgr5⁺ CSCs and Lgr5⁻ cancer cells invaded into the non-labeled stroma ($n = 9$ mice, 73 movies, 1,064 migratory events; Figures 2A–2C; Figure S2A; Videos S1, S2, S3, and S4). Analysis of the migratory cells (i.e., cells that displaced more than half a cell diameter in 4 h; Figures 2D and 2E) revealed that Lgr5⁺ CSCs and Lgr5⁻ cancer cells mainly escaped as single cells and less frequently as cell clusters (Figure 2F). Moreover, Lgr5⁻ cancer cells might have a slightly higher displacement and velocity than Lgr5⁺ CSCs (Figures 2G and 2H; Figures S2B and S2C). Surprisingly, of the 1,064 migratory cells that escaped from the primary tumors, the majority were Lgr5⁻ (Figures 2E and 2I; $90.3\% \pm 2.8\%$, $p < 0.0001$), suggesting that most of the escaping cells are in a more differentiated state.

The Vast Majority of Disseminating Cells in the Circulation Are Lgr5 Negative

To determine whether both Lgr5⁺ CSCs and Lgr5⁻ cancer cells were able to enter the blood circulation, we drew blood from the portal vein of mice bearing metastatic CRC to analyze CTCs directly draining from the primary tumor using flow cytometry (Figure 3A; Figure S3A). In all animals ($n = 4$) we detected only Lgr5⁻ circulating cancer cells (Figure 3B; Figure S3B). We extended the analysis by collecting systemic oxygen-poor blood from the right ventricle of the heart of a second batch of metastatic CRC mice to analyze CTCs coming from metastases and observed that also in this case the vast majority of circulating cancer cells were Lgr5⁻ ($98.4\% \pm 0.6\%$, $n = 5$; Figures S3C–S3E). Importantly, single-cell mRNA sequencing validated that the CTCs displayed an expression profile closely related to Lgr5⁻ cancer cells and did not show enriched expression of other CSC marker genes, such as Prom1 (i.e., CD133), CD44, Aldh1a, and Bmi1 (Figure 3C; Figures S3F and S3G). Combined these data suggest that the disseminating population of cancer cells is dominated by Lgr5⁻ cancer cells. Indeed, when we analyzed the livers of

these mice, all single-cell metastases were Lgr5⁻ ($n = 6$ mice; Figures 3D and 3E; Figure S3H).

Stem Cell Plasticity Is Required for Metastatic Seeding in the Liver

To understand whether escaping Lgr5⁻ cancer cells could initiate metastatic lesions, we analyzed larger metastases in the livers. Although all single-cell and the majority of smaller metastases were devoid of Lgr5⁺ CSCs, all larger metastases (lesions larger than 80 μ m in diameter) contained a population of Lgr5⁺ CSCs (Figures 3D and 3E; Figure S3H). To test whether Lgr5⁻ cancer cells could give rise to full-blown metastatic lesions, we monitored the real-time outgrowth of Lgr5⁻ cancer cells seeding in the liver, by tracking the same metastatic lesions with repeated multi-day intravital imaging through an abdominal imaging window (Figure 3F). In all small lesions initially containing only Lgr5⁻ cancer cells, we observed that some of the Lgr5⁻ tumor cells underwent plasticity and acquired Lgr5⁺ expression over time (Figure 3F). Next, we neutralized this plasticity by ablating newly formed Lgr5⁺ CSCs in early metastatic lesions and observed by intravital imaging that metastasis composed by only Lgr5⁻ cancer cells stopped growing over time and ultimately regressed (Figures 3G and 3H; Figure S3I). Indeed, after 4 weeks of DT treatment, no metastases could be observed (Figures 3I and 3J). Combined this shows that the appearance of Lgr5⁺ CSCs is indispensable for the outgrowth of metastases founded by Lgr5⁻ cancer cells.

To compare the efficiency of Lgr5⁻ cancer cells and Lgr5⁺ CSCs to initiate metastases, we injected equal amounts of sorted Lgr5⁺ CSCs and Lgr5⁻ cancer cells into the mesenteric vein, which are transported through the portal vein to the liver. Four weeks later we found that, in addition to Lgr5⁺ CSCs, Lgr5⁻ cancer cells were able to form metastases that displayed similar morphology, though with slightly lower efficiency (Figures 3K–3O; Figures S3J and S3K; $n = 4$ mice). Given that most disseminating cells were Lgr5⁻ and had the ability to initiate metastatic growth, our data reveal that the majority of metastases are seeded by Lgr5⁻ cancer cells.

Lgr5⁻ Clones Have the Intrinsic Capacity to Restore the Cellular Hierarchy

Because growth of metastases seeded by Lgr5⁻ cancer cells requires cells to become Lgr5⁺, we next addressed what is driving this plasticity. It has been suggested that cancer cells can acquire SC properties when they are surrounded by a SC niche, such as fibroblasts and immune cells, that provides stemness-inducing signals (Sato and Clevers, 2013). To test whether SC-inducing microenvironmental factors are deterministic for cancer cell plasticity, we set up an organoid-forming assay. In these pure epithelial culture systems, the three-dimensional (3D) microenvironment was mimicked by

(F) Characterization of Lgr5⁺ CSCs and Lgr5⁻ cancer cells migratory mode (i.e., cells escaping as single cells or as cell clusters (i.e., maintaining cell-cell contact). Data are presented as mean $\pm$ SEM ($n = 9$); p values were calculated using the unpaired t test with Welch's correction.

(G and H) *In vivo* displacement (G) and velocity (H) of escaping Lgr5⁺ CSCs and Lgr5⁻ cancer cells. Each data point represents a cell. **** $p < 0.0001$. Red lines indicate median $\pm$ interquartile range; p values were calculated using the Mann-Whitney U test.

(I) Fraction of escaping Lgr5⁺ CSCs and Lgr5⁻ cancer cells observed *in vivo* in individual mice. Different shapes represent different animals ($n = 9$). Each data point indicates the average value per animal. **** $p < 0.0001$. Red lines indicate mean $\pm$ SEM; p value was calculated using the unpaired t test.

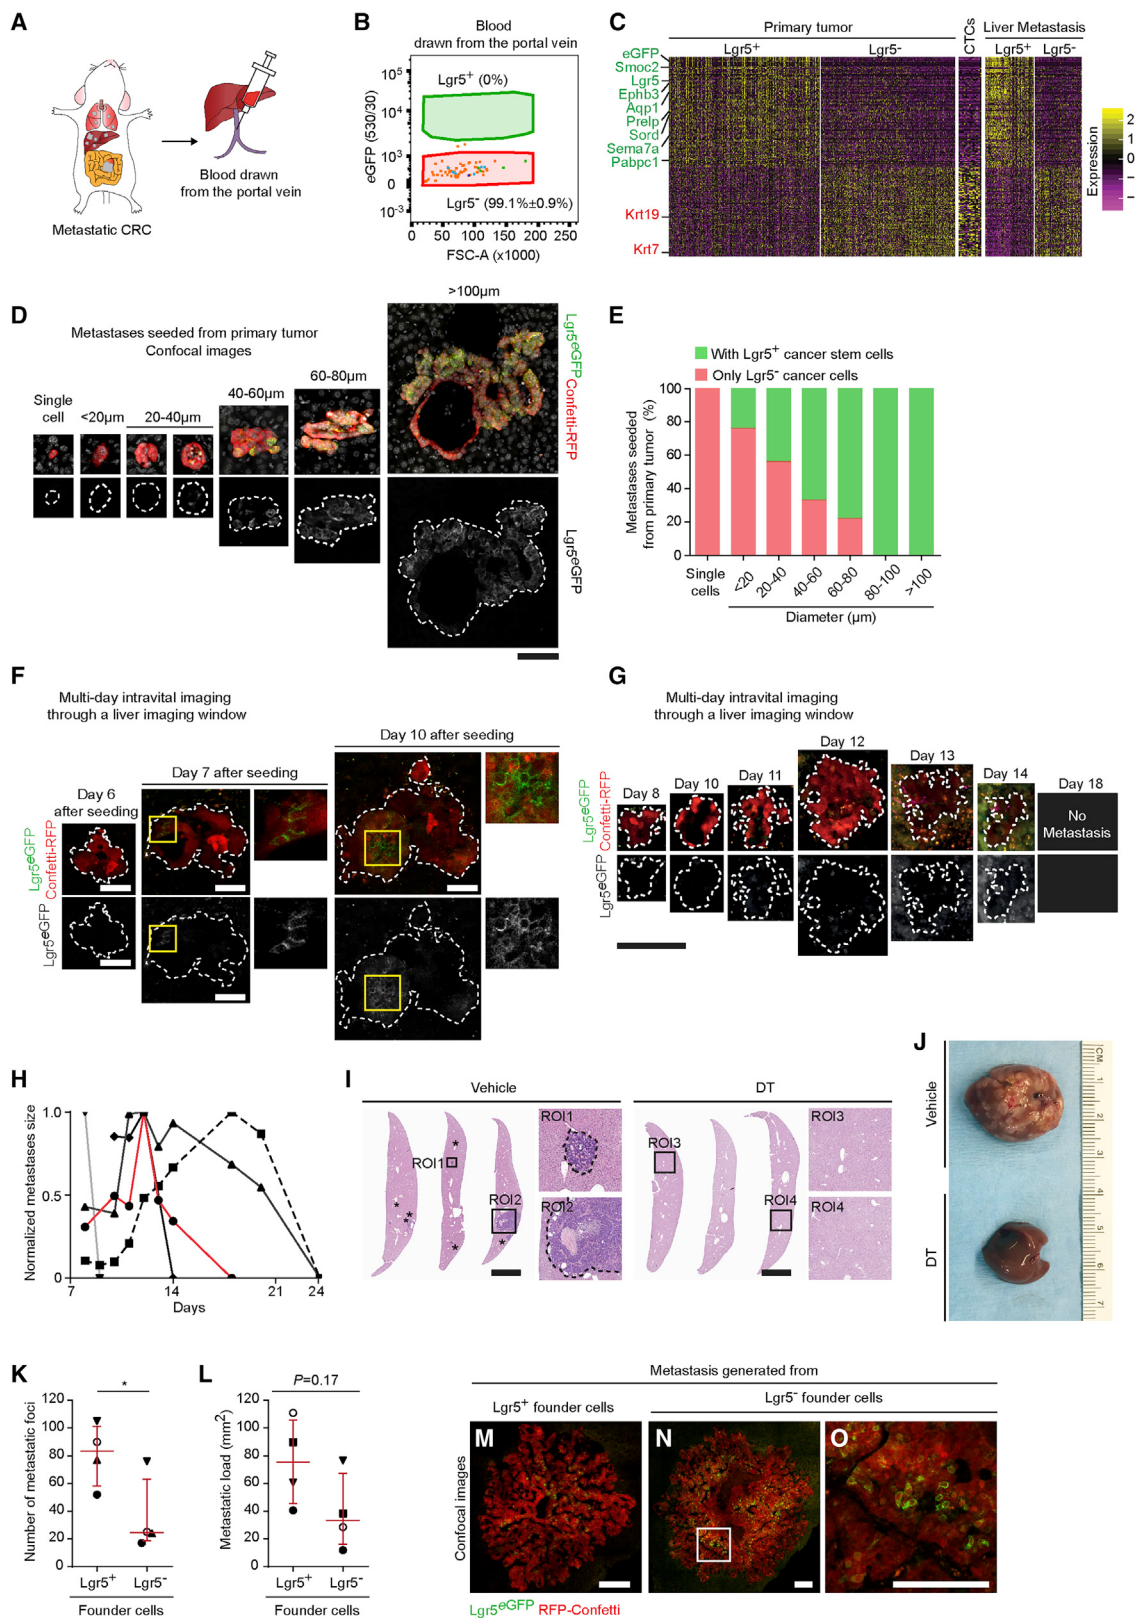

(legend on next page)

Basement Membrane Extract (BME) and medium providing all the essential SC-inducing factors present in the intestinal SC niche, such as Wnt, R-spondin, and EGF (Sato and Clevers, 2013). By simply removing one or more of these niche factors, it is possible to test whether intestinal epithelial cells and their dynamics are dependent on essential microenvironmental signals (Drost et al., 2015; Fujii et al., 2016). We isolated single Lgr5⁺ circulating cancer cells from the blood and tested whether they could be cultured in medium without any SC-inducing factors. Interestingly, in this minimal medium we were able to grow organoids from Lgr5⁺ circulating cancer cells, and also here we observed the appearance of Lgr5⁺ CSCs over time (Figures 4A and 4B). Moreover, these Lgr5⁺ cancer cells were functional SCs, as selective ablation of these cells by acute or chronic DT treatment in both organoid-derived and primary tumor-derived cells abolished organoid outgrowth (Figures 4C; Figures S4A–S4F). To exclude that residual growth factors in the BME matrix could trigger cancer cell plasticity in our culture system, we confirmed these data in an engineered 3D matrix consisting of growth factor-free synthetic hydrogel (Figures 4D and 4E). Finally, to test whether plasticity can be enhanced by microenvironmental factors that are released by cancer associated fibroblasts, we cultured Lgr5⁺ cells in minimal medium supplemented with HGF, FGF, IL4, and IL13 (Chen et al., 2018; Knuchel et al., 2015; Lenos et al., 2018; Todaro et al., 2007, 2014). Indeed, we observed enhanced plasticity (i.e., appearance of Lgr5⁺ cells) in medium supplemented with HGF and FGF compared with a basal level of plasticity in minimal CRC medium (Figure 4F). These data suggest that clones seeded by Lgr5⁺ cancer cells have the intrinsic capacity to re-establish the cellular hierarchy, even in conditions devoid of microenvironmental SC-inducing signals, and that this plasticity can be further enhanced by microenvironmental factors such as HGF and FGF.

DISCUSSION

Although epithelial hierarchy is often seen as a static, one-directional route from SCs to differentiated cells, our study draws a more dynamic picture of CRC, particularly of the metastatic setting. We showed that, in addition to CSCs, non-CSCs are also capable of giving rise to colorectal liver metastases. Although CSCs are present in the primary tumor and in the migratory population (Figure 2), we did not detect them in circulation. As already shown for healthy intestine (Sato et al., 2011; Serra et al., 2019), CSCs may lose Lgr5 expression and stemness once they are not supported by the surrounding SC niche and therefore may be forced into a Lgr5⁺ state. Regardless of the origin of the disseminating non-CSCs, non-CSCs are in fact the major seeding cells, while conversion to CSCs at the metastatic site is required for efficient metastatic outgrowth. Therefore, cancer cell plasticity, rather than seeding of CSCs, is a key step in the formation of CRC metastases. To confirm the occurrence of plasticity in human tissues, we orthotopically transplanted human tumor organoids characterized by SC Ascl2 reporter that labels Lgr5⁺ CSCs (i.e., STAR probe; see Oost et al., 2018) (Figure S4G). Similar to their murine counterpart, these experiments showed that the major disseminating population (CTCs) was Lgr5⁺ (Figure S4H). Moreover, human Lgr5⁺ cells efficiently seed metastases that contained Lgr5⁺ CSCs (Figures S4I and S4J). Plasticity in human cancer cells can happen independently of SC-inducing factors, as Lgr5⁺ CSCs appeared in organoids that were seeded by Lgr5⁺ cells and cultured in minimal CRC medium (Figure S4K). These experiments showed that differentiated cancer cells are able to form metastases, are plastic, and can re-establish the cellular hierarchy also in the human setting (Figures S4H–S4K). Cellular plasticity of epithelial cells has already been reported in healthy intestine (Ritsma et al., 2014; Teteh et al., 2016;

Figure 3. Lgr5⁺ Cancer Cells Are the Disseminating Cells in CRC

- (A) Experimental setup: mice bearing metastatic CRC were used to sample blood from the portal vein. Blood was analyzed using FACS for the presence of circulating tumor cells.
- (B) Cumulative FACS profile of circulating Lgr5⁺ CSCs and Lgr5⁺ cancer cells (n = 4). The color coding links individual circulating tumor cells to the corresponding blood sample in Figure S3B.
- (C) Heatmap of differentially expressed genes in Lgr5⁺ and Lgr5⁺ cancer cells isolated from primary tumors, CTCs, and liver metastasis. Genes marked with green are known to be upregulated in intestinal stem cells; genes marked in red indicate known intestinal differentiated cell markers.
- (D) Representative confocal images of spontaneous liver metastases grouped per diameter range. Dashed lines highlight the metastasis edges. Scale bar, 100 μ m.
- (E) Metastases are subdivided in lesions composed of only Lgr5⁺ cancer cells (red) or lesions containing Lgr5⁺ CSCs (green) and grouped per diameter range (the analysis includes 132 metastatic lesions, n = 6).
- (F) Intravital multi-day imaging of liver metastases hatching from Lgr5⁺ cancer cells. Dashed lines highlight metastasis edges. Yellow boxed areas are enlarged next to the corresponding panels. Scale bars, 50 μ m.
- (G) Representative images of a liver metastasis followed overtime by intravital imaging demonstrating growth and regression upon depletion of Lgr5⁺ CSCs via diphtheria toxin (DT) administration. Dashed lines highlight metastasis border. Scale bar, 100 μ m.
- (H) Size of DT-treated metastatic lesions followed by intravital imaging (n = 5), normalized to the first time point. The red line represents the example shown in (G).
- (I) Representative histochemistry images of livers of mice subjected mesenteric vein injection of FACS-sorted Lgr5⁺ cancer cells and treated with either vehicle or DT treatment for 4 weeks. ROI, region of interest. Asterisks indicate metastatic foci; dashed lines highlight metastasis edges. Boxed areas are enlarged next to the corresponding overview images. Scale bars, 500 μ m.
- (J) Representative examples of livers of mice subjected mesenteric vein injection of CRC Lgr5⁺ and treated with either vehicle or DT treatment for 4 weeks.
- (K) Number of metastatic foci derived from mesenteric vein injection of Lgr5⁺ CSCs or Lgr5⁺ cancer cells.
- (L) Metastatic load upon injection of Lgr5⁺ CSCs or Lgr5⁺ cancer cells. Similar shapes represent paired experiments (n = 4). Data are presented as median with interquartile range; p values were calculated using the paired t test (*p < 0.05).
- (M–O) Representative examples of metastases generated from Lgr5⁺ CSCs (M) and Lgr5⁺ cancer cells (N), boxed area enlarged in (O). Scale bars, 100 μ m.

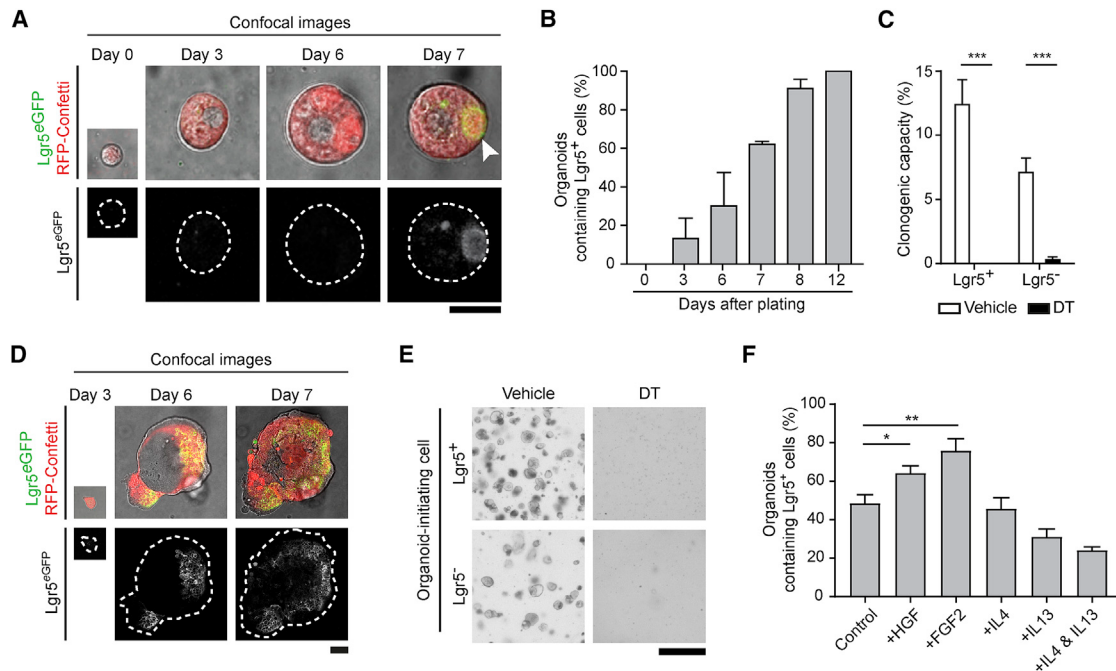

Figure 4. Disseminating Lgr5⁻ Cancer Cells Undergo Niche-Independent Cellular Plasticity

(A) Representative example of organoid formation assay of sorted Lgr5⁻ circulating cancer cells. Dashed lines highlight organoids edges. Arrowhead indicates the appearance of a Lgr5⁺ CSC. Scale bar, 20 μ m.

(B) Quantification of cancer cell plasticity (i.e., emergence of Lgr5⁺ CSCs) in the organoid-forming assay of sorted Lgr5⁻ circulating cancer cells grown in minimal CRC medium. Data are presented as mean $\pm$ SEM (n = 3 independent experiments).

(C) Clonogenic assay in minimal CRC medium of sorted Lgr5⁺ CSCs and Lgr5⁻ cancer cells derived from CRC organoid cultures. Single cells were subjected to either vehicle or diphtheria toxin (DT) treatment (n = 3 independent experiments). Data were collected 6 days after plating. Values are presented as mean $\pm$ SEM; ***p < 0.0001, calculated using the unpaired t test with Welch's correction.

(D) Representative example of organoid formation assay of sorted Lgr5⁻ cancer cells cultured in synthetic hydrogel. Dashed lines highlight organoids edges. Scale bar, 50 μ m.

(E) Representative images of the effect of vehicle or diphtheria toxin (DT) on sorted Lgr5⁺ CSCs and Lgr5⁻ cancer cells cultured in synthetic hydrogel 6 days after plating (n = 3 independent experiments). Scale bar, 200 μ m.

(F) Quantification of cancer cell plasticity (i.e., emergence of Lgr5⁺ CSCs) of sorted Lgr5⁻ cancer cells grown in either minimal CRC medium (control) or medium containing FGF-2 (10 ng/mL), HGF (75 ng/mL), IL4 (20 ng/mL), IL13 (100 ng/mL), and IL4 and IL13. n = 3 independent experiments. *p < 0.05 and **p < 0.001, calculated using the unpaired t test. Data are represented as mean $\pm$ SEM.

Tian et al., 2011; van Es et al., 2012) and as recently reviewed by de Sousa e Melo and de Sauvage (2019). Upon targeted depletion of the healthy Lgr5⁺ SC population, more specialized Lgr5⁻ cells enter the SC niche and are instructed to revert to Lgr5⁺ SCs, thereby restoring tissue homeostasis (Ritsma et al., 2014; Teteh et al., 2016; Tian et al., 2011; van Es et al., 2012). The intestinal SC niche consists of supporting cells producing stemness-inducing factors, such as Wnt, R-spondin, and EGF. Similar plasticity processes have been observed in primary CRC tumors, and various microenvironmental signals have been highlighted as responsible for the switch of non-CSCs to CSCs (Lenos et al., 2018; Schwitalla et al., 2013; Vermeulen et al., 2010). However, our data also suggest that cancer cell plasticity can be triggered independently of stemness-inducing factors provided by SC niches. Nevertheless, we also show that factors released by fibroblasts, such as FGF and HGF, can enhance plasticity. Regardless of this enhancement, our data suggest that specifically targeting CSCs and/or the SC-inducing niche, as previously proposed (de Sousa e Melo and de Sauvage, 2019), may not

be enough to completely prevent metastatic disease, which is the leading cause of cancer-related death. Instead, endogenous cellular plasticity should be co-targeted to inactivate any potential seeds of metastasis, and future studies should aim to uncover microenvironment-independent mechanisms leading to cell plasticity.

STAR★METHODS

Detailed methods are provided in the online version of this paper and include the following:

- KEY RESOURCES TABLE
- EXPERIMENTAL MODEL AND SUBJECT DETAILS
  - Generation of a colorectal cancer genetic mouse model
  - Isolation and culturing of mouse organoids
  - Acceptor mice for transplantation experiments
  - Human organoids

METHOD DETAILS

- Orthotopic transplantation of murine organoids
- Orthotopic transplantation of human organoids
- Flow cytometry on organoids
- Flow cytometry on primary mouse material
- Flow cytometry on human xenografts
- Immunohistochemistry and fluorescent imaging
- *In vivo* time-lapse imaging of primary tumors
- Multi-day imaging of liver metastasis
- Mesenteric vein injection
- Intrahepatic injection
- Organoid formation assays
- *In vitro* Diphtheria Toxin treatment
- *In vivo* Diphtheria Toxin treatment
- Hydrogel assay
- Comparison of Lgr5⁺ and Lgr5⁻ metastatic efficiency
- Comparison of STAR⁺ and STAR⁻ metastatic efficiency

QUANTIFICATION AND STATISTICAL ANALYSIS

- Flow cytometry
- Fluorescent images (fixed samples)
- Intravital imaging of primary tumors
- Intravital imaging of liver metastasis
- Organoid formation assays
- Metastasis scoring
- Single-cell mRNA sequencing

DATA AND CODE AVAILABILITY

SUPPLEMENTAL INFORMATION

Supplemental Information can be found online at <https://doi.org/10.1016/j.stem.2020.02.008>.

ACKNOWLEDGMENTS

We thank Anko de Graaff and the Hubrecht Imaging Centre and Amalie Dick for technical support with imaging. We thank members of the van Rheeën group for critically reading the manuscript, Life Science Editors for editing this manuscript, and Frederic J. de Sauvage for sharing the Lgr5-DTR-GFP mouse. This work was financially supported by Dutch Cancer Society Fellowship BUIT-2013-5847 (to S.J.E.S.), European Molecular Biology Organization (EMBO) fellowship ALTF 202-2016 (to J.M.), the Netherlands Organization of Scientific Research (NWO) (Veni grant 863.15.011 to S.I.J.E.), CancerGenomics.nl (to J.v.R., A.M.S., and J.W.M.M.), European Research Council Grant CANCER-RECURRENCE 648804 (to J.v.R.), the Doctor Josef Steiner Foundation (to J.v.R.), and the European Union's Horizon 2020 research and innovation program under Marie Skłodowska-Curie grant agreement 642866 (both to J.v.R.).

AUTHOR CONTRIBUTIONS

A.F. performed the experiments. K.C.O. performed part of the revision experiments with the help of M.A., E.B., and S.J.E.S. L.S. helped with the *in vivo* DT experiments. L. Bruens, L. Bornes, and D.S. helped with the sample preparation of the fluorescence-activated cell sorting (FACS) experiments. L.K. analyzed the single-cell sequencing data. J.M. performed the hydrogel-based assay. D.P. performed the *in vitro* DT cleaved caspase-3 assay. T.S., S.v.d.E., M.v.B., and D.B. operated the FACS. A.M.S. and J.W.M.M. contributed knowledge and reagents. K.C.O. and M.C.H. provided the human organoid line. Experiments were designed with the help of N.V. and H.J.S. J.v.R. together with A.F. designed the experiments and supervised the study. A.F., S.I.J.E., and J.v.R. wrote the manuscript, and the manuscript was approved by all authors.

DECLARATION OF INTERESTS

The authors declare no competing interests.

Received: July 23, 2019

Revised: December 24, 2019

Accepted: February 13, 2020

Published: March 12, 2020

REFERENCES

- Al-Hajj, M., Wicha, M.S., Benito-Hernandez, A., Morrison, S.J., and Clarke, M.F. (2003). Prospective identification of tumorigenic breast cancer cells. *Proc. Natl. Acad. Sci. U S A* 100, 3983–3988.
- Battle, E., and Clevers, H. (2017). Cancer stem cells revisited. *Nat. Med.* 23, 1124–1134.
- Beck, B., and Blanpain, C. (2013). Unravelling cancer stem cell potential. *Nat. Rev. Cancer* 13, 727–738.
- Beerling, E., Seinstra, D., de Wit, E., Kester, L., van der Velden, D., Maynard, C., Schäfer, R., van Diest, P., Voest, E., van Oudenaarden, A., et al. (2016). Plasticity between epithelial and mesenchymal states unlinks EMT from metastasis-enhancing stem cell capacity. *Cell Rep.* 14, 2281–2288.
- Bonnet, D., and Dick, J.E. (1997). Human acute myeloid leukemia is organized as a hierarchy that originates from a primitive hematopoietic cell. *Nat. Med.* 3, 730–737.
- Chen, J., Li, Y., Yu, T.S., McKay, R.M., Burns, D.K., Kernie, S.G., and Parada, L.F. (2012). A restricted cell population propagates glioblastoma growth after chemotherapy. *Nature* 488, 522–526.
- Chen, J., Gong, C., Mao, H., Li, Z., Fang, Z., Chen, Q., Lin, M., Jiang, X., Hu, Y., Wang, W., et al. (2018). E2F1/SP3/STAT6 axis is required for IL-4-induced epithelial-mesenchymal transition of colorectal cancer cells. *Int. J. Oncol.* 53, 567–578.
- Cortina, C., Turon, G., Stork, D., Hernando-Mombona, X., Sevillano, M., Aguilera, M., Tosi, S., Merlos-Suárez, A., Stephan-Otto Attolini, C., Sancho, E., and Battle, E. (2017). A genome editing approach to study cancer stem cells in human tumors. *EMBO Mol. Med.* 9, 869–879.
- de Sousa e Melo, F., Kurtova, A.V., Harnoss, J.M., Kljavin, N., Hoeck, J.D., Hung, J., Anderson, J.E., Storm, E.E., Modrusan, Z., Koeppen, H., et al. (2017). A distinct role for Lgr5⁺ stem cells in primary and metastatic colon cancer. *Nature* 543, 676–680.
- de Sousa E Melo, F., and de Sauvage, F.J. (2019). Cellular plasticity in intestinal homeostasis and disease. *Cell Stem Cell* 24, 54–64.
- Donati, G., and Watt, F.M. (2015). Stem cell heterogeneity and plasticity in epithelia. *Cell Stem Cell* 16, 465–476.
- Driessens, G., Beck, B., Caauwe, A., Simons, B.D., and Blanpain, C. (2012). Defining the mode of tumour growth by clonal analysis. *Nature* 488, 527–530.
- Drost, J., van Jaarsveld, R.H., Ponsioen, B., Zimmerlin, C., van Boxtel, R., Buijs, A., Sachs, N., Overmeer, R.M., Offerhaus, G.J., Begthel, H., et al. (2015). Sequential cancer mutations in cultured human intestinal stem cells. *Nature* 521, 43–47.
- Fujii, M., Shimokawa, M., Date, S., Takano, A., Matano, M., Nanki, K., Ohta, Y., Toshimitsu, K., Nakazato, Y., Kawasaki, K., et al. (2016). A colorectal tumor organoid library demonstrates progressive loss of niche factor requirements during tumorigenesis. *Cell Stem Cell* 18, 827–838.
- Fumagalli, A., Drost, J., Suijkerbuijk, S.J., van Boxtel, R., de Ligt, J., Offerhaus, G.J., Begthel, H., Beerling, E., Tan, E.H., Sansom, O.J., et al. (2017). Genetic dissection of colorectal cancer progression by orthotopic transplantation of engineered cancer organoids. *Proc. Natl. Acad. Sci. U S A* 114, E2357–E2364.
- Fumagalli, A., Suijkerbuijk, S.J.E., Begthel, H., Beerling, E., Oost, K.C., Snippert, H.J., van Rheeën, J., and Drost, J. (2018). A surgical orthotopic organoid transplantation approach in mice to visualize and study colorectal cancer progression. *Nat. Protoc.* 13, 235–247.
- Guo, W., Keckesova, Z., Donaher, J.L., Shibue, T., Tischler, V., Reinhardt, F., Itzkovitz, S., Noske, A., Zürcher-Härdi, U., Bell, G., et al. (2012). Slug and Sox9 cooperatively determine the mammary stem cell state. *Cell* 148, 1015–1028.

- Hanahan, D., and Weinberg, R.A. (2011). Hallmarks of cancer: the next generation. *Cell* 144, 646–674.
- Hirata, E., Girotti, M.R., Viros, A., Hooper, S., Spencer-Dene, B., Matsuda, M., Larkin, J., Marais, R., and Sahai, E. (2015). Intravital imaging reveals how BRAF inhibition generates drug-tolerant microenvironments with high integrin β 1/FAK signaling. *Cancer Cell* 27, 574–588.
- Knuchel, S., Anderle, P., Werfelli, P., Diamantis, E., and Rüegg, C. (2015). Fibroblast surface-associated FGF-2 promotes contact-dependent colorectal cancer cell migration and invasion through FGFR-SRC signaling and integrin α v β 5-mediated adhesion. *Oncotarget* 6, 14300–14317.
- Lenos, K.J., Miedema, D.M., Lodestijn, S.C., Nijman, L.E., van den Bosch, T., Romero Ros, X., Lourenço, F.C., Lecca, M.C., van der Heijden, M., van Neerven, S.M., et al. (2018). Stem cell functionality is microenvironmentally defined during tumour expansion and therapy response in colon cancer. *Nat. Cell Biol.* 20, 1193–1202.
- Mani, S.A., Guo, W., Liao, M.J., Eaton, E.N., Ayyanan, A., Zhou, A.Y., Brooks, M., Reinhard, F., Zhang, C.C., Shipitsin, M., et al. (2008). The epithelial-mesenchymal transition generates cells with properties of stem cells. *Cell* 133, 704–715.
- McLean, I.W., and Nakane, P.K. (1974). Periodate-lysine-paraformaldehyde fixative. A new fixation for immunoelectron microscopy. *J. Histochem. Cytochem.* 22, 1077–1083.
- Meacham, C.E., and Morrison, S.J. (2013). Tumour heterogeneity and cancer cell plasticity. *Nature* 501, 328–337.
- Medema, J.P. (2013). Cancer stem cells: the challenges ahead. *Nat. Cell Biol.* 15, 338–344.
- Muraro, M.J., Dharmadhikari, G., Grün, D., Groen, N., Dielen, T., Jansen, E., van Gurp, L., Engelse, M.A., Carlotti, F., de Koning, E.J., and van Oudenaarden, A. (2016). A single-cell transcriptome atlas of the human pancreas. *Cell Syst.* 3, 385–394.e3.
- Nassar, D., and Blanpain, C. (2016). Cancer stem cells: basic concepts and therapeutic implications. *Annu. Rev. Pathol.* 11, 47–76.
- Oost, K.C., van Voorthuisen, L., Fumagalli, A., Lindeboom, R.G.H., Sprangers, J., Omerzu, M., Rodriguez-Colman, M.J., Heinz, M.C., Verlaan-Klink, I., Maurice, M.M., et al. (2018). Specific labeling of stem cell activity in human colorectal organoids using an ASCL2-responsive minigene. *Cell Rep.* 22, 1600–1614.
- Patsialou, A., Bravo-Cordero, J.J., Wang, Y., Entenberg, D., Liu, H., Clarke, M., and Condeelis, J.S. (2013). Intravital multiphoton imaging reveals multicellular streaming as a crucial component of in vivo cell migration in human breast tumors. *Intravital* 2, e25294.
- Ricci-Vitiani, L., Lombardi, D.G., Pilozzi, E., Biffoni, M., Todaro, M., Peschle, C., and De Maria, R. (2007). Identification and expansion of human colon-cancer-initiating cells. *Nature* 445, 111–115.
- Ritsma, L., Steller, E.J., Ellenbroek, S.I., Kranenburg, O., Borel Rinkes, I.H., and van Rheeën, J. (2013). Surgical implantation of an abdominal imaging window for intravital microscopy. *Nat. Protoc.* 8, 583–594.
- Ritsma, L., Ellenbroek, S.I.J., Zomer, A., Snippert, H.J., de Sauvage, F.J., Simons, B.D., Clevers, H., and van Rheeën, J. (2014). Intestinal crypt homeostasis revealed at single-stem-cell level by in vivo live imaging. *Nature* 507, 362–365.
- Roper, J., Tammela, T., Cetinbas, N.M., Akkad, A., Roghanian, A., Rickelt, S., Almqadadi, M., Wu, K., Oberli, M.A., Sánchez-Rivera, F.J., et al. (2017). In vivo genome editing and organoid transplantation models of colorectal cancer and metastasis. *Nat. Biotechnol.* 35, 569–576.
- Sato, T., and Clevers, H. (2013). Growing self-organizing mini-guts from a single intestinal stem cell: mechanism and applications. *Science* 340, 1190–1194.
- Sato, T., Vries, R.G., Snippert, H.J., van de Wetering, M., Barker, N., Stange, D.E., van Es, J.H., Abo, A., Kujala, P., Peters, P.J., and Clevers, H. (2009). Single Lgr5 stem cells build crypt-villus structures in vitro without a mesenchymal niche. *Nature* 459, 262–265.
- Sato, T., van Es, J.H., Snippert, H.J., Stange, D.E., Vries, R.G., van den Born, M., Barker, N., Shroyer, N.F., van de Wetering, M., and Clevers, H. (2011). Paneth cells constitute the niche for Lgr5 stem cells in intestinal crypts. *Nature* 469, 415–418.
- Schepers, A.G., Snippert, H.J., Stange, D.E., van den Born, M., van Es, J.H., van de Wetering, M., and Clevers, H. (2012). Lineage tracing reveals Lgr5+ stem cell activity in mouse intestinal adenomas. *Science* 337, 730–735.
- Schneider, C.A., Rasband, W.S., and Eliceiri, K.W. (2012). NIH Image to ImageJ: 25 years of Image Analysis. *Nat. Methods* 9, 671–675.
- Schwitala, S., Fingerle, A.A., Cammareri, P., Nebelsiek, T., Göktuna, S.I., Ziegler, P.K., Canli, O., Heijmans, J., Huels, D.J., Moreaux, G., et al. (2013). Intestinal tumorigenesis initiated by dedifferentiation and acquisition of stem-cell-like properties. *Cell* 152, 25–38.
- Serra, D., Mayr, U., Boni, A., Lukonin, I., Rempfler, M., Challet Meylan, L., Stadler, M.B., Strnad, P., Papasaikas, P., Vischi, D., et al. (2019). Self-organization and symmetry breaking in intestinal organoid development. *Nature* 569, 66–72.
- Shimokawa, M., Ohta, Y., Nishikori, S., Matano, M., Takano, A., Fujii, M., Date, S., Sugimoto, S., Kanai, T., and Sato, T. (2017). Visualization and targeting of LGR5+ human colon cancer stem cells. *Nature* 545, 187–192.
- Snippert, H.J., van der Flier, L.G., Sato, T., van Es, J.H., van den Born, M., Kroon-Veenboer, C., Barker, N., Klein, A.M., van Rheeën, J., Simons, B.D., and Clevers, H. (2010). Intestinal crypt homeostasis results from neutral competition between symmetrically dividing Lgr5 stem cells. *Cell* 143, 134–144.
- Soteriou, D., and Fuchs, Y. (2018). A matter of life and death: stem cell survival in tissue regeneration and tumour formation. *Nat. Rev. Cancer* 18, 187–201.
- Stuart, T., Butler, A., Hoffman, P., Hafemeister, C., Papalexi, E., Mauck, W.M., 3rd, Hao, Y., Stoeckius, M., Smibert, P., and Satija, R. (2019). Comprehensive integration of single-cell data. *Cell* 177, 1888–1902.e21.
- Tauriello, D.V.F., Palomo-Ponce, S., Stork, D., Berenguer-Llergo, A., Badia-Ramentol, J., Iglesias, M., Sevillano, M., Ibiza, S., Cañellas, A., Hernández-Momblona, X., et al. (2018). TGF β drives immune evasion in genetically reconstituted colon cancer metastasis. *Nature* 554, 538–543.
- Tetteh, P.W., Basak, O., Farin, H.F., Wiebrands, K., Kretschmar, K., Begthel, H., van den Born, M., Korving, J., de Sauvage, F., van Es, J.H., et al. (2016). Replacement of lost Lgr5-positive stem cells through plasticity of their enterocyte-lineage daughters. *Cell Stem Cell* 18, 203–213.
- Tian, H., Biehls, B., Warming, S., Leong, K.G., Rangell, L., Klein, O.D., and de Sauvage, F.J. (2011). A reserve stem cell population in small intestine renders Lgr5-positive cells dispensable. *Nature* 478, 255–259.
- Todaro, M., Alea, M.P., Di Stefano, A.B., Cammareri, P., Vermeulen, L., Iovino, F., Tripodo, C., Russo, A., Gulotta, G., Medema, J.P., and Stassi, G. (2007). Colon cancer stem cells dictate tumor growth and resist cell death by production of interleukin-4. *Cell Stem Cell* 1, 389–402.
- Todaro, M., Gaggianesi, M., Catalano, V., Benfante, A., Iovino, F., Biffoni, M., Apuzzo, T., Sperduti, I., Volpe, S., Cocorullo, G., et al. (2014). CD44v6 is a marker of constitutive and reprogrammed cancer stem cells driving colon cancer metastasis. *Cell Stem Cell* 14, 342–356.
- van de Wetering, M., Francies, H.E., Francis, J.M., Bounova, G., Iorio, F., Pronk, A., van Houdt, W., van Gorp, J., Taylor-Weiner, A., Kester, L., et al. (2015). Prospective derivation of a living organoid biobank of colorectal cancer patients. *Cell* 161, 933–945.
- van der Bij, G.J., Bögels, M., Otten, M.A., Oosterling, S.J., Kuppen, P.J., Meijer, S., Beelen, R.H., and van Egmond, M. (2010). Experimentally induced liver metastases from colorectal cancer can be prevented by mononuclear phagocyte-mediated monoclonal antibody therapy. *J. Hepatol.* 53, 677–685.
- van Es, J.H., Sato, T., van de Wetering, M., Lyubimova, A., Yee Nee, A.N., Gregorieff, A., Sasaki, N., Zeinstra, L., van den Born, M., Korving, J., et al. (2012). Dll1+ secretory progenitor cells revert to stem cells upon crypt damage. *Nat. Cell Biol.* 14, 1099–1104.

- Noordmans, H.J., de Roode, R., Staring, M., and Verdaasdonk, R. (2006). Registration and analysis of in vivo multispectral images for correction of motion and comparison in time. *Proc. SPIE* 6081, 608106.
- Vermeulen, L., De Sousa E Melo, F., van der Heijden, M., Cameron, K., de Jong, J.H., Borovski, T., Tuynman, J.B., Todaro, M., Merz, C., Rodermond, H., et al. (2010). Wnt activity defines colon cancer stem cells and is regulated by the microenvironment. *Nat. Cell Biol.* 12, 468–476.
- Ye, X., Tam, W.L., Shibue, T., Kaygusuz, Y., Reinhardt, F., Ng Eaton, E., and Weinberg, R.A. (2015). Distinct EMT programs control normal mammary stem cells and tumour-initiating cells. *Nature* 525, 256–260.
- Zomer, A., Ellenbroek, S.I., Ritsma, L., Beerling, E., Vrisekoop, N., and Van Rheenen, J. (2013). Intravital imaging of cancer stem cell plasticity in mammary tumors. *Stem Cells* 31, 602–606.

STAR★METHODS

KEY RESOURCES TABLE

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		
Mouse monoclonal anti- β -catenin	BD Biosciences	Cat# 610154; RRID: AB_397555
Goat polyclonal anti-GFP	Abcam	Cat# ab6673; RRID: AB_305643
Rabbit polyclonal anti-RFP	Rockland	Cat# 600-401-379; RRID: AB_2209751
Mouse monoclonal CD41a, Biotin	Thermo Fisher Scientific	Cat# 13-0411-82; RRID: AB_763484
Mouse monoclonal CD45, Biotin	Thermo Fisher Scientific	Cat# 13-0451-85; RRID: AB_466447
Alexa fluor 488 donkey anti-goat	Abcam	Cat# ab150129; RRID: AB_2687506
Alexa fluor 568 donkey anti-rabbit	Abcam	Cat# ab175470; RRID: AB_2783823
Alexa fluor 647 streptavidin	Thermo Fisher Scientific	Cat# S-21374; RRID: AB_2336066
**Chemicals, Peptides, and Recombinant Proteins**		
Tamoxifen	Merk	Cat# T5648
Advanced DMEM F/12	Thermo Fisher Scientific	Cat# 12634-010
B27	Thermo Fisher Scientific	Cat# 17504-044
BME	R&D Systems	Cat# 3533-005-02
Buprenorphine	Multidosis-Astfarma	N/A
Collagenase II	Thermo Fisher Scientific	Cat# 17101015
Diphtheria Toxin	Merk	Cat# D0564
DNase I	Merk	Cat# 4716728001
Fetal Bovine Serum	Merk	Cat# F7524
FGF	Thermo Fisher Scientific	Cat# PHG0021
HGF	R&D Systems	Cat# 294-HG
Hyaluronidase	Merk	Cat# HX0514-1
IL13	Peptrotech	Cat# 214-13
IL4	Peptrotech	Cat# 214-14
Matrigel	Corning	Cat# 356231
N-acetylcysteine	Merk	Cat# A9165
Normal Goat Serum	Monosan	Cat# monx10961
Puramatrix Hydrogel	Corning	Cat# 354250
Purified fibronectin	Merk	Cat# FC010
Purified laminin-111	Merk	Cat# L2020
Rat Tail High Concentrated Type I Collagen	Corning	Cat# 354249
Recombinant human Noggin	PeptoTech	Cat# 120-10C
Tissue-Tek OCT	Sakura	Cat# 4583
TrypLE	Thermo Fisher Scientific	Cat# 12605-010
Y-27632	Abmole	Cat# M1817
Dapi	Thermo Fisher Scientific	Cat# D1306
**Deposited Data**		
Single cell mRNA sequencing	This study	GSE143988
**Experimental Models: Cell Lines**		
Murine VillinCre-ER ^{T2} ; APC ^{fl/fl} ; KRAS ^{LSL-G12D/+} ; P53 ^{KO/KO} ; R26R-Confetti; Lgr5 ^{DTR-eGFP}	This study	N/A
Human CRC	van de Wetering et al., 2015	p19bT
**Experimental Models: Organisms/Strains**		
<i>Mus musculus</i> _B6.Cg-Tg(Vil1-cre/ERT2)23Syr/J	The Jackson Laboratory	Cat# 020282
<i>Mus musculus</i> _APCtmTno (580S flox)	APB	Cat# 5416

(Continued on next page)

Continued

REAGENT or RESOURCE	SOURCE	IDENTIFIER
<i>Mus musculus</i> _B6.129S4-Kras ^{tm4Tyj/J}	The Jackson Laboratory	Cat# 008179
<i>Mus musculus</i> _B6.129S2-Trp53 ^{tm1Tyj/J}		
<i>Mus musculus</i> _Gt(ROSA)26Sor ^{tm1(CAG-Brainbow2.1)Cle/J}	The Jackson Laboratory	Cat# 013731
<i>Mus musculus</i> _Lgr5DTR-eGFP	Genentech (Tian et al., 2011)	N/A
<i>Mus musculus</i> _NOD.Cg-Prkdc ^{scid} Il2rg ^{tm1Wjl/SzJ}	The Jackson Laboratory	Cat# 005557
Software and Algorithms		
FlowJo 10.6.1	BD Biosciences	https://www.flowjo.com/
GraphPad Prism	GraphPad Software	https://www.graphpad.com/scientific-software/prism/
Fiji (ImageJ)	Schneider et al., 2012	https://imagej.nih.gov/ij/
Jvr Jittering Corrector		N/A
Match motion compensation software	Noordmans et al., 2006	N/A
R software	GNU project	https://www.r-project.org/

EXPERIMENTAL MODEL AND SUBJECT DETAILS**Generation of a colorectal cancer genetic mouse model**

The VillinCre-ER^{T2} mouse model (The Jackson Laboratory, cat. no. 20282) was combined with the APC^{fl/fl}, KRAS^{LSL-G12D/+}, TP53^{KO/KO} mouse model in order to generate a VillinCre-ER^{T2}; APC^{fl/fl}; KRAS^{LSL-G12D/+}; TP53^{KO/KO}, a Tamoxifen-inducible triple mutant genetic mouse model. The color randomizer R26R-Confetti (gifted by the Clevers laboratory, Hubrecht Institute, NL (Snippert et al., 2010) allele and stem cell fluorescent reporter Lgr5^{DTR-eGFP} (gifted by De Sauvage laboratory, Genentech, USA (Tian et al., 2011)) were bred in to finally generate the VillinCre-ER^{T2}; APC^{fl/fl}; KRAS^{LSL-G12D/+}; TP53^{KO/KO}; R26R-Confetti; Lgr5^{DTR-eGFP} genetic mouse model in a mixed background. In these mice Lgr5⁺ cells (e.g., the stem cells in the intestine) are labeled with membrane-bound eGFP. Activation of the inducible Cre upon administration of Tamoxifen initiates formation of tumors which are restricted to the intestine and promotes the expression of one of the four Confetti colors, thereby specifically color-coding the tumor cells. Since tumors develop throughout the whole intestinal tract, these mice reach the humane endpoint 5 to 6 days after high dose (200mg/kg) Tamoxifen (Merk cat. no. T5648) injection.

Isolation and culturing of mouse organoids

8 weeks old VillinCre-ER^{T2}; APC^{fl/fl}; KRAS^{LSL-G12D/+}; TP53^{KO/KO}; R26R-Confetti; Lgr5^{DTR-eGFP} transgenic mice were injected with 200mg/kg Tamoxifen and sacrificed 4 days after induction. Colorectal cancer organoids were isolated from two independent VillinCre-ER^{T2}; APC^{fl/fl}; KRAS^{LSL-G12D/+}; TP53^{KO/KO}; R26R-Confetti; Lgr5^{DTR-eGFP} transgenic mice as previously described (Sato et al., 2009). Minimal colorectal cancer organoid culture medium (minimal CRC medium) contained advanced DMEM/F12 medium (adDMEM/F12; Thermo Fisher Scientific, cat. no. 12634-010), B27 2% (Thermo Fisher Scientific, cat. no. 17504-044), N-acetylcysteine 1.25 mM (Merk, cat. no. A9165) and Noggin 1% (PeproTech, cat. no. 120-10C). In order to discriminate between CSCs (Lgr5^{DTR-eGFP}) and Lgr5⁻ tumor cells, RFP-Confetti labeled cells were isolated by flow cytometry and expanded in culture as tumor organoid lines.

Acceptor mice for transplantation experiments

8 – 14 weeks old male and/or females NOD.Cg-Prkdc^{scid} Il2rg^{tm1Wjl/SzJ} (NSG, The Jackson Laboratory cat. no. 005557) mice were used as acceptors for subcutaneous injection, orthotopic transplantation and mesenteric vein injection. All experiments were performed in accordance with the Animal Welfare Committees of the Royal Netherlands Academy of Arts and Sciences and the Netherlands Cancer Institute, the Netherlands. Animals were kept at the Hubrecht animal facility in Utrecht or at the Netherlands Cancer Institute facility in Amsterdam, the Netherlands. For every experimental condition, at least 4 mice were used. No animals were excluded from analyses. When experiments consisted of multiple conditions, either males or females of the same litter were randomly assigned to each group.

Human organoids

The experiments were performed with patient-derived P19bT human organoids (van de Wetering et al., 2015), mutated in TP53, PIK3CA, BRAF, ERBB3, RNF43) constitutively labeled with H2B-mNeonGreen while cancer stem cells specifically express singleTomato-NLS driven by a ASCL2-responsive minigene (STAR, (Oost et al., 2018)).

METHOD DETAILS

Orthotopic transplantation of murine organoids

Orthotopic transplantation of colorectal cancer organoids was performed as previously described (Fumagalli et al., 2017, 2018). In brief, the day before transplantation organoids were collected and dissociated into small cell clumps. About 250,000 cells were plated in 15 μ l drops neutralized Rat Tail High Concentrated Type I Collagen (Corning, cat. no. 354249) and let to recover overnight at 37°C, 5% CO₂ in CRC medium containing 100 μ M Y-27632 (Abmole, cat. no. M1817). At the day of transplantation, acceptor mice were sedated using isoflurane inhalation anesthesia (~2% isoflurane/O₂ mixture). Before surgery, the mice were treated subcutaneously with a single dose of buprenorphine (Buprecare, Multidoses-Astfarma, 3 μ g per mouse). The cecum was exposed through a midline abdominal incision and a collagen drop containing tumor cells was surgically transplanted in the caecal submucosa. The tumor growth was monitored weekly by abdominal palpation.

Orthotopic transplantation of human organoids

Transplantations were performed as described above using 1.5 $\times 10^5$ human organoid-derived cells embedded in Rat Tail High Concentrated Type I Collagen (Corning, cat. no. 354249).

Flow cytometry on organoids

Colorectal cancer organoids were collected and mechanically dissociated with a fire-pointed glass pipet. Subsequently cells were incubated in TrypLE (Thermo Fisher Scientific, cat. no. 12605-010) mix containing 100 μ M Y-27632 (Abmole Bioscience, cat. no. M1817), 4 μ g/ml DNase I (Sigma-Aldrich, cat. no. 10104159001) for 10 minutes at 37°C and spun down. Cells were resuspended in FACS buffer containing 2% B27 (Thermo Fisher Scientific, cat. no. 17504-044), 1.25 mM N-acetylcysteine (Sigma-Aldrich, cat. no. A9165), 1% Noggin (PeproTech, cat. no. 120-10C), 100 μ M Y-27632 (Abmole Bioscience, cat. no. M1817), 4 μ g/ml DNase I (Merk, cat. no. 4716728001), 0.01% FCS (Merk, cat. no. F7524) in PBS and filtered through a 100 μ m and 35 μ m strainers (BD Falcon). DAPI 1ng/ml (Thermo Fisher Scientific, cat. no. D1306) was added right before sorting. Cells were sorted on a FACS ARIAL Special Ordered Research Product or a FACS Aria Fusion (BD Biosciences). The sort strategy is illustrated in Figures S1J–S1N. A broad FSC/SSC gate was followed by gates excluding doublets and selection of DAPI⁺-living cells. RFP-Confetti⁺ tumor cells were subdivided in (Lgr5)eGFP⁺ and (Lgr5)eGFP[−] using stringent gating. For each experiment, the quality of the sorting was assessed by examination of the sorted cells at a confocal microscope (as in Figure S1O).

Flow cytometry on primary mouse material

Orthotopic colorectal cancer tumors were collected and minced on ice using sterile scalpels. The tumor mass was digested at 37°C for about 1 hour in 5mg/ml Collagenase II brown powder (Thermo Fisher Scientific, cat. no. 17101015) dissolved in advanced DMEM/F12 medium (adDMEM/F12; Thermo Fisher Scientific, cat. no. 12634-010) containing 100 μ M Y-27632 (Abmole Bioscience, cat. no. M1817), 4 μ g/ml DNase I (Merk, cat. no. 4716728001), 20 μ g/ml Hyaluronidase (Merk, cat. no. HX0514-1). Digested cell clumps were incubated in TrypLE (Thermo Fisher Scientific, cat. no. 12605-010) mix containing 100 μ M Y-27632 (Abmole Bioscience, cat. no. M1817), 4 μ g/ml DNase I (Merk, cat. no. 4716728001) for 15 minutes at 37°C and spun down. The cell pellet was resuspended in FACS buffer (composition described above) and filtered through a 35 μ m strainer (BD Falcon). DAPI 1ng/ml (Thermo Fisher Scientific, cat. no. D1306) was added right before sorting.

Blood was collected from mice bearing metastatic CRC either via portal vein puncture or right-ventricle cardiac puncture, 7–10 weeks after orthotopic colorectal cancer organoids transplantation. The red blood cells were depleted by NH₄Cl treatment. The remaining circulating tumor cells and immune cells were spun down (4 minutes 500 RCF at RT). Tumor cells and blood cells were blocked in 80% FACS buffer / normal goat serum (Monosan, monx10961) for 10 minutes on ice before labeling with the following antibodies: biotin-conjugated anti-mouse CD41 clone eBioMWRReg30 (Thermo Fisher Scientific, cat. no. 13-0411-82) and anti-mouse CD45 clone 30-F11 (Thermo Fisher Scientific, cat. no. 13-0451-85). Secondary labeling was performed using streptavidin-conjugated AF647 (Thermo Fisher Scientific, no. S-32357). Cells were filtered through a 35 μ m strainer (BD Falcon). DAPI 1ng/ml (Thermo Fisher Scientific, cat. no. D1306) was added right before sorting.

Cells were sorted on a FACS ARIAL Special Ordered Research Product or a FACS Aria Fusion (BD Biosciences). The sort strategy is illustrated in Figures S1J and S1L and Figures S3A and S3D. A broad FSC/SSC gate was followed by gates excluding doublets and selection of DAPI⁺-living cells. Afterward, immune cells and megakaryocytes were excluded in a dump channel. RFP-Confetti⁺ tumor cells were subdivided in Lgr5-eGFP⁺ and Lgr5-eGFP[−] using stringent gating. The quality of the sorting was assessed afterward by examination of the cells at a confocal microscope.

Flow cytometry on human xenografts

Blood was collected from mice bearing human metastatic CRC either via right-ventricle cardiac puncture, 7–10 weeks after orthotopic colorectal cancer organoids transplantation. Samples were prepared and analyzed at the FACS as described above for experiments with the murine CRC model.

H2B-mNeonGreen⁺ tumor cells were subdivided in STAR-NLS-singleTomato⁺ and STAR-NLS-singleTomato[−] using stringent gating. The quality of the sorting was assessed by post-sort purity check and examination of the cells at a confocal microscope.

Immunohistochemistry and fluorescent imaging

Tissues were fixed periodate-lysine-4% paraformaldehyde (PLP)(McLean and Nakane, 1974) buffer overnight at 4°C, incubated in 30% sucrose overnight at 4°C and embedded in Tissue-Tek (Sakura, cat. no. 4583). Organs were cryosectioned and staining were performed on 20–30 µm sections. The stainings were performed with the following primary antibodies: anti-β-catenin clone 14 (BD Bioscience, cat. no. 610154), anti-GFP (Abcam, cat. no. ab6673), anti-RFP (Rockland, cat. no. 600-401-379). Stained sections were imaged with inverted Leica TCS SP5 and TCS SP8 confocal microscopes (Mannheim, Germany). All images were collected in 12 bit with 25X water immersion (HC FLUOTAR L N.A. 0.95 W VISIR 0.17 FWD 2.4 mm) or 20X dry (HCX IRAPO N.A. 0.70 WD 0.5 mm) objectives.

In vivo time-lapse imaging of primary tumors

How the deposited data were processed for this re-analysis (not part of the article)

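Single-cell mRNA sequencing by Sort-seq was re-analysed from the table of transcripts per gene and well that the authors deposited. The wells held cells from CRC Lgr5 eGFP organoids (2 cultures), from primary tumors (5 mice), liver metastasis (mice 1 and 3) and mesenteric lymph node (MLN) metastasis (mice 4 and 5) after orthotopic transplantation, and CTCs (mice 1, 2 and 4), sorted by eGFP as Lgr5+ or Lgr5-. Part of the organoid wells had a class labeled Int, which the labels do not explain and which is called intermediate here. Each well's tissue, class, mouse or culture and plate were read from its label.

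The paper's methods state that read 2 was mapped to the mm10 RefSeq transcriptome with Burrows-Wheeler Aligner at standard parameters and that Seurat was used for analysis, and the submitters' processing notes name Seurat and mm10. Versions are not given in the sources used here. The authors deposited expected or estimated counts, that is transcripts corrected for collisions of UMIs. The UMI had a length of 6, which gives 4096 possible UMIs, and 100.0% of the 21053389 values above 0 matched the collision formula within 0.006, while 87.0% of them were whole numbers. The table had 21154 lines, of which 92 were spike-ins, 21061 were genes and 1 was eGFP. Of 5760 wells, 164 were not used, since 21 had no sample name and 143 named a mouse but no tissue. These 143 were empty.

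A cell was used with at least 1000 unique transcripts, counted without spike-ins, as the paper's methods state, which left 5225 cells (organoids 2247, primary tumors 1553, liver metastasis 781, MLN metastasis 540 and CTCs 104). Transcripts were summed per culture or mouse and class where at least 10 cells were present (5 for CTCs), and rounded to whole numbers. Sums were tested with edgeR 4.0.16 in R 4.3.3 (TMM, filterByExpr, quasi-likelihood test, Benjamini-Hochberg adjustment), with the culture or mouse as a block, since both classes came from the same animal or culture. The pairing was checked from the correlation of the deviations of both classes from their means, which was 0.596 in organoids, 0.479 to 0.670 in primary tumors and 0.281 in liver metastasis. The difference of the Lgr5+ effect between primary tumors and organoids was tested as an interaction. eGFP was tested but not counted as a gene. The legend of Fig. 1F calls the organoids 2 independent biological replicates, and the sources used here do not say from which donor mouse each culture came. With the culture as a block, p-values there rest on how far the class difference varied between these 2 cultures. They also rest on variance estimates that edgeR shares across genes, and do not measure the spread between cultures. Standard errors were taken from the fold change and its F statistic.

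The fit was tested on simulated counts with 100 genes changed by 2-fold and 100 by 4-fold. Of these, 85% and 100% were recovered for organoids (11244 genes), 80% and 99% for primary tumors (11370), 32% and 87% for liver metastasis (10873), 55% and 91% for the interaction (12843), 46% and 94% for MLN metastasis (10883) and 7% and 59% for liver metastasis against primary tumor Lgr5- cells (10946). False calls made up 7.00% of calls for organoids and 10.1% for primary tumors, and 26.7% for the last comparison, whose calls are therefore not named. The simulated counts were drawn with edgeR's own estimate of each gene's spread. Variation beyond that model was not simulated, so these percents do not measure the power of the real tests.

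The genes named in the text were chosen by a rule fixed before the data were examined. It takes every gene that the paper's text or Fig. 1F, Fig. 3C and Fig. S3G names, the 12 genes with the largest rise and the 12 with the largest fall in each main comparison among those past the threshold, changed the same way in every mouse or culture and with at least 50 counts, and at most 4 members per list. Where no test was possible, it takes the 10 largest ratios in each direction among genes with at least 20 counts. A gene outside it is said to be chosen after its values were seen. The 26 gene lists were also fixed beforehand. They were tested with camera in limma 3.58.1 (preset correlation of 0.01, prior count of 2, and an estimated correlation as the alternative) and adjusted over the lists. They hold stem cell, differentiation and CSC genes that the paper marks, intestinal stem cell, Wnt target, tuft, goblet, Paneth, enteroendocrine and enterocyte or colonocyte genes, fetal-like or regenerative epithelium, epithelial and epithelial-mesenchymal transition genes, S phase, G2M phase, immediate early and heat shock genes, hypoxia and glycolysis, interferon and MHC class I, lipid and sterol synthesis, and markers of immune cells, neutrophils, erythroid cells, platelets, fibroblasts, endothelial cells and hepatocytes. Gene positions were read from the RefSeq annotation of GRCm38.p6, the assembly of mm10.

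The overlap between organoids and primary tumors was tested with a one-sided hypergeometric test over the genes tested in both. CTCs were compared without a test, since 1 mouse alone had at least 5 cells, through ratios of counts with exact 95% intervals, correlations of log2(CPM + 1) and an axis of the genes that passed in primary tumors. Shares of cells with a transcript were compared after each cell was thinned to 1000 transcripts. Cells were clustered with scanpy 1.11.5 and leidenalg 0.10.2 on log-normalized values (10000 transcripts per cell, 2000 variable genes, 13 components, 20 neighbors, resolution of 1). No doublets were removed. Other tools were DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9 and matplotlib 3.10.9.

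Alternatives were the minimum of transcripts per cell (500 or 2000), DESeq2, no filter on low counts, library size only, no block, each mouse or culture left out, cells with over 2% of transcripts from other cell types left out, and limma on mean log-normalized values, which changes the tool, the scaling and the weight of each cell together. Chosen after seeing the data were observed UMIs, cells thinned to at most 20000 transcripts, cells rich in Paneth cell transcripts (at least 0.5%) left out, the deepest cluster left out, CTC wells left out, and the comparisons of MLN metastasis, of liver metastasis with primary tumors and of the intermediate class. MLN metastasis wells of mouse 5 without a class were left out of tests. The title of the sample that holds the other MLN wells of mouse 5 names mouse 4 alone, and their mouse was taken from the cell names.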

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

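The tests of Paneth cell genes in Lgr5+ cells, of blood cell transcripts in CTC wells, of deep wells and the UMI correction, and of the splits that part all pairs were chosen after the results were seen, while the counts over all splits of the samples and the test of the deepest cluster's wells were set before their results were seen.

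Paneth cell genes in Lgr5+ cells. A mean of 15.1% of Lgr5+ primary tumor cells were rich in Paneth cell transcripts, and mouse 5 stood apart with 29.9% against 8.79% to 14.0% in the other mice. The paper's text discusses the sorted Lgr5+ cells but does not mention Paneth cell transcripts in them. Cells without the reporter that fell into the Lgr5+ gate would carry eGFP at the Lgr5- level, but the lowest eGFP ratio of these cells to Lgr5- cells over the mice was 2.117. Wells with 2 cells, a Paneth-like and a Lgr5+ one, would carry less eGFP than other Lgr5+ cells, but the lowest ratio to these was 1.564. Both ratios are of transcripts summed over cells, so they argue against either source for all of these cells but not for a part of them. An eGFP transcript was found in 86.0% of them. What stays open is that the tumors hold cells with both programs, a hypothesis found and tested on the same data, or that either source gave a part of these cells. Transcripts that persist in cells leaving the stem cell state would be expected below the level of other Lgr5+ cells. The eGFP ratio to these was 1.564 to 4.639 over 5 mice, and Lgr5 was at 181 against 108 CPM over all mice. These are shares of all transcripts, so a smaller total raises them. In mice 1 and 3 the median transcripts of these cells were 0.573 and 0.658 of those of other Lgr5+ cells. The eGFP ratio was highest in mice 4 and 5, where wells of the deepest cluster held 62.0% and 30.4% of the Lgr5+ sums. Whether transcripts persist thus stays open. Whether eGFP protein persists was not tested. The design names no condition that bears on it.

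Blood cell transcripts in CTC wells. Neutrophil genes were at 36.5 times the level of Lgr5- tumor cells in CTCs. The paper's text discusses the CTC profile but does not mention these genes. Free RNA of blood in every well would spread these transcripts over the wells, in proportion to depth or alike in each, but the 7 wells that hold most of the neutrophil list held 97.2% of it, against at most 55.6% and 9.43% for the 7 wells that hold most in 1000 draws of each kind. Blood cells sorted in place of CTCs could be a candidate source for the 7 wells with over 2% of blood cell transcripts, since a median of 0.099% of their transcripts came from the epithelial list, below the 5th percentile of Lgr5- tumor cells of the mouse (0.102%). S100a9 (3451 CPM in CTCs and 25.6 in Lgr5- cells) and S100a8 (2101 and 10.7) are among the neutrophil genes. The paper's methods state that blood cells were stained for CD45 and CD41, that immune cells and megakaryocytes were left out in a dump channel and that RFP-Confetti+ cells were sorted, gates that are meant to remove such cells. The other 93 wells also had a low epithelial share, 0.216% against 0.803% in Lgr5- tumor cells, so a low share alone does not mark a blood cell.

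Deep wells and the number of changed genes in primary tumors. The cluster of deepest wells held 28.88% of all primary tumor transcripts, and the count of changed genes was 17 with it, 557 without it and 2 when as many of the deepest other wells were left out, which is consistent with RNA of other cells in these wells (a median of 0.139% fibroblast transcripts against 0.008%). When whole sums were drawn down to the totals of cells thinned to at most 20000 transcripts, the count was 63, against 466 with the cells themselves thinned, so the weight of very deep wells may account for much of the rise. The correction for UMI collisions does not, with 18 genes on observed UMIs. Of 100 splits of the 10 tumor sums into 5 and 5, drawn from 126, 3 gave at least the 17 genes of the real one. The highest other gave 164 and parted 3 of the 5 pairs. Whether it parted them along the class was not recorded, so what its count reflects stays open. With cells thinned, 1 of 100 reached the real 466 and the highest other gave 40. The 2 sums of a mouse are paired (correlations of 0.479 to 0.670), so the splits that keep a pair together differ in kind from the real one, and the rule set beforehand, which counted them, does not apply. Only 16 splits part all 5 pairs, too few for a share under 0.05 (the smallest is 0.0625). Among the 13 of them that were drawn, 1 reached the real count, the real split itself with 17 genes and with 466 when cells were thinned, and the highest other gave 0 in both.

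Some single mice stood apart from the other 4. Ephb3 had a log2 ratio of Lgr5+ to Lgr5- of 2.431 in mouse 5 and of 0.545 to 0.937 in the others, and Krt19 had −0.715 in mouse 5 and −0.199 to −0.073 in the others. For Aldh1a1 the ratio was −3.106 in mouse 3 and −0.376 to 0.390 in the others. On the axis of genes changed between the classes, 1 Lgr5- tumor sum lay at −4.69, below the others. In all, 5 of 47 groups of 5 mice had a value this far out, where 2.35 are to be had by chance.

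The Lgr5+ effect differed between primary tumors and organoids for 14 of 12842 genes tested by an interaction term in edgeR, 13 with a higher and 1 with a lower fold change in tumors. Sprr1a (3.84, adjusted p = 0.0269) and Sprr2h (3.81, adjusted p = 0.0240), which fell in organoid Lgr5+ cells, lead the former, and the transcription factor Ets1 (−1.20, adjusted p = 0.0486) is the latter. Over 19 S phase genes the median difference was −0.641 (camera adjusted p = 1.64e-07, and adjusted p = 0.625 with an estimated correlation), with none past the threshold and 10 lower when adjusted over the list alone. Over 15 genes of hypoxia and glycolysis it was 0.664 (camera adjusted p = 6.25e-07, and adjusted p = 0.625 with an estimated correlation), with none past the threshold and 7 higher when adjusted over the list alone. Enteroendocrine cell genes had 0 of 9 past the threshold (camera adjusted p = 0.907). Lgr5 had a difference of −0.26 (adjusted p = 0.756) and eGFP of −0.22 (adjusted p = 0.891). The count was 47 without the deepest cluster, 0 without culture 2, 3, 4 and 6 without mouse 1, 2 and 4, and 26 without mouse 3.

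In samples the paper does not report on, 850 genes differed between Lgr5- cells of MLN metastasis and of primary tumors, and 985 between organoid cells of the intermediate class and Lgr5- cells. The MLN cells tested were all on plate 14, which held no primary tumor cells, so tissue and plate cannot be told apart there.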

How the results depend on the processing

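Settings on thinning, observed UMIs, Paneth-rich cells, the deepest cluster and CTC wells were chosen after seeing the data, and the others were set beforehand. The cause of a change was not tested except where stated under the results above. Of values that do not answer a comparison by themselves, 559 kept their direction and side of the threshold, 56 lost it, 62 gained it, 4 moved and 2 reversed: Lyz1 in liver metastasis was at −0.731 without cells rich in Paneth cell transcripts and at −1.24 with thinning as well. Precision is limited by the 2 cultures and 2 mice with liver metastasis, where leaving 1 out leaves no spread to test, and by CTC depth. No paired analysis was possible because CTCs of 1 mouse alone could be summed, so for CTCs no alternative with DESeq2, library size, a block or a mouse left out was run for the profile. The CTC axis had no genes without mouse 1, 2 or 5 or at 2000 transcripts where no gene or only higher genes passed.

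Organoid counts (2098 genes) were 460 with DESeq2. Without the replicate block, edgeR called 0 genes in organoids (1184 at an unadjusted p under 0.05), 0 in liver metastasis (597), 0 for the interaction (241) and 1 in primary tumors. With the block, the pairing gave the main counts of 2098, 59, 14 and 17. With the block, DESeq2 called 460 in organoids and limma on mean log-normalized values, which also changes the scaling and the weight of each cell, 1898.

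Primary tumor counts (17) were 6 at 2000 transcripts, 85 without cells of another type, 466 with cells thinned, 63 with sums thinned, 0 without Paneth-rich cells (edgeR, 1442 at an unadjusted p under 0.05), 249 with both choices, 190 with DESeq2, 427 without a filter, 398 with limma, 557 without the deepest cluster and 2 without as many other deep cells. Leaving out 1 mouse gave 0 (mice 1 and 2) to 88 (mouse 4), with 2 and 3 without mice 3 and 5.

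Liver metastasis counts (59) were 132 at 2000 transcripts, 236 without cells of another type, 303 with cells thinned, 149 without Paneth-rich cells, 350 with sums thinned, 91 with both choices, 348 without a filter, 216 with limma and 270 without the deepest cluster.

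Interaction counts (14) were 41 without cells of another type, 216 with cells thinned, 23 without Paneth-rich cells, 34 with sums thinned, 151 with both choices, 103 with DESeq2, 381 without a filter, 191 with limma, 47 without the deepest cluster and 2 without as many other deep cells. Leaving out 1 mouse or culture gave 0 (culture 2) to 26 (mouse 3), with 3, 4 and 6 without mice 1, 2 and 4.

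The overlap of 11 genes was 95 at an adjusted p under 0.1, 2 at 2000 transcripts, 28 by AUC over cells, 215 with cells thinned, 163 with limma, 76 with DESeq2 and 246 without the deepest cluster. Leaving out 1 mouse gave 0 (mice 1 and 2) to 46 (mouse 4), with 2 without mouse 3 or 5.

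The CTC correlation with Lgr5- cells (0.903) was 0.859 with cells thinned, 0.647 with each cell at 1000 transcripts and 0.844 without the 2 deepest wells. That with Lgr5+ cells (0.862) was 0.873 without cells of another type, 0.914 with log-normalized means, 0.808 with cells thinned, 0.636 with each cell at 1000 transcripts, 0.893 without blood cell wells, 0.810 without the 2 deepest wells, 0.842 at matched depth and 0.903 without a filter. It was below the Lgr5- value under each setting named for both. The axis position (0.126) was 0.629 with the paper's genes, 0.633 with these and without blood cell wells, 0.329 with these and without the 2 deepest wells, −0.178 at 1000 transcripts per cell, −0.679 with organoid genes, −0.479 with the genes of thinned cells, −0.133 without the 2 deepest wells, −0.0403 without blood cell wells and −0.329 with the genes found without the deepest cluster. Leaving out mouse 4 gave −0.175, from 35 higher and 53 lower genes. Leaving out mouse 3 gave −0.0138, from only 1 higher and 1 lower gene, and no other mouse left out gave an axis.

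Lists past the threshold in camera were 10 in organoids, 16 in primary tumors, 17 in liver metastasis and 6 for the interaction, and 0 of each with an estimated correlation (camera; fry called 8 in primary tumors, and with cells thinned to at most 20000 transcripts 3 lists passed there with an estimated correlation).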

Differences from the paper's values

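For the overlap of genes changed between Lgr5+ and Lgr5- cells in organoids and in primary tumors, the paper's text gives an upper bound of the hypergeometric p as a power of 10, which on the scale of minus log10 p is a lower bound of 100, the paper's value. The values here on that scale are 5.06 for genes changed either way, 2.42 for genes that rose and 6.99 for genes that fell. As one-sided hypergeometric p, an exact test, these are 8.62e-06, 3.79e-03 and 1.02e-07. The paper's differential expression used the roc test over cells, so it took cells as replicates, where samples were taken here, and its text gives no threshold for a changed gene. All of the alternatives set before the data were examined still differ, by more than 1.5 times in p. For genes changed either way, each with its p in brackets, they were an adjusted p under 0.1 (1.10e-29), genes by AUC over cells at 0.6 and 0.4 as with the roc test (1.54e-25), mouse 4 left out (6.71e-20), the background of genes detected in both (4.05e-07), eGFP and Lgr5 left out (8.59e-06), mouse 3 left out (0.0372), mouse 5 left out (0.0968) and at least 2000 transcripts per cell (0.251). The smallest of them by direction was 6.24e-42, for genes that fell at an adjusted p under 0.1. Of the settings chosen after seeing the values, leaving out the deepest cluster gave 8.06e-60 either way, 1.12e-34 for genes that rose and 1.14e-87 for genes that fell, and thinning cells to at most 20000 transcripts gave 2.53e-46, 3.55e-23 and 1.15e-82. The overlap of genes called by DESeq2 gave 4.36e-64 either way, 2.64e-30 and 1.48e-56, and that of genes called by limma 4.31e-36, 1.43e-22 and 6.05e-64. Of all these, DESeq2 comes nearest to the paper's value either way, and leaving out the deepest cluster for genes that rose and for genes that fell. None reaches it.

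The paper reports higher levels of known stem cell markers in isolated Lgr5+ than in Lgr5- cells (Fig. 1F). Genes known from intestinal stem cells are marked in green there and in Fig. 3C. All 11 tested here had a positive log2 fold change, and none passed over all genes tested in edgeR (10 did when adjusted over the list alone). With DESeq2 5 passed, with limma on mean log-normalized values 9 and in edgeR without a filter on low counts 8, alternatives set before the data were examined. Without the deepest cluster, chosen after seeing the values, Lgr5, Smoc2, Ephb3 and Lrig1 passed, and with cells thinned to at most 20000 transcripts 9 of the 11 did.

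The paper states that CTCs were not enriched for Prom1, Cd44, Aldh1a and Bmi1. By the share of cells with a transcript, the exact interval in CTCs lay above that in Lgr5- cells for 0 of 6 genes here. CTCs held more mitochondrial and Rn45s transcripts, which lowers their shares after thinning, so this count does not decide the question. By summed CPM, that of 3 of the 6 lay above the Lgr5- interval, namely Cd44, Aldh1a1 and Aldh1a2, and that of Prom1 below it. With the 7 wells of blood cell transcripts left out, chosen after seeing the values, 1 of the 6 lay above.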

Other observations

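The comparisons of the intermediate class, of MLN metastasis and of liver metastasis with primary tumors were chosen after seeing the data, and the genes named for them after their values were seen.

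Organoid cells of the class labeled Int, called intermediate here, lay between Lgr5- and Lgr5+ cells for eGFP, Lgr5, Smoc2, Sprr1a, Notum and Ndrg1. No list was tested in these comparisons, and the labels do not explain the class. eGFP was at 240 ± 36.1 CPM (SD, n = 2 cultures) in them and 105 ± 24.5 in Lgr5- cells (log2 fold change 1.20, standard error 0.07, adjusted p = 5.43e-42 from edgeR's quasi-likelihood test), and it rose by a further 0.42 from the intermediate class to Lgr5+ cells (adjusted p = 1.90e-04 from edgeR). Lgr5 rose by 0.65 and then by 0.45 on the log2 scale, and Smoc2 by 0.54 and 0.47. Sprr1a fell by 2.62 and then by 2.08, and Notum, a Wnt-induced inhibitor of Wnt signaling, fell by 0.37 and 0.70. Ndrg1, a hypoxia gene, fell by 0.68 and then by 1.60. Of 11030 genes tested, 472 were higher and 513 lower in the intermediate class than in Lgr5- cells, and of 11230 tested, 390 were higher and 544 lower in Lgr5+ cells than in the intermediate class. Ang4 differed between Lgr5+ cells and the intermediate class (10.2 ± 3.63 and 0.363 ± 0.347 CPM, adjusted p = 2.84e-30 from edgeR). DESeq2 called 104 and 94 genes, limma 1151 and 724, and without the culture as a block edgeR called 0 genes in both comparisons, with 1.18% and 3.16% of the genes tested at an unadjusted p under 0.05.

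Lgr5- cells of MLN metastasis had far fewer transcripts of intestinal differentiation and fibroblast genes than Lgr5- cells of the primary tumors of mice 4 and 5. The MLN cells tested were all on plate 14, and the primary tumor cells of these mice on plates 13 and 15. Tissue and plate can thus not be told apart in this comparison. Of 10882 genes tested, 94 were higher and 756 lower in MLN metastasis, and the excess of lower genes depends on the scaling, with 549 higher and 604 lower with library size only and 419 higher and 292 lower with limma. Of 16 enterocyte or colonocyte genes 13 were lower (14 when adjusted over the list alone, camera adjusted p = 3.75e-12), of 14 goblet cell genes 8 (13 when adjusted over the list alone, camera adjusted p = 1.05e-08) and of 10 fibroblast genes 9 (camera adjusted p = 1.01e-08), with adjusted p = 0.738 for each of the 3 lists with an estimated correlation. Car1, a carbonic anhydrase of colonocytes, was at 7.89 and 878 CPM, Dcn, a matrix proteoglycan, at 1.38 and 276 CPM, and of Fabp2 and Aqp8 no count was found in MLN metastasis, against 176 ± 27.6 and 124 ± 8.90 CPM (SD, n = 2 mice) in primary tumors. Lgr5 (0.09, adjusted p = 0.861 from edgeR) did not pass. These lists are also the ones that led the deepest wells of mouse 4, which held 61.4% of its Lgr5- tumor sum, and without the deepest cluster 158 genes differed, 148 of them among the 850. The lists stayed lower without the deepest cluster, with 8 of 13 goblet cell genes (median −2.413, camera adjusted p = 3.87e-09), 6 of 11 enterocyte or colonocyte genes (−0.948, 5.86e-07) and 4 of 4 fibroblast genes (−4.643, 1.95e-08), and adjusted p = 0.825 for each with an estimated correlation. With cells thinned to at most 20000 transcripts 286 genes differed, and DESeq2 called 409.

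The largest rises in MLN metastasis were of Mog, Mag, Plp1, Mobp, Cldn11 and Ugt8a, which are known genes of myelin. Cldn11 was at 80.3 ± 9.66 CPM (SD, n = 2 mice) in MLN metastasis and 0.348 ± 0.237 in primary tumors (adjusted p = 8.06e-06 from edgeR), and Plp1 at 86.6 ± 1.72 and 2.21 ± 0.942. Transcripts of the 12 genes with the largest rises were found in 131 of 273 Lgr5- cells of mouse 4 and 48 of 86 of mouse 5, which were all on plate 14, and in 10 of 168 MLN cells of mouse 5 without a class on plate 15 (363, 362 and 3.11 CPM). Primary tumor cells had 5.64 CPM and organoid cells 5.54. The 9 Lgr5+ MLN cells of mouse 5 on plate 14 had 851 CPM. MLN cells of mouse 5 were thus high on plate 14 and at the primary tumor level on plate 15, but the title of the plate 14 sample names mouse 4 alone and the mouse 5 label of its wells comes from the cell names, on which this contrast and the n of 2 mice for MLN metastasis rest. Plate 14 held no cells of another tissue, what sets its wells apart was not tested, and no list of glial markers was fixed.

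Liver metastasis cells were compared with primary tumor cells of the same class. edgeR called 0 genes for Lgr5- cells (333 at an unadjusted p under 0.05, 11 by DESeq2, 3 by limma and 116 without a filter on low counts) and 0 for Lgr5+ cells (583 at an unadjusted p under 0.05, 19 by DESeq2, 0 by limma and 50 without a filter on low counts) in mice 1 and 3. In simulated counts 7% of genes changed 2-fold and 59% of those changed 4-fold were found for Lgr5- cells, so few calls do not show that the tissues are alike. No simulated counts were run for Lgr5+ cells.

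Other lists gave the following. In organoids the epithelial list had 5 of 10 genes lower (Krt19, Krt8, Cldn4, Krt18 and Cdh17, camera adjusted p = 0.0258, and adjusted p = 0.636 with an estimated correlation), lipid and sterol synthesis 5 of 15 lower (6 when adjusted over the list alone), epithelial-mesenchymal transition 2 of 6 lower, tuft cell genes 2 of 7 lower, interferon and MHC class I genes 2 of 13 lower, immediate early and heat shock genes 1 higher and 5 lower of 15, and Paneth cell genes 2 of 4 higher. Of 3 tested CSC markers and of 3 hepatocyte genes none passed in edgeR. In primary tumors no member passed in edgeR for CSC markers (6 tested), Wnt targets (18), enterocyte or colonocyte (15), epithelial (10), epithelial-mesenchymal transition (12), S phase (19), immediate early and heat shock (15), interferon and MHC class I (14), fibroblast (10) and hepatocyte genes (3). In liver metastasis 1 of 10 genes of epithelial-mesenchymal transition and 1 of 7 neutrophil genes were lower.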
